# Mutant Ras and inflammation-driven skin tumorigenesis is suppressed via a JNK-iASPP-AP1 axis

**DOI:** 10.1016/j.celrep.2022.111503

**Published:** 2022-10-18

**Authors:** Khatoun Al Moussawi, Kathryn Chung, Thomas M. Carroll, Christian Osterburg, Artem Smirnov, Rebecca Lotz, Paul Miller, Zinaida Dedeić, Shan Zhong, Martin Oti, Evelyn N. Kouwenhoven, Ruth Asher, Robert Goldin, Michael Tellier, Shona Murphy, Huiqing Zhou, Volker Dötsch, Xin Lu

**Keywords:** iASPP, p63, AP1/JNK, RAS, inflammation-driven tumorigenesis, target selective transcription, skin cancer

## Abstract

Concurrent mutation of a RAS oncogene and the tumor suppressor p53 is common in tumorigenesis, and inflammation can promote RAS-driven tumorigenesis without the need to mutate p53. Here, we show, using a well-established mutant RAS and an inflammation-driven mouse skin tumor model, that loss of the p53 inhibitor iASPP facilitates tumorigenesis. Specifically, iASPP regulates expression of a subset of p63 and AP1 targets, including genes involved in skin differentiation and inflammation, suggesting that loss of iASPP in keratinocytes supports a tumor-promoting inflammatory microenvironment. Mechanistically, JNK-mediated phosphorylation regulates iASPP function and inhibits iASPP binding with AP1 components, such as JUND, via PXXP/SH3 domain-mediated interaction. Our results uncover a JNK-iASPP-AP1 regulatory axis that is crucial for tissue homeostasis. We show that iASPP is a tumor suppressor and an AP1 coregulator.

## Highlights

• iASPP is a tumor suppressor of DMBA/TPA-driven mouse skin tumorigenesis
• iASPP controls selective transcription of AP1 and p63 target genes in keratinocytes
• JNK activation disrupts iASPP-JunD complexes that are mediated by PxxP/SH3 binding
• iASPP is a regulator of the AP1 signaling pathway

## Introduction

Acquisition of an activating RAS signaling pathway (EGFR, BRAF, KRAS) mutation and loss of tumor suppression, commonly caused by p53 mutation or deletion, is a central paradigm in carcinogenesis. Inflammation enables mutant RAS to bypass the requirement for loss of tumor suppression to drive tumorigenesis. In a well-established mouse skin tumor model, the chemical carcinogen 7,12-dimethylbenz(a)anthracene (DMBA) induces H-Ras mutation in keratinocytes, and the tumor-promoting agent TPA (12-O-tetradecanoylphorbol-13-acetate) induces inflammation to facilitate tumorigenesis. In this model, papillomas often occur without genetic alteration of the *TP53* (p53) gene. Surprisingly, wild-type (WT) p53 facilitates papilloma initiation, although loss of p53 promotes papilloma-to-carcinoma conversion (Kemp et al., 1993). The underlying mechanisms remain largely unknown.

The master transcription factor of squamous epithelium is p63, a member of p53 family, mainly expressed in the proliferative basal and supra-basal epithelial cells. Inherited point mutations in the p63 DNA binding domain cause human congenital disorders, such as ectrodactyly ectodermal dysplasia clefting and ankyloblepharon-ectodermal dysplasia-cleft lip/palate syndrome due to deregulated keratinocyte differentiation and abnormal squamous epithelium stratification (Brunner et al., 2002). Overexpression of ΔNp63, an N-terminal truncated isoform of p63, often occurs in squamous epithelial cancers of the skin, head, and neck (Lo Muzio et al., 2005; Smirnov et al., 2019). Unlike p53, p63 mutations are a rare event in human cancers; the molecular cause for this remains unknown.

Although p63 shares high sequence similarity with p53 in the DNA binding domain, binding a similar consensus sequence (De Laurenzi et al., 2000), only a small group of genes (such as *CDKN1A* (p21)) are transcriptionally regulated by all p53 family members in cells and *in vivo*, with most targets specific to individual p53 family members (Osada et al., 2005; Testoni et al., 2006). Like many transcription factors influencing cell fate, transcriptional target selection by p53 family members is regulated by cellular factors that are cell context dependent. Many p53 binding proteins exist, and the evolutionarily conserved ASPP protein family (ASPP1, ASPP2, and iASPP) was identified as the first family able to regulate p53 target selection (Bergamaschi et al., 2003, 2004; Samuels-Lev et al., 2001). Due to its ability to bind the DNA binding domains of p63 and p73, iASPP is also one of the few identified common regulators of p53 family members (Robinson et al., 2008). Experimentally, iASPP deletion causes cellular senescence *in vitro* (Chikh et al., 2011; Notari et al., 2011). The importance of the iASPP/p63 complex is supported by *in vivo* results in animals and humans. iASPP deletion causes abnormal hair growth in mice and cattle, and skin abnormalities in humans (Dedeić et al., 2018; Falik-Zaccai et al., 2017; Herron et al., 2005; Simpson et al., 2009). *In vivo*, iASPP deletion in keratin 14-expressing keratinocytes causes mouse squamous epithelium abnormalities, and phenotypes such as open eyelids at birth and delayed wound healing (Dedeić et al., 2018). In normal human skin, nuclear iASPP co-localizes with p63 in human basal epithelial cells and abnormal skin develops in patients carrying defective *PPP1R13L* (encoding iASPP) (Falik-Zaccai et al., 2017; Notari et al., 2011; Robinson et al., 2019). We hypothesized that part of iASPP’s function in skin may be mediated through its ability to bind p63 and regulate transcriptional target selection.

iASPP is an inhibitor of NF-κB (Ge et al., 2021; Herron et al., 2005; Hu et al., 2015; Yang et al., 1999); a key driver of inflammatory signaling pathways and a suppressor of skin tumorigenesis (Dajee et al., 2003). As iASPP is a known p53 inhibitor, an important regulator of p63 in skin homeostasis, and an inhibitor of NF-κB, we hypothesized that iASPP activity may affect how mutant RAS and inflammation drives tumorigenesis. Here, we identify a crucial role of iASPP in regulating selective transcription of p63 and AP1 targets, and show that iASPP coordinates crosstalk between TGFα/EGFR/JNK and p53/p63 pathways to maintain tissue homeostasis, leading to pathogenesis when dysregulated.

## Results

### iASPP suppresses skin tumorigenesis driven by chemically induced mutant Ras and inflammation

iASPP was specifically deleted in keratinocytes by crossing *Ppp1r13l*^floxΔ8/floxΔ8^ mice with cytokeratin 14 promoter-linked Cre-expressing mice (*Krt14*-Cre), as described previously (Dedeić et al., 2018). The resulting mutant mice, *Krt14*-Cre;*Ppp1r13l*^+/+^, *Krt14*-Cre;*Ppp1r13l*^Δ8/+^, and *Krt14*-Cre;*Ppp1r13l*^Δ8/Δ8^, are referred to as iASPP-WT, iASPP-HET, and iASPP-KO, respectively. These mice were treated with topical DMBA, followed by twice-weekly doses of TPA for 15 weeks (Figure 1A). DMBA induces specific and irreversible activating mutations in the *Hras* proto-oncogene, and TPA, an activator of protein kinase C (Arcoleo and Weinstein, 1985), induces inflammation, promoting tumorigenesis. After treatment, we observed significantly more papillomas in iASPP-KO than in iASPP-WT animals (Figures 1B–1D) and *Hras* mutations were confirmed (Figure S1A). Almost all iASPP-KO mice developed exophytic papillomas, with higher incidence and earlier onset than iASPP-WT or heterozygous animals (Figures 1C and 1D). DMBA/TPA treatment induced nuclear p53 and iASPP at basal layers of papillomas (Figures S1B and S1C). All examined papillomas were benign, with no signs of epidermal invasion. Underlying muscle layers (Figure 1E) were well differentiated, expressing differentiation markers, such as loricrin, and were covered with extensive layers of keratin (Figure S1D). Of note, iASPP-KO papillomas showed increased numbers of cells strongly positive for differentiation markers keratin 1 (CK1) and involucrin (Figure S1E). Papillomas also showed infiltration of immune cells, such as macrophages (F4/80), neutrophils (MPO), T cells (CD3), and B cells (CD45R) (Figure S1F). These results show that, in contrast to its oncogenic property, iASPP is a paradoxical suppressor of tumorigenesis driven by mutant Ras and inflammation.

**Figure 1:**
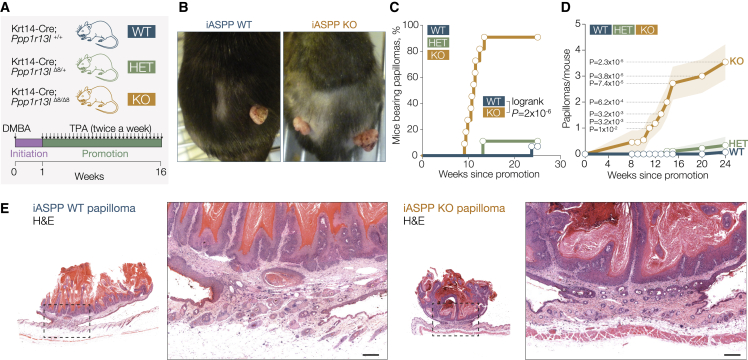
iASPP suppresses skin tumorigenesis driven by chemically induced mutant Ras and inflammation (A) Diagram of the DMBA/TPA two-stage tumor induction protocol. *Krt14*-Cre;*Ppp1r13l*^+/+^, *Krt14*-Cre;*Ppp1r13l*^Δ8/+^, and *Krt14*-Cre;*Ppp1r13l*^Δ8/Δ8^ mice are abbreviated as WT, HET, and KO, respectively. Arrows indicate treatment time points. (B) Representative images showing a dorsal view of papillomas on WT and KO mice. (C) Papilloma incidence represented as a percentage of mice bearing papillomas in iASPP WT (7%, n = 14), HET (11%, n = 9), and KO (91%, n = 11) mice. (D) Mean number of papillomas per mouse in WT, HET, and KO mice during DMBA/TPA treatment. Line plot shows mean values, shading represents SEM. (E) H&E staining of papillomas in iASPP WT and KO mice. Absence of invasion into dermis is shown on enlarged images. Scale bar, 200 μm. For p calculations for (C) and (D), see STAR Methods.

### Loss of iASPP selectively enhances p63 binding to regions containing AP1 motifs

To gain insight into how iASPP suppresses papilloma formation, we used primary mouse keratinocytes with tamoxifen-inducible iASPP deletion, derived from *Ppp1r13l*^flox/flox^;Cre^+^ER^T^ mice. Absence of iASPP expression after tamoxifen treatment was confirmed by IF staining (Figure 2A). 

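Primary mouse keratinocytes are epidermal cells isolated from the skin of newborn pups and grown without immortalization. In these cells both copies of *Ppp1r13l*, the gene encoding iASPP, carried loxP sites around exon 8, which a tamoxifen-inducible Cre recombinase removes. Cells of 3 batches were each divided into a culture given tamoxifen (iASPP KO) and a culture kept without it (iASPP WT), so that 6 libraries formed 3 same-batch pairs. The medium was changed 24 h after plating, and the cells were then kept for 4 days. The tamoxifen concentration is 1 μM in the paper and 1 mM in the sample labels. Since the control cultures received no tamoxifen, each fold change covers the drug, the active Cre and the deletion together. Ribosomal RNA was depleted in place of selecting poly(A) tails, so RNAs without a tail, such as small nucleolar RNAs (snoRNAs), were sequenced too, as single reads of 42 bases. The authors aligned the reads to the mouse genome (GRCm38, also called mm10) with STAR and counted uniquely aligned reads on the exons of each gene name with featureCounts, by strand and with the GENCODE vM25 annotation. These counts were not normalized by the authors. The totals were 24544822, 23556669 and 22136525 counts in the iASPP-KO cultures of batches 1, 2 and 3 and 21353368, 25157117 and 20202517 in the iASPP-WT cultures. In these libraries, 3 counts correspond to 0.119 to 0.148 in a library scaled to 1000000 counts, a floor that covers counting error only because PCR copies of a molecule were not told apart. Of 55367 gene names, the 14916 with enough counts by edgeR's filterByExpr were tested. Counts were scaled by edgeR's TMM method, with factors from 0.916 to 1.11, and fitted with batch and condition in the model. A gene's level is given as CPM, its counts per 1000000 of the library's total over tested genes after TMM scaling. Levels are the mean ± SD over the 3 cultures of a condition. A gene's change is the log2 fold change of iASPP KO relative to iASPP WT with the model's standard error. Among 5335 genes with ample counts, the first principal component held 65.3% of the variance and set batch 3 apart from the other batches. On it each iASPP-KO culture also lay below its batch's iASPP-WT culture (−18.0 against −2.79, −21.6 against −10.0 and 18.7 against 33.7). The second component held 16.2% and separated iASPP-KO from iASPP-WT cultures. Of the choices made here, the batch term, the filter on low counts and the model of the spread between cultures had the most room to change the numbers.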

Bulk RNA-sequencing was conducted from mouse primary keratinocytes with or without tamoxifen treatment. 

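*Ppp1r13l* (chromosome 7, 19359749 to 19378533, GRCm38) had 320, 395 and 139 counts in the iASPP-KO cultures of batches 1, 2 and 3. The iASPP-WT cultures of the same batches had 697, 1100 and 472. Its level was 12.6 ± 6.08 CPM (SD, n = 3) in iASPP KO and 32.9 ± 12.0 (SD, n = 3) in iASPP WT. This is a log2 fold change of −1.45 (standard error 0.18, adjusted p = 0.0030 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with −1.19, −1.34 and −1.82 in the single batches. Exon 8 of the annotated transcript Ppp1r13l-201 spans 461 bp (19372924 to 19373384), and reads on the exons that stay after its removal were still counted.

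**Figure D1:**
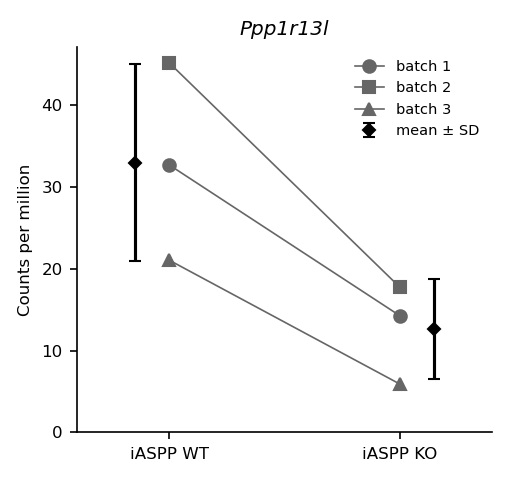
CPM of *Ppp1r13l* (vertical axis, linear from 0) in iASPP-WT and iASPP-KO cultures. Each grey line joins the cultures of 1 batch and black diamonds give the mean ± SD of the 3 cultures of a condition. The iASPP-KO culture lies below the iASPP-WT culture in all 3 batches, with means of 12.6 and 32.9.

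Over the 14916 tested genes, 323 had significantly higher expression in iASPP KO, 291 had significantly higher expression in iASPP WT and 14302 passed the threshold in neither direction. At an unadjusted p under 0.05 the counts were 1292 and 1206 genes. Each of the 614 genes past the threshold changed in the same direction in all 3 batches, against 39.3% of all tested genes. These genes were called from the same 3 pairs, a selection that favours the same direction in each, so the contrast shows no added consistency. Without the batch term no gene passed in either direction, while 360 and 331 genes had an unadjusted p under 0.05. The batch numbers do pair the cultures in these counts. After each condition's mean was subtracted, same-batch cultures correlated across genes at 0.302, 0.368 and 0.568. Of the alternatives with the batch term that were set in advance, leaving out batch 3 raised the numbers most, to 793 and 662 genes. Leaving out batch 1 gave 169 and 151, leaving out batch 2 174 and 117, and a minimum absolute log2 fold change of 1 gave 125 and 140. DESeq2 with a local dispersion trend, an alternative added after the values were seen, gave 961 and 874. The genes past the threshold with the largest rises in all batches were *Gm26175*, *Ccl20*, *Atp13a4*, *S100a8* and *Prr9*. *Gm26175* (chromosome 6, 97162817 to 97162947), a snoRNA gene, had a log2 fold change of 2.25 (standard error 0.54, adjusted p = 0.0475 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost its call when batch 1 or 2 was left out (highest adjusted p 0.141 by the same edgeR test) and after a correction for GC content and gene length (0.229), and 24.4% of its read-length windows also occur in another gene. *Ccl20* (chromosome 1, 83116766 to 83119167) rose from 85.8 ± 77.8 to 282 ± 193 CPM (SD, n = 3 each), a log2 fold change of 2.13 (standard error 0.26, adjusted p = 0.0028 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not pass with edgeR's robust dispersion (adjusted p = 0.114 by that edgeR test). The largest falls were those of *Kif26b*, *Flg2*, *Sapcd2*, *Tppp* and *Myl9*. *Kif26b* (chromosome 1, 178529125 to 178939200) went from 32.0 ± 12.7 to 7.49 ± 4.67 CPM (SD, n = 3 each), a log2 fold change of −2.25 (standard error 0.24, adjusted p = 0.0013 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sapcd2* and *Tppp* were near 2 CPM in iASPP KO and lost their calls when a batch was left out.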

Using an adjusted p value threshold of 0.05, we identified 867 and 969 genes with significantly higher expression in iASPP-WT and in iASPP-KO keratinocytes, respectively, while expression of 13,484 genes remained unchanged (Figure 2B).

**Figure 2:**
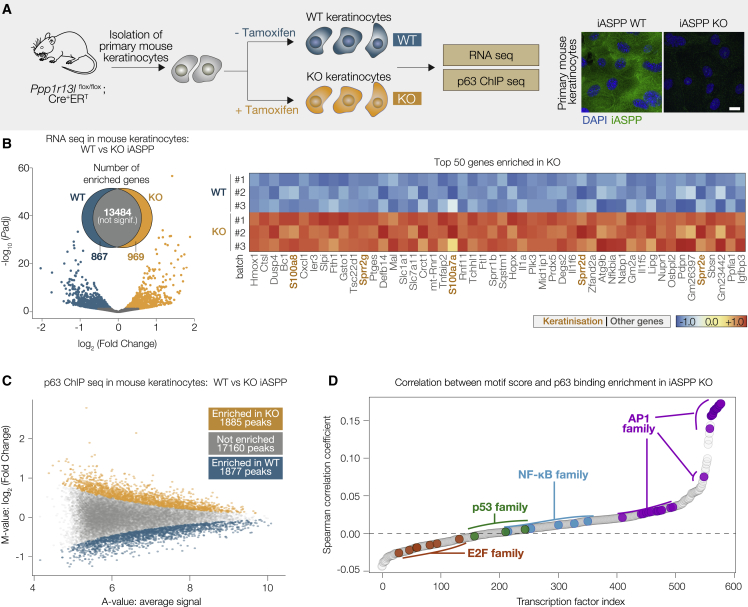
Loss of iASPP selectively enhances p63 binding to regions containing AP1 motifs (A) Left, study workflow diagram. Right, IF staining of iASPP in WT and KO primary mouse keratinocytes. Scale bar, 10 μm. (B) Left, in the volcano plot, genes are assigned a color depending on whether they are determined to be significant (adjusted p < 0.05) and in which condition they are significantly enriched. Right, heatmap showing scaled VST-normalized counts for the 50 genes most significantly enriched in iASPP KO. In orange: five genes from the GO-BP keratinocyte differentiation pathway. (C) MA plot showing the average signal (A values) and log_2_-transformed fold changes (M values) for each p63 peak. Using MAnorm-derived p with a significance threshold of 5 × 10^−3^, we defined each peak as not enriched (gray) or significantly enriched in iASPP KO (orange) or WT (blue). (D) Dot plot showing the correlation between TF motif scores (FIMO) and enhanced p63 binding in iASPP KO. Among all 579 JASPAR 2018 CORE vertebrate motifs, AP1 (MA0490.1/JUNB) and E2F1 motifs have the highest and lowest association scores, respectively. p53 and NF-κB show intermediate ranking.

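All 50 genes of the heatmap had significantly higher expression in iASPP KO in the fit used here, with a highest adjusted p of 0.00864 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes ran from 0.67 to 1.98 with a median of 1.15, and each gene rose in all 3 batches. These genes were selected by the authors from the same libraries, so their passing again shows no stability of its own. Between 47 and 50 of them passed when a batch was left out. Without the batch term none passed, and 30 had an unadjusted p under 0.05. *Hmox1* (chromosome 8, 75093621 to 75100589) had 940 ± 597 CPM in iASPP KO and 348 ± 213 in iASPP WT (SD, n = 3 each), a log2 fold change of 1.44 (standard error 0.11, adjusted p = 0.0011 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ferritin genes *Fth1* and *Ftl1* had log2 fold changes of 1.64 and 0.99. Reads of *Ftl1* are hard to place, since 81.7% of its read-length windows also occur in 16 other genes, against 3.51% for *Fth1*. The heatmap also holds noncoding RNAs. The snoRNA genes *Gm26397* (chromosome 8, 126944847 to 126944980) and *Gm23442* (chromosome 17, 35162563 to 35162696) had log2 fold changes of 1.33 and 1.25, and 22.6% of the windows of *Gm23442* occur elsewhere. *Bc1*, with 35.4% of its windows in other genes, had a log2 fold change of 1.39.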

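Gene set enrichment ranks all tested genes by their log2 fold change and asks whether the genes of a list gather at one end. The normalized enrichment score is positive toward iASPP KO and negative toward iASPP WT. The Hallmark and GO-BP collections were not used here. In their place 6 lists were written down in advance and tested with fgsea, with Benjamini-Hochberg adjustment over the 6. A cornification list of 78 tested genes scored 1.79 (adjusted p = 3.2e-04, fgsea with Benjamini-Hochberg adjustment), with a median log2 fold change of 0.52. Of these genes, 20 had significantly higher expression in iASPP KO and 4 in iASPP WT, or 33 and 7 with adjustment over the list alone. A list of TNF and NF-κB response genes (46 tested) scored 1.91 (adjusted p = 3.0e-04 by fgsea with the same adjustment) and held 9 significantly higher genes, or 11 over the list alone. A sterol synthesis list (25 tested) scored 1.75 (adjusted p = 0.0064 by fgsea), with 6 significantly higher genes, or 15 over the list alone. The DNA replication and E2F target list (65 tested) scored −2.79 (adjusted p = 4.2e-18 by fgsea), and 27 of its genes had significantly higher expression in iASPP WT, or 53 over the list alone. The mitosis list (63 tested) scored −3.13 (adjusted p = 6.7e-32 by fgsea), and 62 of its genes had a negative log2 fold change. A list of p53 targets (47 tested) did not pass, at a score of 1.35 (adjusted p = 0.081 by fgsea), with 8 genes significantly higher in iASPP KO and 1 in iASPP WT, or 10 and 1 over the list alone.

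**Figure D2:**
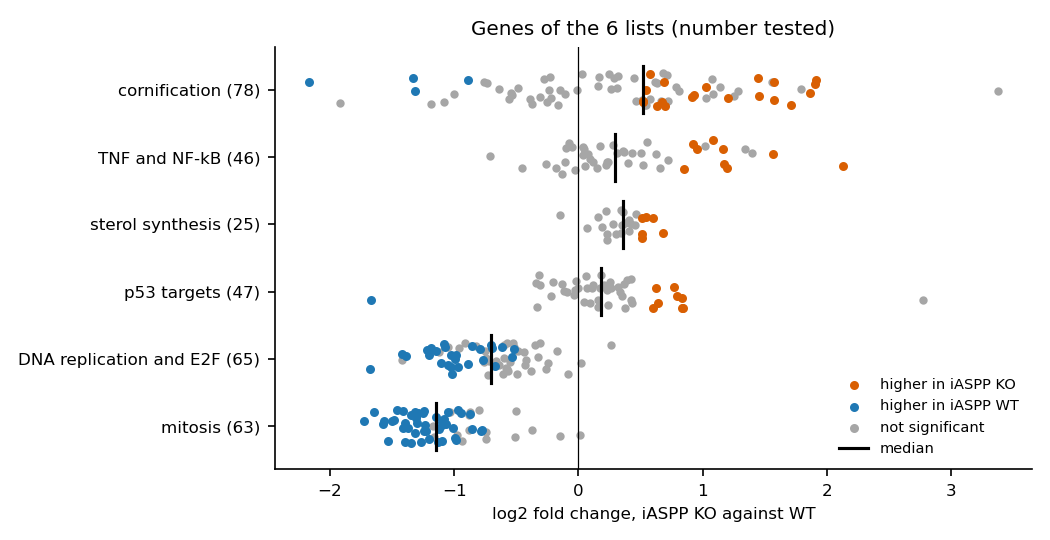
Log2 fold change of each tested gene (points, horizontal axis) in the 6 lists (vertical axis), with the number tested in parentheses. Orange points are genes significantly higher in iASPP KO, blue points genes significantly higher in iASPP WT, grey points the rest, and black bars the medians. The medians run from −1.15 for mitosis to 0.52 for cornification.

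Without the batch term the scores were 2.06 for cornification, 2.00 for TNF and NF-κB, 1.87 for sterol synthesis, −2.86 for DNA replication and E2F and −3.18 for mitosis, and the p53 list passed (adjusted p = 0.037 by fgsea). Cultures of different batches correlated at −0.427 to 0.179 in their deviations from the condition means, below every same-batch pair. Ranking genes by the signed square root of F moved the cornification score most, to 2.36, and leaving out batch 1 took away its call, at 1.33 (adjusted p = 0.085 by fgsea). The p from fgsea is computed over genes, not cultures. When the libraries of a single batch were exchanged between the conditions, 2 or 3 of the 6 lists passed, against 5 for the real split, though such a split keeps the real direction in the other batches.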

Gene set enrichment analysis (GSEA) using the gene ontology-biological process (GO-BP) and Hallmark collections showed that gene sets enriched in iASPP-KO cells were strongly associated with keratinization, inflammation, and metabolism, whereas gene sets related to cell division and E2F targets were among the top pathways enriched in iASPP-WT cells (Figure S2A). Given the potential link with E2F signaling, we also conducted GSEA using the C3 Legacy TFT database, which lists genes with highly conserved TF motifs in promoter regions (Figure S2B). Genes with E2F motifs in promoter regions were strongly enriched among iASPP-WT cells. Genes with AP1/bZip motifs, including a TRE (TPA responsive element)-like site (TGANTCA) and a CRE (cAMP response element)-like site (TCANNTGAY), were the only motifs significantly enriched among upregulated genes in iASPP KO. Genes with promoter motifs related to NF-κB, a transcription factor shown to be inhibited by iASPP (Yang et al., 1999), did not show significant upregulation following iASPP KO in this analysis.

The GO-BP keratinization gene set, and its parent ontology keratinocyte differentiation, contain many genes expressed in the upper epidermal layers. Many of these keratinocyte differentiation genes had significantly higher expression in iASPP-KO cells, including upper epidermal genes, such as *Sppr2d*, *Sprr2e*, and *S100a7a*, which were among the top 50 upregulated genes in iASPP-KO cells (Figures 2B, S2C, and S2D). These findings emphasize iASPP’s key role in negatively regulating the transcription of keratinization-related genes, consistent with previous studies showing that iASPP deficiency facilitates cell-cycle arrest and cellular senescence *in vitro* and enhances squamous differentiation *in vivo* (Chikh et al., 2011; Notari et al., 2011).

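*Sprr2d* (chromosome 3, 92339140 to 92340873, GRCm38) had 38.2 ± 19.0 CPM in iASPP KO and 12.5 ± 4.83 in iASPP WT (SD, n = 3 each), a log2 fold change of 1.58 (standard error 0.18, adjusted p = 0.0019 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sprr2e* (chromosome 3, 92352143 to 92353449) had 16.6 ± 11.6 and 4.52 ± 3.11 CPM (SD, n = 3 each), a log2 fold change of 1.91 (standard error 0.24, adjusted p = 0.0029 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *S100a7a* (chromosome 3, 90654017 to 90658669) had 55.1 ± 50.1 and 12.4 ± 9.81 CPM (SD, n = 3 each), a log2 fold change of 1.95 (standard error 0.20, adjusted p = 0.0012 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cultures of one condition differed in level by batch, which widens these SDs. Within single batches the log2 fold change ran from 1.27 to 1.93 for *Sprr2d*, from 1.63 to 2.08 for *Sprr2e* and from 1.24 to 2.26 for *S100a7a*. Leaving out a batch kept each gene past the threshold, with a highest adjusted p of 0.0296 by the same edgeR test, for *Sprr2e*. The *Sprr2* genes are close paralogs. Of the read-length windows of *Sprr2d*, 5.47% also occur in other genes, and 14.0% of those of *Sprr2e* do. For *S100a7a* the share was 7.51%. Other genes of the cornification list went the opposite way, among them *Krt10*, with a log2 fold change of −1.31 (standard error 0.29, adjusted p = 0.0330 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).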

As the TF p63 is the master regulator of epidermal proliferation, differentiation, and homeostasis, and iASPP binds the DNA binding region of p63, we examined how iASPP may influence p63 genome binding and target regulation by performing p63 ChIP-seq in iASPP-WT and iASPP-KO keratinocytes (Figure 2A). We identified 20,922 p63-bound loci across both samples, most of which (17,160) were not affected by the presence or absence of iASPP (Figure 2C). However, using MAnorm differential binding analysis with a significance threshold of 5 × 10^−3^, we identified 1,877 and 1,885 loci with significantly enriched p63 binding in iASPP-WT and iASPP-KO cells, respectively (Figure 2C).

The p63 motifs found in iASPP-WT- and iASPP-KO-enriched peaks were highly similar (Figure S2E), suggesting that iASPP did not directly alter p63 sequence selectivity. We therefore tested whether iASPP affects p63 target selectivity by modulating interactions with other TFs. We extracted the DNA sequence from each p63-bound peak region and scored them for the presence of all 579 TF motifs in the JASPAR CORE 2018 database, based on the maximum similarity of each sequence to the canonical motifs in this database. Examining the association between TF motif scores and the changes in p63 binding signal for these same peak regions in iASPP KO cells showed that motif scores from the AP1 family had the greatest correlation with increased p63 binding in iASPP KO (Figure 2D). Motif scores from p53 family members and NF-κB were not strongly correlated with changes in p63 binding (Figure 2D). This suggested that p63-bound sequences containing AP1 motifs were most likely to show increased p63 binding following iASPP depletion.

We assessed whether the link between AP1 and p63 binding enrichment in iASPP KO keratinocytes was dependent on p63 motif strength (Figure S2F). Among peaks containing a weak underlying p63 motif (i.e., bottom quintile of p63 motif scores), iASPP-KO-enriched peaks were more likely than iASPP-WT-enriched peaks to have a significant AP1 (JUNB) motif (49% versus 12%). A similar trend was noted for peaks with p63 motifs scoring in the top quintile, but with substantially less difference between groups (31% of iASPP-KO peaks versus 17% of iASPP-WT peaks) (Figure S2F). Thus, AP1 may be important to help mediate p63 binding to target sequences containing weaker p63 motifs, and this mode of binding at weak p63 sites containing AP1 motifs is particularly sensitive to the presence or absence of iASPP.

### iASPP depletion affects expression of epidermal differentiation genes

To integrate the ChIP-seq and transcriptomic findings, we assigned each p63 peak to the nearest gene and examined the subset of peaks annotated to genes expressed in our mouse keratinocyte RNA-seq data. A small proportion of p63-bound peaks (12.4%) were located within 2 kb of a transcription start site (TSS), whereas 40.7% were in regions 2–20 kb from a TSS, and 46.9% were associated with distal elements located over 20 kb from the TSS (Figure 3A). Genes bound by p63 peaks were significantly more likely to be upregulated in iASPP KO cells than the reference set of all expressed genes (odds ratio [OR] = 1.3, p = 2.67 × 10^−6^), suggesting that p63 targets were more likely to be upregulated by iASPP depletion (Figure S3A). Of these p63-bound genes, those associated with peaks showing significantly increased p63 binding (MA_norm_ p < 5 × 10^−3^) after iASPP deletion had a particularly high likelihood of upregulation (OR = 1.82, p = 2.01 × 10^−9^) (Figure S3A). Genes with p63 peaks without differential p63 binding had a weaker, but still significant link with upregulation after iASPP depletion (OR = 1.32, p = 8.11 × 10^−7^), whereas genes with p63 peaks that increased in iASPP-WT cells were not significantly linked with transcriptional upregulation (OR = 1.17, p = 0.252) (Figure S3A).

**Figure 3:**
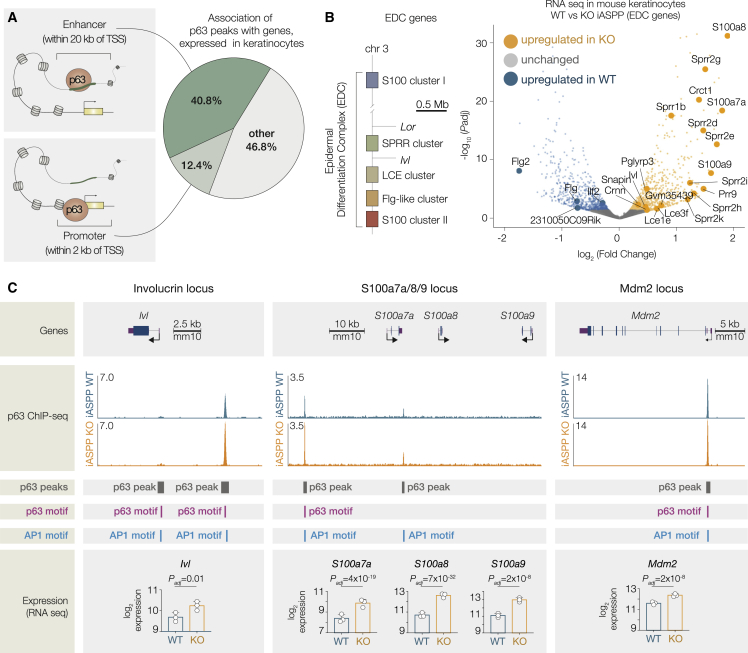
iASPP depletion affects expression of epidermal differentiation genes (A) Peaks annotated to expressed genes were categorized in regions according to their distance from TSS: promoter region (within 2 kb either side of TSS), enhancer region (outside of promoter but within 20 kb upstream or downstream), or other. Pie chart shows the percentage of peaks in each region. (B) Left, diagram of the mouse EDC. Right, volcano plot with significantly differentially expressed EDC genes after iASPP KO labeled. (C) p63 binding (by ChIP-seq) and TF motifs (FIMO) at example peak regions as indicated. ChIP-seq signal values are presented as signal per million reads. VST-transformed RNA-seq expression values for the highlighted genes are shown below the genome schematic. Adjusted p values for expression were calculated by DESeq2 (see STAR Methods for calculation).

Genes with p63 peaks within 20 kb of the TSS that contained an AP1 motif in the peak region were significantly more likely to be upregulated after iASPP KO (OR = 1.73, p = 4.32 × 10^−10^) (Figure S3B). In addition, genes with p63 peaks within 20 kb of the TSS containing an AP1 motif but no detectable p63 motif were strongly associated with increased gene expression (OR = 2.13, p = 3.03 × 10^−5^) (Figure S3C). In these regions, p63 may bind to a non-canonical p63 motif that did not meet the significance thresholds used in this study, or p63 binding may be indirect, presumably through interaction with other TFs, such as AP1. Therefore, similarly to the ChIP-seq analysis, the presence of iASPP showed the greatest transcriptional impact on gene targets bound by p63 at sites that contained AP1 motifs but not strong p63 motifs.

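The EDC was taken here as the stretch of chromosome 3 from *Ilf2* to *S100a10* (90476126 to 93564643, GRCm38), which holds 125 annotated genes, 78 of them protein-coding. Of these, 70 had enough counts to be tested, and their median log2 fold change was 0.42. In iASPP KO, 14 had significantly higher expression, namely *S100a7a*, *S100a8*, *S100a9*, *Pglyrp3*, *Prr9*, *Sprr1b*, *Crct1*, *Tchhl1* and 6 genes of the *Sprr2* family. In iASPP WT, 2 were significantly higher, *Flg2* and *Flg*. With adjustment over the EDC alone the numbers were 23 and 4. *Prr9* (92122204 to 92123947) had 199 ± 120 CPM in iASPP KO and 61.8 ± 46.8 in iASPP WT (SD, n = 3 each), a log2 fold change of 1.95 (standard error 0.21, adjusted p = 0.0016 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Crct1* (93014205 to 93015687) had a log2 fold change of 1.46 (standard error 0.15, adjusted p = 0.0012 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Flg2* (93197278 to 93221391) went from 14.3 ± 1.43 to 3.54 ± 2.26 CPM (SD, n = 3 each), a log2 fold change of −2.16 (standard error 0.33, adjusted p = 0.0071 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Flg* (93273523 to 93293686) had a log2 fold change of −0.89, with −0.58, −0.48 and −1.67 in the single batches.

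**Figure D3:**
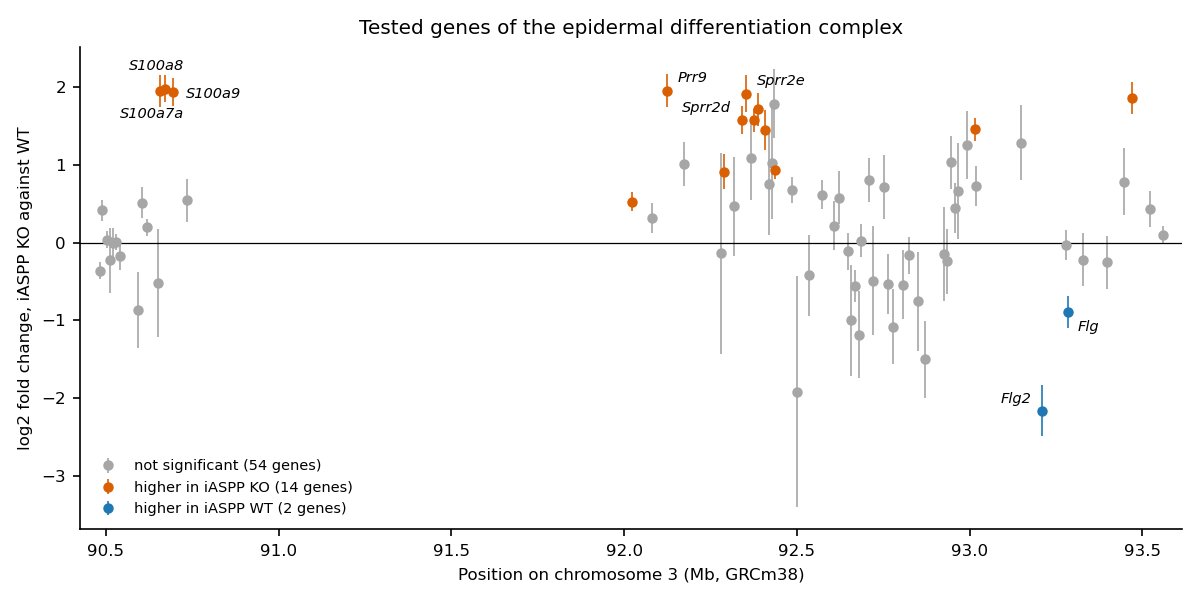
Log2 fold change (vertical axis, points, with bars of 1 standard error) of the 70 tested EDC genes by position on chromosome 3 (horizontal axis, Mb). Orange points are the 14 genes significantly higher in iASPP KO, blue points the 2 significantly higher in iASPP WT and grey points the rest. The orange points lie in the *S100a7a* to *S100a9* cluster, around the *Sprr2* genes and at single genes elsewhere.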

Notably, several genes in the epidermal differentiation complex (EDC), a gene-rich locus on chromosome 3 containing a number of genes controlling epidermal development, were strongly upregulated in iASPP-KO keratinocytes (Figure 3B). Genes within the EDC were much more likely to be upregulated upon iASPP depletion compared with all genes (OR = 4.42, p = 2.42 × 10^−12^) (Figure S3D), and we found similar results for the subset of EDC genes bound by p63 within 20 kb of the TSS (OR = 4.12, p = 5.51 × 10^−4^; Figure S3D), suggesting that iASPP may interfere in particular with p63 transactivational activity in the EDC. 

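Of the 70 tested EDC genes 20% were upregulated, against 2.17% of all 14916 tested genes, a ratio of 9.24 (p = 5.6e-22, Pearson's chi-squared test as in the paper's legend). The odds ratio against genes outside the EDC was 11.8 (p = 2.4e-10, Fisher's exact test). The chi-squared p is approximate, and so few upregulated genes are expected in the EDC that the exact p is the safer one. Both p-values treat genes as independent, while neighbouring genes share regulation, and the number of cultures does not enter them. Adding a minimum absolute log2 fold change of 1 moved the ratio most, to 18.8 with 11 EDC genes. DESeq2 in place of edgeR gave the lowest ratio of the alternatives set in advance that have a batch term, 6.98, with 18 of 66 EDC genes, and DESeq2 with a local dispersion trend, added after the values were seen, gave 4.52 with 21 of 68. Leaving out a batch gave 7.02 to 17.0. Without the batch term no EDC gene passed and the ratio is not defined, while 8 had an unadjusted p under 0.05. Of the 23 EDC genes labelled in Fig. 3B, 12 had significantly higher expression in iASPP KO and 2 in iASPP WT in the fit used here. With adjustment over the 23 alone the numbers were 19 and 4, and all 23 changed in the same direction in the 3 batches. These genes are the authors' own calls on these libraries, so neither result shows stability. The EDC genes bound by p63 were not analysed here. From the larger share of upregulated genes in the EDC, and the like result for those bound by p63, the paper proposes that iASPP may interfere with p63 transactivation in this locus.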

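*Ivl* (chromosome 3, 92570902 to 92573735, GRCm38, reverse strand), which encodes involucrin, had 49.9 ± 15.6 CPM in iASPP KO and 31.9 ± 7.22 in iASPP WT (SD, n = 3 each). Its log2 fold change was 0.62 (standard error 0.18, adjusted p = 0.100 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.09 in batch 1, 0.63 in batch 2 and 0.12 in batch 3. The call depended on the fit, since *Ivl* passed with DESeq2 (adjusted p = 0.048, Benjamini-Hochberg), without a filter on low counts (adjusted p = 0.0050 by edgeR) and without batch 3 (adjusted p = 3.6e-06 by edgeR). Over the alternatives set in advance the adjusted p ran from 3.6e-06 to 0.973. *S100a8* (90668978 to 90670035) had 290 ± 125 CPM in iASPP KO and 83.4 ± 64.6 in iASPP WT (SD, n = 3 each), a log2 fold change of 1.98 (standard error 0.17, adjusted p = 0.0011 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *S100a9* (90692632 to 90695721) had 376 ± 167 and 112 ± 90.3 CPM (SD, n = 3 each), a log2 fold change of 1.93 (standard error 0.18, adjusted p = 0.0011 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *S100a7a* lies beside them in the same cluster and also passed, with a log2 fold change of 1.73 to 2.18 when a batch was left out. The p63 binding data were not analysed here.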

For two exemplar EDC regions bound by p63 (enhancers of genes encoding involucrin [*Ivl*] and the S100-family members *S100a7a/S100a8/S100a9*), iASPP deletion resulted in both significantly increased p63 binding and significantly increased gene expression (Figure 3C). For both targets, AP1 motifs are present in the p63 binding region. By contrast, for *Mdm2*, a target of p53 family members that is not involved in keratinocyte differentiation, no impact on p63 genome occupancy at the *Mdm2* promoter peak was observed, despite upregulation of RNA expression of this gene. 

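*Mdm2* (chromosome 10, 117688875 to 117710758, GRCm38, reverse strand) had 237 ± 75.2 CPM in iASPP KO and 145 ± 71.8 in iASPP WT (SD, n = 3 each). Its log2 fold change was 0.79 (standard error 0.13, adjusted p = 0.0118 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise was 0.74, 0.51 and 1.13 in the single batches, and the gene passed when any batch was left out (highest adjusted p 0.0221 by the same edgeR test). Without the batch term the log2 fold change was 0.71 and did not pass (adjusted p = 0.973 by the same edgeR test). *Cdkn1a*, another p53 target, had a log2 fold change of 0.64 (standard error 0.11, adjusted p = 0.0138 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). p63 occupancy at the *Mdm2* promoter was not analysed here.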

To assess whether the AP1 pathway is also activated in the DMBA/TPA model used in our study, we tested expression of AP1 members JunB, cJun, and JunD in papilloma samples by immunohistochemistry (IHC) and confirmed strong nuclear staining of all three proteins (Figure S3E). Together, iASPP depletion generally results in enrichment of p63 genome occupancy at binding sites containing AP1 motifs, leading to increased expression of target genes around these loci. In keratinocytes, this modulation of p63 genome binding by iASPP particularly impacts the EDC, which likely contributes to the previously reported role of iASPP in modulating squamous differentiation.

### iASPP-deficient keratinocytes induce pro-inflammatory gene expression *in vitro* and attract macrophages *in vivo*

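Within batches 1, 2 and 3 the log2 fold change of *S100a8* was 2.24, 1.43 and 2.27, and that of *S100a9* was 2.46, 1.37 and 1.98. When a batch was left out, the values ran from 1.83 to 2.26 for *S100a8* and from 1.68 to 2.22 for *S100a9*. Genes on the list of TNF and NF-κB responses had log2 fold changes from −0.72 to 2.13, and 36 of the 46 tested were positive. Those with significantly higher expression in iASPP KO were *Ccl20*, *Tnfaip2*, *Cxcl1*, *Cxcl5*, *Ccl2*, *Ier3*, *Il1a*, *Irf1* and *Nfkbia*. *Tnfaip2* had a log2 fold change of 1.56 (standard error 0.17, adjusted p = 0.0014 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Nfkbia*, which encodes an inhibitor of NF-κB, one of 0.85 (standard error 0.12, adjusted p = 0.0043 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Macrophages also express *S100a8* and *S100a9*. A list of macrophage marker genes with 6 tested members did not pass (score 1.41, adjusted p = 0.155 by fgsea with Benjamini-Hochberg adjustment), though it did without batch 1 (score 1.65, adjusted p = 0.021 by fgsea) and with camera (adjusted p = 0.013, Benjamini-Hochberg), and a single one of them, *Csf1r*, had significantly higher counts in iASPP KO.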

*S100a8* and *S100a9* are well-known pro-inflammatory genes (Wang et al., 2018), and inflammatory gene sets were among the most upregulated following iASPP depletion (Figure S2A). 

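*Cxcl1* (chromosome 5, 90891241 to 90893115, GRCm38) had 120 ± 94.8 CPM in iASPP KO and 53 ± 42.6 in iASPP WT (SD, n = 3 each). Its log2 fold change was 1.20 (standard error 0.12, adjusted p = 0.0011 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the single batches gave 1.13, 1.17 and 1.29. *Il1a* (chromosome 2, 129299610 to 129309972) had 117 ± 81.8 and 59.2 ± 40.2 CPM (SD, n = 3 each), a log2 fold change of 0.96 (standard error 0.12, adjusted p = 0.0028 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with 1.06, 0.99 and 0.81 in the batches. *Il1f6*, also called *Il36a* (chromosome 2, 24215418 to 24225702), had 26.1 ± 15.4 and 8.08 ± 5.71 CPM (SD, n = 3 each), a log2 fold change of 1.81 (standard error 0.21, adjusted p = 0.0019 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with 1.63, 1.60 and 2.25 in the batches. The large SD within a condition comes with a narrow spread of the within-batch changes. All of these genes passed whichever batch was left out, with a highest adjusted p of 0.0274 by the same edgeR test, for *Il1a*.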

Several genes in inflammatory pathways were among the top 50 upregulated genes following iASPP depletion, including key inflammatory mediators, such as *S100a8*, *Cxcl1*, *Il1a*, and *Il1f6*/*Il36a* (Figure S4A). To validate a link between iASPP status and inflammation, we treated iASPP-WT and iASPP-KO keratinocytes with TNF-α, a potent pro-inflammatory cytokine, for 1 or 6 h. The levels of mRNA for *Il1a*, *Il36a*, *S100a8*, and *S100a9* were significantly higher in iASPP-KO cells compared with WT at 6 h after TNF-α stimulation, whereas there were no significant changes in expression levels of *Il36b*, *Il6*, *Il1b*, *Tnf*, and *Cxcl1*. In addition, the *S100a9* expression level was significantly increased in iASPP-KO cells, even in the absence of TNF-α treatment (Figure 4A). Greater expression of S100a9 protein in iASPP-KO cells was shown by immunoblotting (IB) of iASPP-WT and iASPP-KO keratinocytes (Figure 4B). IHC staining of adjacent sections from untreated iASPP-KO skin sections with anti-S100a8 and anti-S100a9 antibodies showed increased expression in certain skin regions. In contrast, S100a8 and S100a9 were hardly detectable in iASPP-WT mouse skin sections (Figure 4B). These data support the idea that iASPP impedes the expression of a subset of pro-inflammatory genes, including S100a8 and S100a9, in mouse keratinocytes *in vitro* and *in vivo*.

**Figure 4:**
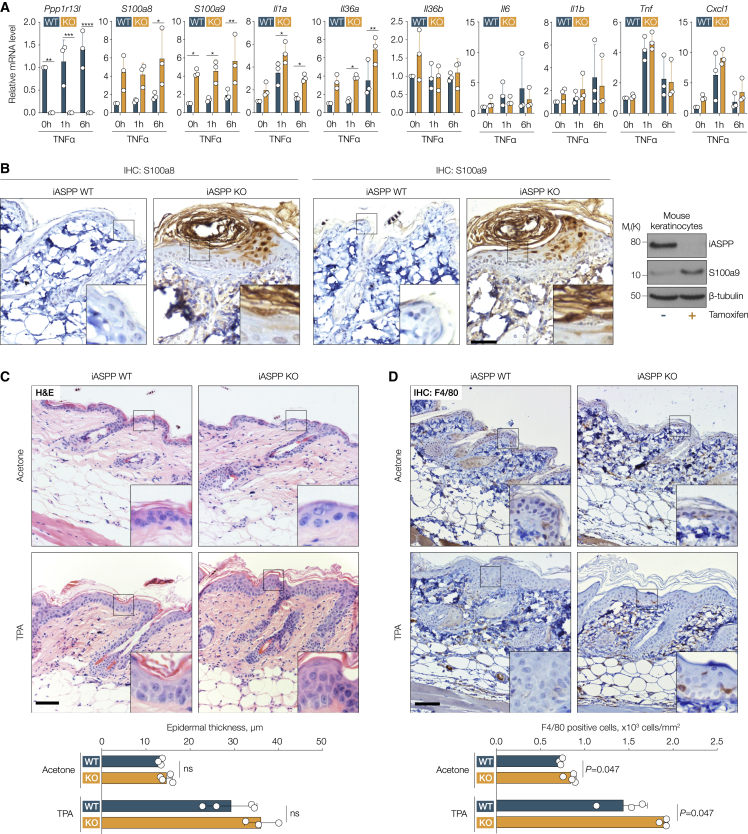
iASPP deficient keratinocytes induce pro-inflammatory gene expression *in vitro* and attract macrophages *in vivo* (A) qPCR analysis of mRNA expression levels of inflammatory genes (and iASPP gene *Ppp1r13l*) in iASPP WT and KO primary keratinocytes at 0, 1, and 6 h after treatment with TNF-α. Values are mean + SD. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001; n = 3 biological replicates. (B) Left, IHC staining of S100a8 and S100a9 in untreated skin sections from iASPP WT and KO mice (adjacent sections). Scale bar, 50 μm. Right, IB of iASPP and S100a9 expression levels in iASPP WT (−tamoxifen) and KO (+tamoxifen) primary keratinocytes. (C) H&E analysis of acetone- or TPA-treated skin sections from iASPP WT and KO mice. Scale bar, 50 μm. Histograms below show epidermal thickness in the same samples. Values are mean ± SD. n = 3 (WT) and n = 4 (KO) mice in acetone cohort; n = 4 (WT), n = 3 (KO) mice in TPA cohort. (D) IHC staining of F4/80-positive macrophages in acetone- or TPA-treated skin sections from iASPP WT and KO mice. Scale bar, 50 μm. Histograms below show quantification of the same samples. Values are mean + SD. Same cohort as in (C). See STAR Methods for p calculations for (A), (C), and (D).

S100a8 and S100a9 affect keratinocyte proliferation and influence the skin microenvironment *in vivo* when secreted by keratinocytes (Nukui et al., 2008). In our model, iASPP is only deleted in keratin-14-expressing keratinocytes, thus we can examine how iASPP may influence skin homeostasis and inflammatory responses in a cell-intrinsic or -extrinsic manner. iASPP-WT and iASPP-KO mice were treated with TPA or acetone (solvent control for TPA) (Figure S4B). Histological examination of H&E-stained mouse skin sections showed no significant difference in dermal cellularity and interfollicular epidermis (IFE) thickness between acetone-treated iASPP-WT and iASPP-KO skin (Figure 4C). In the TPA-treated cohort, epidermal hyperplasia was clearly visible, indicating cutaneous inflammation. A small increase in IFE thickness was observed in TPA-treated iASPP-KO skin versus TPA-treated iASPP-WT mouse skin. However, the difference was not statistically significant (iASPP-WT mean = 29.3 μm versus iASPP-KO mean = 36.0 μm, p = 0.145, Figure 4C). To measure the impact of iASPP depletion on skin cell proliferation *in vivo*, BrdU was injected into acetone- or TPA-treated iASPP-WT and iASPP-KO mice 1 h before termination. IF staining of BrdU on skin sections showed similar numbers of BrdU-positive cells per length of the keratin-14-postive IFE (number/mm) in acetone-treated iASPP-WT and iASPP-KO mice. An increase in BrdU incorporation within the IFE was detected upon TPA treatment. TPA-treated iASPP-deficient IFE showed a slightly higher, but not statistically significant, frequency of BrdU-positive cells per length of basal IFE than the WT (Figure S4C). Terminal deoxynucleotidyl transferase dUTP nick end labeling to detect apoptotic events on these skin sections (Figure S4C) showed no significant difference per length of IFE (number/mm) in WT versus iASPP-KO in acetone- or TPA-treated groups.

To investigate whether iASPP status in keratin-14-expressing keratinocytes influences the tissue microenvironment, mouse skin sections after TPA treatment were stained with a panel of immune cell markers. Short-term TPA treatment of iASPP-WT mice dorsal skin induced an infiltration of macrophages (F4/80) and neutrophils (MPO) (Figures 4D and S4D), and a smaller increase in the number of mast cells (toluidine blue) and blood vasculature (CD31) (Figures S4E and S4F). iASPP-KO mice showed increased infiltrating F4/80+ macrophages in both acetone- and TPA-treated groups (Figure 4D). iASPP status had no significant effect on neutrophil infiltration or distribution of blood vasculature. IF staining to examine the infiltration of adaptive immune cell populations showed that iASPP-deficient skin contained an increased number of CD45R+ B cells per skin area (number/mm^2^) relative to WT acetone-treated skin, and a smaller increase relative to WT in TPA-treated skin (Figure S4G). iASPP status did not seem to affect numbers of infiltrating CD3+ T or CD8+ T cells per skin area in acetone- or TPA-treated skin (Figures S4H and S4I). Together, this suggests that iASPP depletion leads to upregulation of a subset of pro-inflammatory genes, such as S100a8 and S100a9, *in vitro* and *in vivo*. iASPP status alone has minimal impact on skin homeostasis. However, in response to inflammatory stimuli, iASPP deficiency in keratinocytes significantly enhances infiltrating innate immune cells, especially macrophages. These data are consistent with TPA as a potent inducer of AP1 and *S100a8* and *S100a9* being transcriptional targets of AP1 (Zenz et al., 2007). Hence, iASPP may influence skin inflammatory responses via alteration of the microenvironment *in vivo*.

### Cross-regulation between iASPP and JNK/AP1

To investigate how iASPP influences p63 and AP1 transcriptional activity at their co-regulated targets, we used a p63-bound region from the enhancer of the involucrin gene (*Ivl*) containing both a p63 and an AP1 motif. We subcloned the 600 bp region around the p63 peak, located 5.8 kb upstream of the *Ivl* TSS, into a pGL3-promoter luciferase vector containing a minimal SV40 promoter, generating a reporter to measure enhancer activity at this region upstream of involucrin (IVL-luc). In a human keratinocyte cell line, HaCaT, iASPP depletion by RNAi enhanced IVL-luc luciferase activity; whereas, under the same conditions, knockdown of p63 resulted in repressed IVL-luc activity (Figure 5A). Further, using a well-known AP1 reporter containing three repeated AP1 binding motifs (3xAP1-luc) in HaCaT cells, we observed a 2.3-fold increase in 3xAP1-luc luciferase after iASPP knockdown compared with scrambled control on average, although this increase was not significant after correction for multiple testing (adjusted p = 0.055). Under the same conditions, si-p63 showed a less significant increase in 3xAP1-luc activity (Figure 5A).

**Figure 5:**
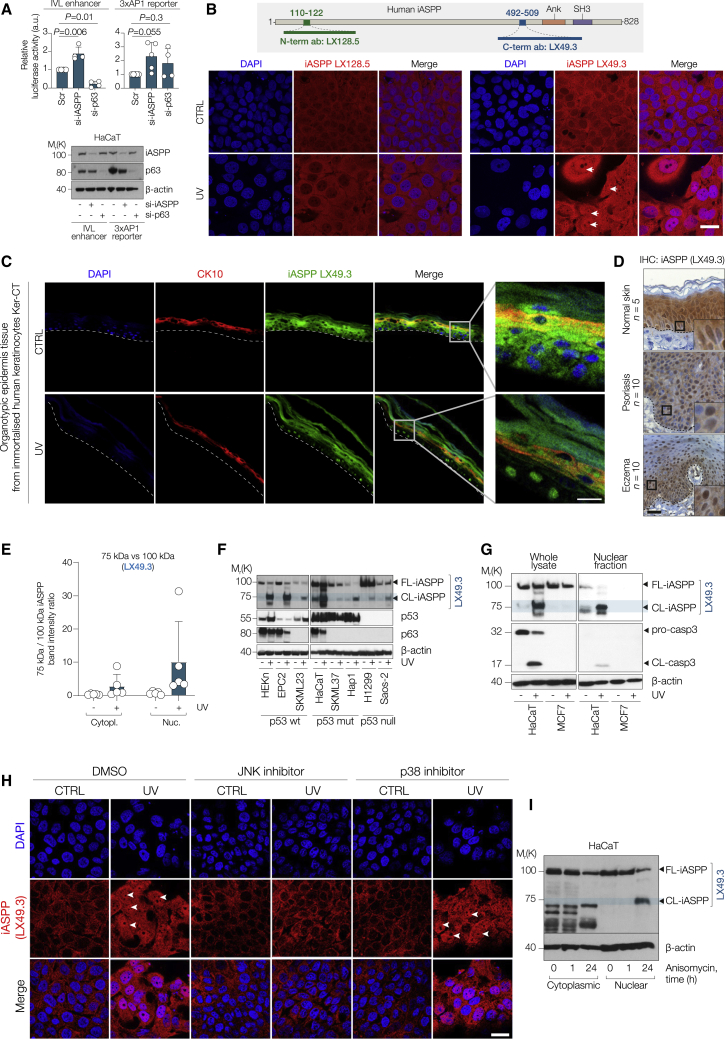
Cross-regulation between iASPP and JNK/AP1 (A) Upper, luciferase assay in HaCaT cells using involucrin enhancer reporter and 3xAP1 reporter after knockdown of iASPP or p63. Luciferase luminescence was normalized over renilla luminescence. Values are mean fold change over scramble + SD. For p calculation, see STAR Methods. Lower, IB of iASPP and p63 expression in the same samples. (B) Upper, diagram of iASPP structure and epitopes of anti-iASPP antibodies LX49.3 and LX128.5 as indicated. Lower, IF staining of iASPP in HaCaT cells ± 5 mJ/cm^2^ UV irradiation, stained with either LX49.3 or LX128.5 as indicated. Arrow indicates nuclear iASPP. Scale bar, 10 μm. (C) IF staining of iASPP (LX49.3) and cytokeratin 10 (CK10) in organotypic epidermis tissue from immortalized Ker-CT cells. Tissues were collected 24 h post 150 mJ/cm^2^ UV irradiation. Scale bar, 25 μm. (D) IHC analysis of iASPP expression in a sample of human skin from healthy donors or patients with psoriasis or eczema. Scale bar, 50 μm. (E) Barplot showing ratio of intensity of 75/100 kDa iASPP bands determined by IB using LX49.3 antibody in HaCaT cells upon UV irradiation and subjected to subcellular fractionation. Values are mean ratio + SD, n = 5 biological replicates. (F) IB of iASPP, p53, and p63 expression levels in p53 wild-type (HEKn, EPC2, SKML23), p53 mutant (HaCaT, SKML37, Hap1), or p53 null (H1299, Saos-2) cell lines upon UV irradiation. FL-iASPP and CL-iASPP refer to full-length and cleaved iASPP, respectively. (G) IB of iASPP and caspase-3 expression levels in whole lysates or nuclear fractions of HaCaT and MCF7 cells 24 h ± 5 mJ/cm^2^ UV irradiation. (H) IF staining of iASPP localization in HaCaT cells pre-treated with either JNK inhibitor or p38 inhibitor for 1 h and collected 24 h ± 5 mJ/cm^2^ UV irradiation as indicated. Arrow heads indicate nuclear iASPP. Scale bar, 10 μm. (I) IB of iASPP expression in cytoplasmic and nuclear fractions of HaCaT cells treated with JNK activator anisomycin for 1 or 24 h.

In both mouse and human keratinocytes, iASPP is mainly detected in the cytoplasm. Our previous studies showed that N-terminal truncated iASPP enters the nucleus via the RaDAR nuclear import pathway (Lu et al., 2014; Slee et al., 2004) and that nuclear iASPP is associated with metastasis (Lu et al., 2013). We thus tested whether AP1 signaling pathways influence iASPP’s cellular localization and function. UV is one of the most important natural inducers of N-terminal Jun kinase (JNK) and AP1 signaling and a potent skin carcinogen. We treated HaCaT cells with increasing doses of UV and examined iASPP expression by IF staining at various time points (Figures S5A and S5B). Nuclear iASPP was detected by LX49.3 anti-iASPP antibody, which recognizes amino acids 492–509 near the iASPP C terminus. A dose-response and kinetics study showed that nuclear iASPP is present in most cells 24 h post UV exposure at 5 mJ/cm^2^ or above (Figures S5A and S5B). Interestingly, an anti-iASPP antibody, LX128.5, which recognizes a dephosphorylated region within the 110–122 aa epitope at the N terminus of iASPP (Lu et al., 2013), mainly detected cytoplasmic iASPP 24 h after 5 mJ/cm^2^ UV exposure (Figure 5B). Similar results were found in primary human keratinocytes (HEKn) and two p53 null human cancer cell lines, H1299 (non-small cell lung carcinoma) and Saos-2 (osteosarcoma) (Figure S5C). UV also induced nuclear localization of iASPP in basal layer cells of organotypic epidermal tissue derived from immortalized keratinocytes (Ker-CT) (Figure 5C) and HaCaT cells (Figure S5D). We also analyzed iASPP localization in human keratinocytes affected by inflammation using skin sections from healthy donors, or psoriasis or eczema patients. While high levels of iASPP expression were detected in both the cytoplasm and nucleus of keratinocytes in all normal skin sections, keratinocytes in psoriasis and eczema samples mainly expressed nuclear iASPP. This expression pattern was common to all affected skin biopsies examined (Figures 5D and S7).

To understand how UV induces nuclear iASPP, we subfractionated HaCaT cells with or without the indicated treatments and immunoblotted them with LX128.5 and LX49.3 antibodies (Figure S5E). UV only had a small impact on the level of full-length iASPP (∼100 kDa, detected by both LX128.5 and LX49.3 antibodies). UV mostly induced the accumulation of a shorter 75 kDa fragment, detected by LX49.3 but not LX128.5. In all nuclear fractions tested, the iASPP 75 kDa/100 kDa ratio is >1, often >5, after UV irradiation (Figure 5E). In contrast, in cytoplasmic fractions, the 75/100 kDa ratio is close to 1 or less. IB of lysates of HaCaT cells depleted of iASPP by RNAi confirmed the specificity of both antibodies (Figure S5E). UV can induce 75 kDa nuclear iASPP in a panel of eight cell lines, irrespective of their p63 expression level and p53 mutation status (Figure 5F) indicating that UV induces 75 kDa nuclear iASPP independent of p63 and p53.

iASPP is a known substrate of effector caspases, such as caspase-3, with a molecular weight of around 75 kDa for cleaved iASPP product (Hu et al., 2015). In addition, UV activates caspase-3 activity (Park and Jang, 2014). HaCaT cells were thus treated with ZVAD, a pan-caspase inhibitor, or VX-765, a selective inhibitor of caspase-1/4, in the presence or absence of UV. ZVAD but not VX-765 was able to prevent UV from inducing 75 kDa iASPP. Detection of 75 kDa iASPP is associated with the intensity of cleaved activated caspase-3, and is amplified in the presence of proteosome inhibitor MG132 (Figure S5F). Unlike HaCaT and other cell lines examined above, UV did not lead to the accumulation of 75 kDa iASPP in cytoplasmic or nuclear fractions in MCF7 cells, a caspase-3-deficient human breast cancer cell line (Figure 5G). Expression of myc-tagged WT caspase-3 but not the catalytically dead caspase-3 (C163A) mutant in MCF7 cells produced detectable amounts of 75 kDa iASPP (Figure S5G). These data demonstrate that UV induces a caspase cleaved 75 kDa product, which we call CL-iASPP.

To test the potential involvement of JNK activity in UV-induced nuclear accumulation of cleaved CL-iASPP, HaCaT cells were pre-treated with DMSO, a JNK inhibitor (JNK inhibitor VIII), or p38 kinase inhibitor (SB-202190) before UV exposure. Treatment with the JNK inhibitor but not p38 inhibitor prevented UV-induced nuclear iASPP (Figure 5H). IB confirmed that pre-treatment with the JNK but not p38 inhibitor significantly impaired UV induction of 75 kDa CL-iASPP (Figure S5H). A JNK activator, anisomycin, induced the accumulation of 75 kDa CL-iASPP (Figure 5I). JNK-induced iASPP cleavage is not human specific as similar results were also obtained in a mouse keratinocyte cell line XB2 (Figure S5I). These results suggest a regulation loop between iASPP and the JNK/AP1 pathway.

### iASPP SH3 domain interacts with JunD N-terminal PxxP motif to inhibit AP1 transcriptional activity

iASPP may inhibit the transcriptional activity of AP1 directly by binding to AP1 components or indirectly via iASPP’s ability to bind and inhibit the transcriptional activity of p63, since a p63-JunB complex has been reported previously (Sundqvist et al., 2020). Full-length p63 (TAp63α), expressed in skin at low levels, is inactive due to its dimeric structure and closed conformation (Deutsch et al., 2011), whereas the most expressed p63 isoform is an active N-truncated ΔNp63α, featuring an alternative transactivation domain to TAp63α. We previously showed that D294 is the caspase-3 cleavage site that generates a 75 kDa iASPP fragment (Hu et al., 2015). We tested the ability of overexpressed full-length iASPP or iASPP fragments containing amino acids 1–294 or 295–828 to inhibit AP1 activity in H1299 cells using a 3xAP1 luciferase reporter. H1299 is null for p53 and the p63 expression level is low (Sethi et al., 2015) or undetectable (Figure 5F), but it has WT endogenous iASPP (note: it is not possible to generate iASPP null cell lines). Expression of full-length or fragments of iASPP, p53, or TAp63α had minimal impact on 3xAP1 luciferase reporter activity, while expression of ΔNp63a-induced 3xAP1 luciferase activity. Co-expression of full-length or truncated iASPP reduced ΔNp63α-induced 3xAP1 activity (Figures 6A and S6A). These observations suggest that iASPP may directly inhibit AP1 activity.

**Figure 6:**
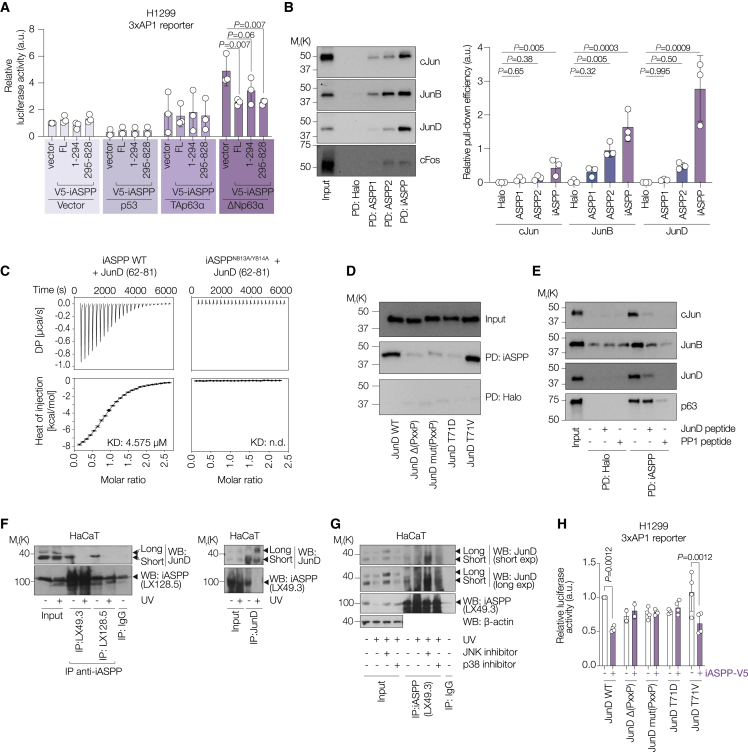
iASPP SH3 domain interacts with JunD N-terminal PxxP motif to inhibit AP1 transcriptional activity (A) Luciferase activity assay in H1299 cells using 3xAP1 reporter after overexpression of FL-tagged (1–295) or V5-tagged (295–828) iASPP combined with p53, HA-tagged TAp63α, or HA-tagged ΔNp63α. Luciferase activity was normalized over renilla activity. Values are mean fold change over empty vector ± SD. (B) Left, IB of pull down assay using immobilized Halo-tagged ASPP CTDs to pull down *in vitro* translated (IVT) Myc-tagged AP1 proteins. PD, pull down. Right, barplot showing the mean PD efficiency relative to input determined by densitometric quantification of the IB from left panel. Values are mean ± SD. n = 3 biological replicates. (C) Isothermal titration calorimetry (ITC) results of JunD peptide binding to WT iASPP CTD (left) or iASPP CTD N813A/Y814A mutant (right). Top diagrams show raw titration profiles and bottom diagrams show integrated heat. Best fit of single-site binding model is shown as a solid black line with the resulting equilibrium binding constant (KD). Fit parameters are found in Table S2. (D) IB of pull down assay using Halo-tagged iASPP CTD to pull down IVT Myc-tagged JunD WT and mutants. (E) IB of pull down assay using Halo-tagged iASPP CTD to pull down IVT Myc-tagged cJun, JunB, JunD, or p63 ± of either JunD peptide or PP1 peptide. (F) Left, co-IP using anti-iASPP antibodies in lysates of control or UV-irradiated HaCaT cells. IB for JunD. Right, co-IP using anti-JunD antibody in lysates of control or UV-irradiated HaCaT cells. IB for iASPP (LX49.3). Short and Long refer to short and long forms of JunD, respectively. (G) Co-IP using LX49.3 in lysates of control or UV-irradiated HaCaT cells treated with DMSO, JNK inhibitor, or p38 inhibitor. IB for JunD. Short and Long refer to short and long forms of JunD respectively. (H) Luciferase activity of WT JunD and indicated JunD mutants ± iASPP in H1299 cells using 3xAP1 reporter as a readout. Luciferase activity was normalized over renilla activity. Values are mean fold change over empty vector ± SD. n = 4 biological replicates. For p calculation for (A), (B), and (H), see STAR Methods.

Several AP1 components, such as JunD, contain a PxxP motif at their N terminus and iASPP contains a classic SH3 domain in its C-terminal domain (CTD) that interacts with PxxP motifs. We incubated recombinant iASPP CTD fused to Halo-Tag with *in vitro* translated JunD, JunB, c-Jun, and c-Fos (Figure 6B). All three Jun family members but not c-Fos were pulled down with iASPP CTD. Based on the amount of input, the proportion of JunD in complex with iASPP was higher compared with JunB and c-Jun. Under the same conditions, ASPP1 and ASPP2 CTD were less effective at binding to Jun family members (Figure 6B).

The JunD N terminus contains a classic PxxP motif, whereas JunB and c-Jun N-terminal regions do not. Unlike iASPP, ASPP1 and ASPP2 contain an atypical SH3 domain (Bergamaschi et al., 2006), suggesting that iASPP may form a complex with JunD via classic SH3/PxxP motif binding. To test this, we purified the isolated CTDs of ASPP1, ASPP2, and iASPP, including their SH3 domains, and synthesized a peptide with the PxxP motif of JunD (62–81 aa). A direct interaction between iASPP and JunD was confirmed by isothermal titration calorimetry (Figure 6C), whereas ASPP1 or ASPP2 CTDs failed to bind JunD (Figure S6B). Y814 in the iASPP SH3 domain is a highly conserved classic SH3 domain residue known to contact proline in PxxP motifs, and is absent in ASPP1 and ASPP2 (Bergamaschi et al., 2006). Mutation of Y814 and its adjacent residue N813 prevented iASPP-JunD binding (Figure 6C), confirming the importance of the SH3 domain. To investigate the specificity of the interaction for the JunD PxxP motif, we generated a series of full-length JunD mutants: deleted PxxP motif (69–74 aa; Δ-xxP); mutated PxxP (P69A, P72A, R74A; mutPxxP); phosphomimic T71D; and a non-phosphorylatable T71V mutation, as T71 is within the PxxP motif and is predicted to be a potential JNK site (Figure 6D). The PxxP and phosphomimic JunD mutants failed to bind iASPP, whereas JunD T71V bound as effectively as the WT, supporting a direct SH3-PxxP binding between iASPP and non-phosphorylated JunD. We also tested whether the iASPP-JunD interaction can be competed with either a JunD peptide or a well-characterized PxxP-containing high-affinity binding peptide derived from the phosphatase PP1, able to bind iASPP SH3 domain (Bertran et al., 2019). The PP1 peptide effectively inhibited interactions between iASPP and p63, JunD, JunB, or c-Jun (Figure 6E). The JunD peptide significantly reduced iASPP binding to JunD, JunB, and c-Jun but not to p63 (Figure 6E), suggesting that iASPP may have a higher binding affinity for p63 than Jun family members, or have a second interaction site with p63.

The iASPP/JunD complex was detected in untreated HaCaT cells using two different anti-iASPP antibodies, LX49.3 and LX128.5 (Figure 6F, left). Importantly, iASPP failed to complex with JunD in UV-treated HaCaT cells, and this was not due to reduced iASPP or JunD expression (Figure 6F). Similarly, using an anti-JunD antibody, the iASPP/JunD complex was only detected in untreated HaCaT cells (Figure 6F, right). Both anti-iASPP antibodies pulled down JunB in untreated HaCaT cells, while less JunB was pulled down in UV-treated cells, possibly due to a lower level of JunB or a change in interactions. UV caused a large increase in levels of c-Jun and c-Fos (Figure S6C). In the same experiment as that shown for iASPP/JunB and iASPP/JunD, the anti-iASPP antibody LX49.3 but not LX128.5 pulled down some c-Jun protein in UV-treated cells. However, c-Jun pull down was highly variable among experiments (see the table in Figure S6D for a summary). c-Fos failed to co-immunoprecipitate with iASPP under all conditions tested (Figure S6C). Lysates from subcellular fractionation of both human and mouse keratinocytes, HaCaT and IMOK, respectively, were used to immunoprecipitate iASPP using LX49.3 and LX128.5. LX128.5 robustly co-immunoprecipitated JunD or JunB in the nuclear fractionation lysates in both cell lines, whereas LX49.3 was less effective (Figure S6E), in agreement with our result from unfractionated lysates (Figure 6F). The specificity of JunD binding was confirmed by JunD knockdown (Figure S6F).

To test whether JNK activation may inhibit the iASPP/JunD complex, we treated HaCaT cells with a JNK inhibitor or a p38 inhibitor with or without UV treatment. iASPP failed to pull down JunD in UV-treated cells in the presence of p38 kinase inhibitor or the control agent DMSO. Importantly, addition of JNK inhibitor enabled detection of the iASPP/JunD complex in UV-treated cells (Figure 6G). These data demonstrate that JNK activation prevents iASPP/JunD interaction, explaining why the iASPP/JunD complex is not detected in UV-irradiated cells.

We tested the ability of iASPP to influence the transcriptional activities of JunD, JunB, and c-Jun using a 3xAP1 luciferase reporter in H1299 cells (Figure S6G). Consistent with our biochemical findings, iASPP had a greater inhibitory effect on the transcriptional activity of JunD compared with JunB and c-Jun, whereas the transcriptional activity of JunD with a mutated PxxP motif or phosphomimic T71D (as used in Figure 6D) was not repressed by iASPP (Figures 6H and S6H). Activity of JunD with the T71V mutation was repressed by iASPP. Together, our results suggest that iASPP inhibits AP1 activity directly by forming a complex with JunD through SH3/PxxP motif binding.

## Discussion

Our findings reveal two key functions for iASPP: as a tumor suppressor and as an AP1 coregulator (Figures 7A and 7B). The discovery that iASPP can act as a tumor suppressor is in contrast to previous findings that iASPP is an oncogene: (1) iASPP is an inhibitor of p53-induced apoptosis (Bergamaschi et al., 2003); (2) iASPP is required for cell proliferation as iASPP deficiency causes cellular senescence (Chikh et al., 2011); (3) iASPP inhibits keratinocyte differentiation (Notari et al., 2011); (4) iASPP is overexpressed in various cancer cells *in vitro* and *in vivo*, and nuclear iASPP associates with cancer metastasis (Lu et al., 2013); and (5) iASPP deletion induces p53-mediated cell death in cancer cells *in vitro* or reduced tumor growth *in vivo* in a xenograft mouse model (Lin et al., 2011; Wang et al., 2015).

**Figure 7:**
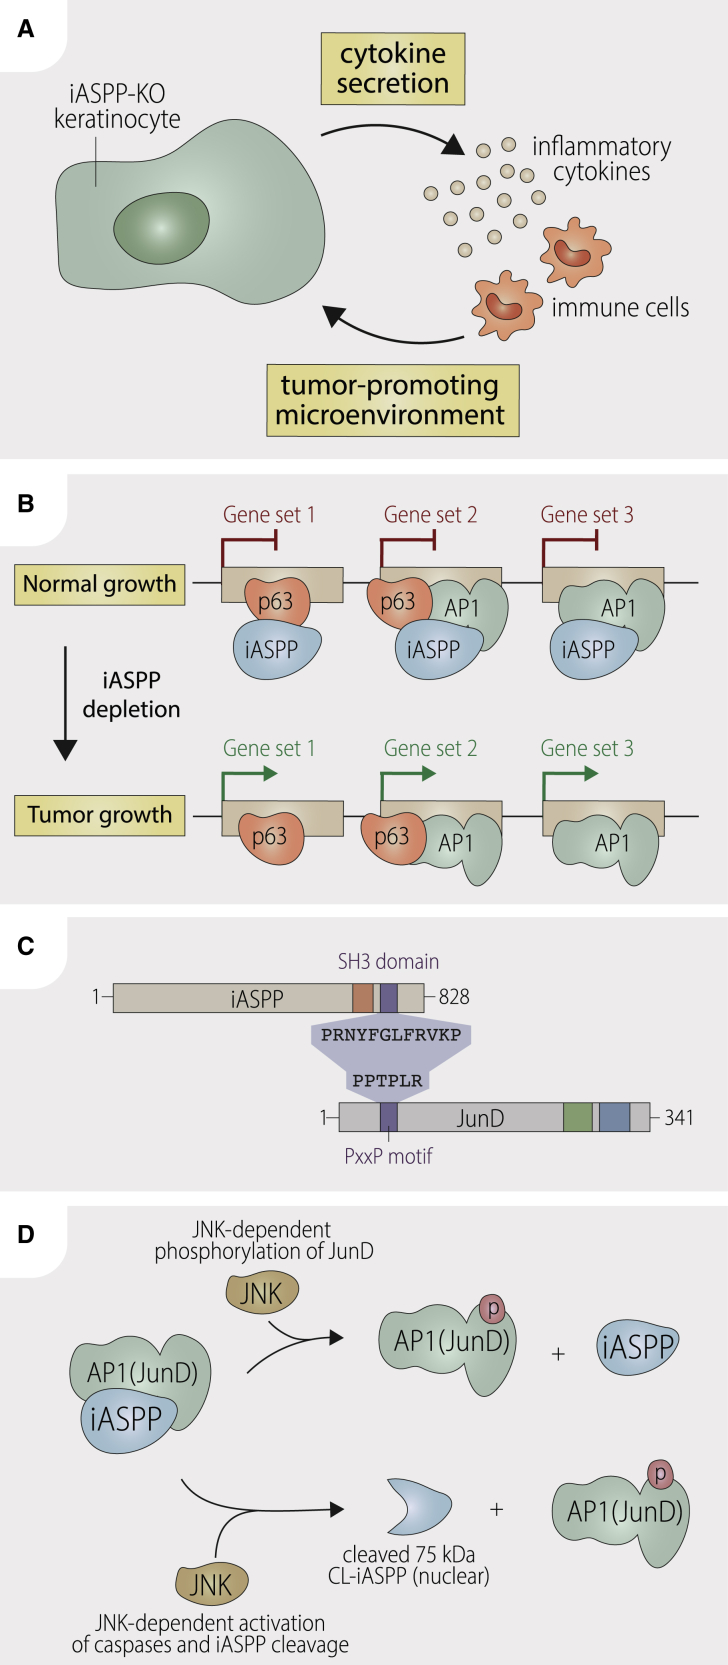
Proposed models of iASPP-mediated regulation of tumorigenesis and the JNK-iASPP-AP1 axis Diagrams to show (A) how loss of iASPP in keratinocytes may enhance inflammation and create a pro-tumorigenic microenvironment; (B) how iASPP may regulate selective transcription of p63 and AP1 targets either alone or in combination; (C) iASPP SH3 domain and JunD PxxP motif mediate iASPP-JunD interaction; (D) regulatory loop of JNK/iASPP/AP1 axis.

Prior studies were mainly focused on cell-intrinsic roles of iASPP. In the *in vivo* skin tumor model here, interactions between keratinocytes and the tissue microenvironment are either tumor promoting or tumor suppressive. Skin has been called a second immune system, as keratinocytes can secrete cytokines, such as IL1-a and S100a8/S100a9 (Jiang et al., 2020). A subset of iASPP-repressed targets are pro-inflammatory genes, such as *Il1a*, *Il1f6*, *S100a8*, and *S100a9*, so, compared with iASPP WT, iASPP KO keratinocytes may secrete more pro-inflammatory cytokines, such as S100a8 and S100a9, attracting immune cells, including myeloid-derived suppressor cells, to form a tumor-promoting microenvironment (Cheng et al., 2008). Thus, iASPP depletion in keratinocytes may influence the microenvironment, which in turn has an effect on keratinocyte growth (e.g., promoting papilloma formation) (Figure 7A). While the loss of iASPP increased the papilloma onset and burden, iASPP-KO papillomas showed higher expression of differentiation markers (e.g., involucrin), suggesting a more “benign” tumor phenotype. This can be partially explained by activation of the p53 pathway in the absence of iASPP. Future studies are needed to establish whether the tumor-suppressive function of iASPP is p53 dependent or not.

AP1 was first identified as a TPA-activated transcription factor (Angel et al., 1987) and is also an important regulator of epidermal differentiation and skin tumor development (Eckert et al., 2013), consistent with iASPP being an inhibitor of AP1 and a suppressor of DMBA/TPA-induced tumorigenesis in mouse skin (Figure 7B). Given that NF-κB is also a key regulator in skin homeostasis and inflammation, and that iASPP was firstly identified as a binding partner of RelA and an inhibitor of NF-κB (Yang et al., 1999), it is interesting that, in our analysis, AP1 target genes were more affected than NF-κB targets by iASPP depletion and that iASPP affects p63 genome occupancy surrounding AP1 motifs rather than NF-κB targets. These findings suggest that iASPP-AP1 interactions may have distinct importance in p63-regulated squamous lineages, whereas iASPP-NF-κB may be important in other contexts.

Several AP1 components are expressed in the skin. For example, in epidermis, JunD is expressed in all cell layers, whereas c-Jun and JunB are more restricted, with expression levels changing during differentiation (Mehic et al., 2005). AP1 complexes, particularly those involving c-Jun or cFos, influence the transcriptional activity and function of p53 and its family members (Schreiber et al., 1999, Subramanian et al., 2015). Previous analysis of ChIP and expression data predicted that JunD cooperates with p63, modulating its ability to bind transcriptional targets in human keratinocytes (Sethi et al., 2014) by an unknown mechanism. Our findings that JunD is the Jun member that iASPP binds most robustly in human keratinocytes and that iASPP deficiency results in profound upregulation of a subset of p63 and AP1 target genes, suggest that iASPP may be a missing link connecting p63 and JunD (Figure 7B). p63 was recently reported to form a complex with JunB (Sundqvist et al., 2020), and we also observed that iASPP can bind JunB. Hence, iASPP may alter multiple p63/AP1 co-regulatory complexes.

Mechanistically, our evidence suggests that iASPP regulates expression of a subset of AP1 target genes via direct binding to AP1 components, particularly to JunD. Interaction is via a type II SH3 domain interacting peptide (PxxP) in an AP1 subunit and the SH3 domain of iASPP (Figure 7C). In JunD, the PxxP sequence is located N-terminal to the transactivation domain (Hirai et al., 1989). As the DNA binding domain of JunD and the leucine zipper dimerization domains are at the C-terminal end, transcriptional inhibition by iASPP is unlikely to be via block of DNA binding or dimerization. Instead, the proximity of iASPP binding to the transactivation domain suggests that steric hindrance of the transcriptional machinery or cofactors may be the relevant mechanism.

JunD is expressed in a wide range of cell types in addition to keratinocytes, so the iASPP/JunD interaction is likely to influence the target selectivity of other transcription factors that cooperate with JunD. Interestingly, JunD is generally considered a tumor suppressor, but has been reported as an inhibitor of p53-induced cellular senescence *in vitro* (Weitzman et al., 2000) and as an oncogene *in vivo* through its ability to cooperate with mutant RAS to drive lung tumorigenesis (Ruiz et al., 2021). Thus, the ability of iASPP to bind and inhibit JunD activity may contribute to iASPP’s tumor-suppressive function in mutant RAS and inflammation-driven tumorigenesis. Environmental stimuli that induce JNK/AP1 and inflammation stimulate a tumor-promoting microenvironment and JNK is required for mutant RAS-driven tumorigenesis (Cellurale et al., 2011). Our finding that JNK activation can inhibit the iASPP/JunD interaction (Figure 7D) suggests that part of the tumor-promoting function of these stimuli and JNK activation may be achieved via the JNK-iASPP-AP1 axis, by preventing iASPP binding to JunD to suppress tumor growth.

In untreated keratinocytes, most iASPP is cytoplasmic but some can be detected in the nucleus. Shuttling of iASPP to the nucleus can be increased by cyclin B/CDK1 at G2M under normal physiological conditions (Lu et al., 2013). JNK activation can induce caspase-mediated cleavage of iASPP, and CL-iASPP enters the nucleus. Consistent with a role of iASPP in transcriptional regulation, our cellular fractionation data showed that iASPP/JunD and iASPP/JunB complexes can occur in the nucleus in untreated human and mouse keratinocytes. Phosphorylation of JunD mediated by JNK may prevent iASPP binding (Figure 7D), but further work is required to assess the extent to which this modulates transcriptional inhibition *in vivo*. We cannot exclude the possibility that a small amount of JunB and JunD may form complexes with iASPP in the cytoplasm, possibly being retained there. Monomeric Jun proteins can shuttle between the nucleus and cytoplasm (Malnou et al., 2007).

Finally, our discovery of a connection between iASPP and the JNK/AP1 pathways explains the previous observation that two spontaneous iASPP mutant mice (Wa3 and Woe2) (Herron et al., 2005; Toonen et al., 2012) have highly similar phenotypic features (eyelids open at birth, wavy hair) to TGF-α (Wa1), EGFR (Wa2), and JNK1/2 double-deficient mice (Luetteke et al., 1993, 1994; Weston et al., 2004). Since TGFα is the ligand of EGFR, and that JNK1/2 proteins are the downstream effectors of TGF-α/EGFR/RAS signaling, it is understandable that deficiency in any pathway component may result in overlapping phenotypes, and our results now link iASPP to this axis. The physical and functional interactions between p63 and the JNK/iASPP/AP1 axis are of great biological importance in tissue homeostasis and skin inflammation. Dysregulation of the JNK/iASPP/AP1 axis is likely to impact on many other pathological conditions beyond the skin.

### Limitations of the study

This study has several limitations. First, due to restrictions of permitted animal experiments, it was impossible to assess the impact of iASPP on the conversion from benign papilloma to malignant cutaneous carcinomas. Second, some *in vivo* observations in the DMBA/TPA model may not reflect a human skin tumor setting, as mouse and human skin are not identical. Third, some of the iASPP/p63 targets identified in this study may be mouse specific, as only 40% of the human genome aligns to the mouse genome. Furthermore, promoter and enhancer regions are more diverse than coding regions. Combined RNA-seq and p63 ChIP-seq studies performed in human keratinocytes with or without iASPP expression will help identify evolutionarily conserved p63/iASPP targets between mouse and human.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT	SOURCE	IDENTIFIER
**Antibodies**		

iASPP	Ascites	LX049.3
iASPP	Ascites	LX128.5
p53	Ascites	DO-1
p53	Leica Biosystems	Cat# P53-CM5P-L, RRID: AB_2895247
p63α (H-129)	Santa Cruz	Cat# sc-8344, RRID: AB_653766
p63 (4A4)	Santa Cruz	Cat# sc-8431, RRID: AB_628091
Caspase-3 (E87)	Abcam	Cat# ab32351, RRID: AB_725946
Lamin A/C (636)	Santa Cruz	Cat# sc-7292, RRID: AB_627875
Phospho-p38 (D-8)	Santa Cruz	Cat# sc-7973, RRID: AB_670359
Phospho-JNK (G-7)	Santa Cruz	Cat# sc-6254, RRID: AB_628232
CK10	Bio Legend	Cat# 905403, RRID: AB_2749902
BrdU (BU1/75)	Abcam	Cat# ab6326, RRID: AB_305426
CD3	Abcam	Cat# ab5690, RRID: AB_305055
CD31	Abcam	Cat# ab28364, RRID: AB_726362
CD45R	BD Biosciences	Cat# 550286, RRID: AB_393581
CD8	Stratech	Cat# bs-0648R, RRID: AB_10857537
F4/80	AbD Serotec	Cat# MCA497R, RRID: AB_323279
CK1 (AF87)	Covance	Cat# PRB-149P-100, RRID: AB_291572
CK6	Covance	Cat# PRB-169P-100, RRID: AB_10063923
CK13 (EPR3671)	Abcam	Cat# ab92551, RRID: AB_2134681
CK14 (AF64)	Covance	Cat# PRB-155P, RRID: AB_292096
Loricrin (AF62)	Covance	Cat# PRB-145P-100, RRID: AB_10064155
Involucrin	Covance	Cat# PRB-140C, RRID: AB_291569
MPO (E15)	Santa Cruz	Cat# sc-34159, RRID: AB_2282186
S100a8	R&D	Cat# AF3059, RRID: AB_2184254
S100a9	R&D	Cat# AF2065, RRID: AB_2184263
HA-tag	Santa Cruz	Cat# sc-7392 HRP, RRID: AB_2894930
Mouse IgG	Ascites	N/A
JunD	Santa Cruz	Cat# sc-271938, RRID: AB_10650101
JunB	Santa Cruz	Cat# sc-8051, RRID: AB_2130023
cJun	Santa Cruz	Cat# sc-1694, RRID: AB_631263
cFos	Cell Signalling	Cat# 2250, RRID: AB_2247211
β-tubulin	Abcam	Cat# ab11308, RRID: AB_297911
β-actin (C4) HRP	Santa Cruz	Cat# sc-47778 HRP, RRID: AB_2714189
Myc-tag (4A6)	Merck Millipore	Cat# 05-724, RRID: AB_309938
Myc-Tag (9B11)	Cell Signaling	Cat# 2276, RRID: AB_331783
V5-tag (SV5-Pk1)	Bio Rad	Cat# MCA1360, RRID: AB_322378
Anti-Mouse immunoglobulins/HRP	Dako	Cat# P0161, RRID: AB_2687969
Anti-Rabbit immunoglobulins/HRP	Dako	Cat# P0217, RRID: AB_2728719
Anti-Goat immunoglobulins/HRP	Dako	Cat# P0449, RRID: AB_2617143
Anti-Mouse IgG (Fab Fragment) HRP	Sigma-Aldrich	Cat# A9917, RRID: AB_258476
AlexaFluor488 anti-Mouse IgG (H+L)	Invitrogen	Cat# A-11001, RRID: AB_2534069
AlexaFluor546 anti-Mouse IgG (H+L)	Invitrogen	Cat# A-11003, RRID: AB_141370
AlexaFluor488 anti-Rabbit IgG (H+L)	Invitrogen	Cat# A-11008, RRID: AB_143165
AlexaFluor546 anti-Rabbit IgG (H+L)	Invitrogen	Cat# A-11035, RRID: AB_143051
AlexaFluor546 anti-Rat IgG (H+L)	Invitrogen	Cat# A-11081, RRID: AB_141738
Biotinylated Anti-Mouse antibody	Vector Labs	Cat# BA-9200, RRID: AB_2336171
Biotinylated Anti-Rabbit antibody	Vector Labs	Cat# BA-1000, RRID: AB_2313606
Biotinylated Anti-Goat antibody	Vector Labs	Cat# BA-9500, RRID: AB_2336123

**Bacterial and virus strains**		

*Escherichia coli* Rosetta (DE3) Competent Cells	Merck Millipore	Cat# 70954
*Escherichia coli* NEB 5-alpha Competent Cells	NEB	Cat# C2987

**Chemicals, peptides, and recombinant proteins**		

PP1alpha peptide (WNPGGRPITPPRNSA)	TUCF	custom made
JunD peptide (WLKPAAAPPPT PLRADGAPSA)	TUCF	custom made
JunD pT71 peptide (WLKPAAAPPP[pT] PLRADGAPSA)	TUCF	custom made
NuPAGE LDS Sample Buffer (4X)	Thermo Fisher	Cat# NP0008
Benzonase Nuclease	Merck Millipore	Cat# 70746
DAPI	Sigma-Aldrich	Cat# D8417-5MG
Z-VAD-FMK	Santa Cruz	Cat# sc-3067
Z-VAD(Ome)-FMK	Santa Cruz	Cat# sc-311561A
VX-765	Sigma-Aldrich	Cat# 5313720001
JNK Inhibitor VIII	Santa Cruz Biotecnology	Cat# sc-202673
P38 MAPK Inhibitor	Sigma-Aldrich	Cat# SB 202190
MG132	Sigma-Aldrich	Cat# M7449
DMBA	Sigma-Aldrich	Cat# D3254
TPA	Sigma-Aldrich	Cat# 79346
Anisomycin	Sigma-Aldrich	Cat# A9789

**Critical commercial assays**		

TnT Quick Coupled Transcription/Translation System T7	Promega	Cat# L1170
NE-PER Nuclear and Cytoplasmic Extraction Reagent	Thermo Fisher	Cat# 78835
ECL Prime Western Blotting System	Sigma-Aldrich	Cat# RPN2232
Dual luciferase Reporter assay system	Promega	Cat# E1960
Lipofectamine RNAiMAX	ThermoFisher	Cat# 13778150
Fugene 6	Promega	Cat# E2691

**Deposited data**		

Mouse keratinocyte RNA-seq (iASPP KO/WT)	this study	GEO: GSE188371
Mouse keratinocyte p63 ChIP-seq (iASPP KO/WT)	this study	GEO: GSE188447
Sequencing data	this study	GEO: GSE188448
Western blot and microscopy images	this study	Mendeley Data: https://doi.org/10.17632/23yddhm5sn.1
Original code	this study	Zenodo: https://doi.org/10.5281/zenodo.6887187
Original code for analysis	this study	GitHub: https://github.com/t-carroll/iASPP_keratinocyte_ChIPseq_RNAseq

**Experimental models: Cell lines**		

HaCaT	this study	N/A
MCF-7	this study	N/A
H1299	this study	N/A
HEKn	Promocell	Cat# C-12001
EPC-2	this study	N/A
IMOK	this study	N/A
Ker-CT	ATCC	Cat# CRL-4048, RRID: CVCL_S877
Hap1	this study	N/A
Saos-2	this study	N/A
SKML23	this study	N/A
SKML37	this study	N/A
XB2	this study	N/A

**Experimental models: Organisms/strains**		

*Krt14*-Cre^+^;*Ppp1r13l*^−/−^	this study	N/A
*Ppp1r13l*^flox/flox^;Cre^+^ER^T^	this study	N/A
Tg(*Krt14*-Cre)1Amc	The Jackson Lab.	RRID: IMSR_JAX:004782
*Ppp1r13l*^loxP/loxP^	(Notari et al., 2011)	N/A
Gt(ROSA)26Sor<tm1(cre/ERT)Brn>	(Notari et al., 2011)	N/A

**Oligonucleotides**		

qPCR primers	this study	(see Table S1)
PCR primers for mice genotyping	this study	(see Table S1)
PCR primers for detection of mutant Ras	this study	(see Table S1)
PCR primers for cloning	this study	(see Table S1)
siGENOME Human PPP1R13L siRNA	Dharmacon	Cat# M-003815-01-0005
siGENOME Human TP63 siRNA	Dharmacon	Cat# MQ-003330-01-0002
ON-TARGETplus Human JunD siRNA	Dharmacon	Cat# LQ-003900-00-0002
RISC-free control siRNA	Dharmacon	Cat# D-001220-01-20

**Recombinant DNA**		

pcDNA3.1(+)-Myc-ΔNp63α	Coutandin et al. (2016)	N/A
pET-15b-His10-TEV-ASPP1 CTD (887–1090)	this study	N/A
pET-15b-His10-TEV-ASPP2 CTD (925–1128)	this study	N/A
pET-15b-His10-TEV-iASPP CTD (625–828)	this study	N/A
pET-15b-His10-TEV-iASPP CTD N813A Y814A (625–828)	this study	N/A
pCDNA3.1-iASPP-v5	Hu et al., 2015	N/A
pCDNA3.1-iASPP (1–294)-v5	Hu et al., 2015	N/A
pCDNA3.1-iASPP (295–828)-v5	Hu et al., 2015	N/A
pCDNA3.1-p53	this study	N/A
pCDNA3.1-TΑp63α-HA	this study	N/A
pCDNA3.1-ΔNp63α-HA	this study	N/A
pGL3-promoter-IVL	this study	N/A
pGL3-basic-3xAP1	Addgene	Cat# 40342
pGL3-IVL-Luc	this study	N/A
pcDNA3-caspase3-WT-Myc	Addgene	Cat# 11813
pcDNA3-caspase3-C163A-Myc	Addgene	Cat# 11814
pRL-TK (Renilla)	Invitrogen	Cat# E2241
pcDNA3.1(+)-Myc-c-Fos	this study	N/A
pcDNA3.1(+)-Myc- c-Jun	this study	N/A
pcDNA3.1(+)-Myc-JunB	this study	N/A
pcDNA3.1(+)-Myc-JunD	this study	N/A
pcDNA3.1(+)-Myc-JunD ΔPxxP	this study	N/A
pcDNA3.1(+)-Myc-JunD mutPxxP	this study	N/A
pcDNA3.1(+)-Myc-JunD T71D	this study	N/A
pcDNA3.1(+)-Myc-JunD T71V	this study	N/A
pLX304-FOS-V5	Addgene	Cat# 59140
pMIEG3-c-Jun	Addgene	Cat# 40348
pCS2 Flag-JunB	Addgene	Cat# 29687
pBabe JUND-HA neo	Addgene	Cat# 58489
pENTR4-HaloTag (w876-1)	Addgene	Cat# 29644
pET-15b-His10-Halo-TEV-3xGS	this study	N/A
pET-15b-His10-Halo-TEV-3xGS_ASPP1 CTD (887–1090)	this study	N/A
pET-15b-His10-Halo-TEV-3xGS_ASPP2 CTD (925–1128)	this study	N/A
pET-15b-His10-Halo-TEV-3xGS_iASPP CTD (625–828)	this study	N/A

**Software and algorithms**		

GraphPad Prism 8	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
Clustal Omega	Goujon et al., 2010, Sievers et al., 2011	https://www.ebi.ac.uk/Tools/msa/clustalo/
NITPIC v1.2.7	Keller et al. (2012); Scheuermann and Brautigam (2015)	https://www.utsouthwestern.edu/labs/mbr/software/
SEDPHAT v15.2b	Houtman et al. (2007)	http://www.analyticalultracentrifugation.com/sedphat/
GUSSI v1.4.2	Brautigam (2015)	https://www.utsouthwestern.edu/labs/mbr/software/
UCSF Sparky 3.114	T. D. Goddard and D. G. Kneller, SPARKY 3, University of California, San Francisco	https://www.cgl.ucsf.edu/home/sparky/
ImageJ 1.52a	Schneider et al. (2012)	https://imagej.net/
FastQC v0.11.9	Andrews (2010)	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/
Cutadapt v2.10	Martin (2011)	https://cutadapt.readthedocs.io/en/stable/
bwa v0.7.17-r1188	Li and Durbin (2009)	https://github.com/lh3/bwa
FIMO v5.0.2	Buske et al. (2010)	https://meme-suite.org/meme/doc/download.html
MAnorm v1.3.0	Shao et al. (2012)	https://manorm.readthedocs.io
SAMtools v1.10	Li et al. (2009)	http://samtools.sourceforge.net/
MACS2 v2.2.7.1	Zhang et al. (2008)	https://github.com/macs3-project/MACS/releases/tag/v2.2.7.1
ChIPpeakAnno v3.20.1	Zhu et al. (2010)	https://bioconductor.org/packages/release/bioc/html/ChIPpeakAnno.html
STAR v2.7.3a	Dobin et al. (2013)	https://github.com/alexdobin/STAR
DESeq2 v1.26.0	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
featureCounts v2.0.0	Liao et al. (2013)	http://subread.sourceforge.net/
FGSEA v1.19.2	Korotkevich et al. (2019)	https://github.com/ctlab/fgsea
limma v342.2	Ritchie et al. (2015)	https://bioconductor.org/packages/release/bioc/html/limma.html
pheatmap v1.0.12	Kolde (2012)	https://cran.r-project.org/package=pheatmap
EnhancedVolcano v1.4.0	Blighe et al. (2018)	https://bioconductor.org/packages/release/bioc/html/EnhancedVolcano.html
tidyverse v1.3.0	Wickham et al. (2019)	https://www.tidyverse.org/
R v3.6.1	R Core Team	https://www.r-project.org/
STREME v5.4.1	Bailey and Birol, 2021	https://meme-suite.org/meme/tools/streme

**Other**		

Magne® HaloTag® Beads	Promega	Cat# G7282
Protein G agarose beads	Roche	Cat# 5015952001

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Xin Lu ().

#### Materials availability

All plasmids and cell lines generated in this study will be made available on request.

### Experimental model and subject details

#### Mouse experiments and genotyping

All animal procedures were approved by local ethical review and licensed by the UK Home Office (PPL: 30/2862). Animals were kept in individually ventilated cages (IVCs) at the Wellcome Trust Centre for Human Genetics, Oxford. *Ppp1r13l*^flox/flox^;Cre^+^ER^T^ mouse colonies with 4-hydroxytamoxifen (4OHT) inducible recombinase expression were generated by crossing *Ppp1r13l*^loxP/loxP^ mice with Gt(ROSA)26Sor<tm1(cre/ERT)Brn> mice in a mixed genetic background of C57BL/6 and 129/Sv, as described previously (Notari et al., 2011). C57BL/6 transgenic mice containing loxP sites flanking *Ppp1r13l* exon8 were generated following 9 generations of back crossing with C57BL6 mice. They were further crossed with Tg(KRT14-cre)1Amc mice that contain transgene expressing recombinase under *Krt14* promoter (The Jackson Laboratory) in a C57BL/6 background to generate *Krt14-*Cre^+^;*Ppp1r13l*^−/−^ mutant mice. The resulting mutant would have specific deletion of *Ppp1r13l* exon8 in CK14-positive basal epithelial cells only. Genotyping of *Krt14-*Cre^+^;*Ppp1r13l*^−/−^ mutants and *Ppp1r13l*^flox/flox^;Cre^+^ER^T^ mouse colonies was performed using the primers listed in Table S1. For characterisation of *HRas* mutational status, a nested PCR and Restriction Fragment Length Polymorphism (RFLP) analysis of DNA samples extracted from mouse tissues was carried out. The *HRas* 61st codon was amplified using PCR1_F and PCR1_R primers on 500 ng of the extracted DNA sample to give a 267 bp fragment. Nested PCR was carried out on the PCR product with primers PCR2_F and PCR2_R to give a 176 bp product. Primers used for the analysis are listed in the Table S1. For 5-bromo-2-deoxyuridine (BrdU) incorporation, 1 mg/kg BrdU solution (Sigma-Aldrich) was injected 1 h prior to sacrificing the animals.

#### DMBA/TPA treatment

Dorsal hair of 8–10 week-old *Krt14-*Cre^+^;*Ppp1r13l*^−/−^ C57BL/6 female mice was carefully removed with a shaver one day before the application of chemicals. A single dose of 25 μg 7,12-Dimethylbenzanthracene (DMBA) in 200 μL acetone, or acetone alone for the 12-O-tetradecanoyl-13-phorbol acetate (TPA) control group, was applied on shaved dorsal skin. This was followed by twice weekly application of 4 μg TPA in 200 μL acetone for 15 weeks. Animals were monitored closely throughout the assay in terms of weight, activity and tumour development. Mice could be observed for up to 1 year or when endpoints were reached requiring immediate termination by the Schedule 1 method as listed on the project license. For the induction of inflammation in the skin by short-term TPA treatments, 4 μg TPA in 200 μL acetone, or acetone only for negative control, was applied on days 0 and 4. Mice were sacrificed 24 h after the last TPA application and injected with BrdU 1 h prior to Schedule 1. All epidermal growths were referred to as papilloma.

#### Primary keratinocytes culture

Primary mouse keratinocytes were isolated as previously described (Lichti et al., 2008). Briefly, skin derived from day 2 pups was floated on 0.25% Trypsin-EDTA (Gibco) overnight at 4°C, and keratinocytes were plated on rat collagen type I (BD Bioscience) coated dishes in low-calcium medium (EMEM (Gibco), 8% calcium-stripped FBS, 50 μg/mL gentamicin, 0.05 mM calcium chloride and pen/strep mix) supplemented with 0.4 μg/mL hydrocortisone, 5 μg/mL insulin, 10 ng/mL EGF and 0.1 nM cholera toxin. Media was replaced after 24 h with or without 1 μM tamoxifen, and cells were maintained at 35°C and 7% CO_2_ for 4 days. For TNFα stimulation, mouse TNFα (Peprotech) cytokine was used at a final concentration of 10 ng/mL in cell cultures after incubation in serum-free low calcium Dulbecco Modified Eagle’s Medium (DMEM, Gibco) for 16 h before cytokine assays.

#### Cell culture and treatments

HaCaT, MCF-7, H1299 and Saos-2 cell lines were cultured in DMEM, SKML23 and SKML37 - in EMEM, primary human epidermal keratinocytes HEKn - in EpiLife (ThermoFisher), EPC2 cells - in Keratinocyte SFM medium (ThermoFisher). DMEM and EMEM media were complemented with 10% (v/v) foetal bovine serum (FBS) (Biosera), 2 mM L-glutamine (ThermoFisher), and 100 units/mL penicillin and 100 μg/mL streptomycin (ThermoFisher). Cells were grown in a humidified incubator at 37°C with 5% CO_2_. Cell lines were monthly tested for mycoplasma using MycoAlert Kit (Lonza). For induction of apoptosis, cells were exposed to UV (UVP CL-1000 ultraviolet crosslinker). For inhibition of caspase activity, cells were pre-incubated with 20 μM Z-VAD-FMK, VX-765, MG132, JNK inhibitor or p38 MAPK inhibitor for 1 h before exposure to UV irradiation. For JNK activation, cells were treated with 200 ng/mL anisomycin (Sigma) for 1 h or 24 h before UV exposure. Cell lines and compounds used in this study are listed in key resources table.

#### Human epidermal organotypic culture

Ker-CT cells or HaCaT cells (3 × 10^5^) were resuspended in CnT-PR keratinocyte medium (Cell-n-Tech) and seeded onto MilliCell inserts (MilliPore). Inserts were immersed in growth medium in 60 mm culture dishes. After 3 days, the medium was substituted with CnT-3D Barrier medium (Cell-n-Tech) overnight (16 h). The day after, the medium was removed, and the inserts were put in the low level CnT-3D Barrier medium to induce air-lifting. The Barrier medium was changed every two days for three weeks. Inserts with epidermal organotypic cultures were fixed in 10% formalin buffered solution for 24 h and then processed and embedded in paraffin.

#### Human samples

Paraffin sections of human skin samples from normal skin (n = 5), psoriasis (n = 10) and eczema (n = 10) patients were obtained from the Oxford Centre for Histopathology Research (OCHRe) under ethical approval (NRES approval: 09/H0606/78) and in collaboration with Dr. R. Asher, consultant dermatopathologist at the Oxford John Radcliffe Hospital.

### Method details

#### Western blot (IB)

Cell pellets were lysed with 8 M urea buffer on ice for 30 min and lysates were then cleared by centrifugation at 13,000 g for 20 min at 4°C. For subcellular fractionation, cytoplasmic and nuclear fractions were separated using NE-PER Nuclear and Cytoplasmic Extraction kit (ThermoFisher). Bradford protein assay (BioRad) was used to measure protein concentration. Proteins were separated on SDS-PAGE and transferred onto nitrocellulose membranes, blocked at room temperature for 1 h in 5% non-fat dry milk in TBS buffer with 0.1% Tween-20 (TBST) and incubated with primary antibodies overnight at 4°C. Membranes were then washed for 30 min in TBST, incubated with horseradish peroxidase-coupled secondary antibodies (Dako) at 1:4,000 in TBST at room temperature for 1 h, and visualised with ECL Prime Western Blotting System reagents. Antibodies and reagents used in this study are listed in key resources table.

#### IF and confocal microscopy

Cells grown on coverslips in a 24 well plate were fixed in 4% paraformaldehyde solution for 10 min, followed by two washes in PBS and fixation in methanol for 1 min. Coverslips were washed in PBS and cells were permeabilised with 0.2% Triton X-100 solution for 10 min. Coverslips were washed in PBS and subsequently blocked with 1% fish gelatin (Sigma-Aldrich) for 1 h at room temperature followed by incubation with primary antibodies overnight at 4°C. The day after, coverslips were washed 3 times with PBS for 15 min each. Cells were then incubated with the fluorescently labelled secondary antibodies (1:1,000) and 1 μg/mL DAPI for 1 h. Samples were washed with PBS, rinsed in water and mounted using Mowiol® onto slides. Images were captured using LSM710 confocal microscope. Antibodies used in this study are listed in key resources table.

#### Luciferase activity assay

H1299 cells were plated on 24 well clear-bottom plates (Corning) and the day after transfected with renilla, reporter plasmids, and expression plasmids using Fugene 6 (Promega). At 24 h after transfection, the luciferase activity in cell lysates was measured using Dual luciferase Reporter assay system (Promega). Plasmids used in this study are listed in key resources table.

#### RNA interference

For iASPP or p63 knock-down, cells were transfected with siGENOME Human PPP1R13L, TP63 or JUND siRNAs (Dharmacon) using Lipofectamine RNAiMAX (Invitrogen) for 48 h or 72 h. siRNAs used in this study are listed in key resources table.

#### cDNA overexpression

Cells were plated at 70% confluency. The day after, cells were transfected using Fugene 6 transfection reagent. Cells were collected or subjected to analysis 24 h or 48 h after transfection. Plasmids used in this study are listed in key resources table.

#### Immunohistochemistry

Paraffin sections of mouse tissues of 4 μm thickness were deparaffinised and hydrated. For 3,3′-diaminobenzidine (DAB) staining, endogenous peroxidases were inactivated by incubating in 3% (v/v) hydrogen peroxide in methanol for 10 min at RT. Heat-induced antigen retrieval was performed in 0.01 M sodium citrate pH 6 buffer at 100°C for 4 minutes. Slides were left in the buffer to cool, and samples were blocked with 5% normal goat/donkey serum (NGS/NDS) in PBS for 1 h at room temperature. Sections were incubated in primary antibody diluted in 5% NGS/NDS overnight at 4°C inside a humidified chamber. Slides were washed with PBS, and secondary biotinylated antibodies diluted in 5% NGS/NDS were added for 1 h in the dark at RT. For DAB staining, biotinylated secondary antibodies were used, and slides were washed in PBS after incubation. Sections were then incubated in avidin-biotin peroxidase solution (VECTASTAIN Elite ABC Reagent, Vector Labs) for 15 min at room temperature. Slides were washed in PBS. Sections were then incubated in HRP substrate solution (DAB substrate kit, Vector Labs) for 10 min at room temperature. Slides were rinsed in water, counterstained in haematoxylin for 5 sec and washed again. The slides were dehydrated through an increasing gradient of ethanol, cleared in two changes of histoclear for 5 min and mounted with mounting medium (Vectamount, Vector Labs) and coverslips. For IF staining, 1 μg/mL DAPI was added along with the appropriate fluorophore conjugated secondary antibodies in the blocking solution. Slides were washed with PBS and mounted with fluoromount-G mounting media (Southern Biotech) and coverslips. For cell counting from DAB/IF stained tissue sections, averaged data for each tissue sample were collected from 3 different tissue sections at least 40 μm apart, from at least 3 different fields of view under the microscope for each section. Positive staining was quantified by automated counting using ImageJ software. Positively stained immune cells were quantitatively analysed using the publicly available Yen thresholding algorithm on ImageJ, with settings of circularity 0.25–1 and size 100–10,000 on all samples. The numbers of positive stained immune cells were then divided by the area of skin section to obtain the tumor of immune cell population within each sample. Antibodies used in this study are listed in key resources table.

#### Haematoxylin and eosin (H&E) staining

Paraffin sections were deparaffinised, rehydrated in a gradient of ethanol (100%, 90%, 70%, 30%) and washed in water. Slides were incubated in Harris haematoxylin for 3 minutes. Slides were rinsed in running tap water and differentiated in 1% acidic alcohol for 1 sec. Slides were washed again in tap water and immersed in Scott’s water for 30 sec. Slides were rinsed in tap water and stained in eosin for 4 min. Slides were then washed in water and dehydrated with an increasing gradient of ethanol solutions. Slides were cleared using histoclear, and mounted with non-aqueous mounting medium and coverslips.

#### Toluidine blue staining for mast cells

Paraffin sections were deparaffinised and rehydrated as in H&E staining. Slides were incubated in 10% toluidine blue solution for 1–2 minutes and were washed in water. Slides were then dehydrated in ethanol gradients and cleared in histoclear as described in the H&E staining protocol.

#### mRNA extraction and qPCR

Total RNA was extracted from cells with the RNeasy Mini Kit (Qiagen) following the manufacturer’s protocol. On-column DNase I digestion was performed. For cDNA conversion, 500 ng of total RNA sample were retrotranscribed using the SuperScript II First Strand Synthesis System (Invitrogen) with oligo(dT) primers. Quantitative PCR (qPCR) was performed on cDNA samples using the QuantiTect SYBr Green PCR Kit (Qiagen) on the 7500 real time PCR system (Applied Biosystems). Each qPCR reaction was carried out in duplicates. The expression level of target genes was analysed using the comparative C_t_ method (ΔΔC_t_) with *GAPDH* as the internal control. The experiment was repeated on three independent cultures of primary mouse keratinocytes. Primers used for the analysis are listed in the Table S1.

#### Library preparation and sequencing

For RNA sequencing, wild-type and iASPP deficient keratinocytes, prepared as described above, were subjected to RNA extraction protocol using RNAeasy Mini Kit (Qiagen) using DNase I digestion step. One μg of isolated RNA was used for RNA-sequencing, as previously described (Kouwenhoven et al., 2015). In brief, rRNA was depleted using the Ribo-Zero rRNA Removal Kit (Epicentre) according to the manufacturer’s instructions, followed by RNA fragmentation. The fragmented rRNA depleted RNA was used for the first strand and second strand reactions. Subsequently, five ng of ds-cDNA was prepared for sequencing. Adaptors were ligated to the DNA fragments, followed by a pre-PCR of 4 cycles, size selection (∼300 bp) and subsequently 11 cycles of PCR amplification. Single-read sequencing (1 × 42nt) was then performed on final libraries using the Illumina NextSeq 500. For ChIP sequencing, primary mouse keratinocytes from WT and iASPP KO mice were subjected to ChIP using the H129 anti-p63 antibody (Santa Cruz), followed by standard Illumina library preparation, as described previously (Kouwenhoven et al., 2015). In brief, a total of 6 ng ChIPped DNA or input control DNA as measured by Qubit (Invitrogen) was prepared for sequencing. Adaptors were ligated to the DNA fragments, followed by a pre-PCR of 4 cycles, size selection (∼300 bp) and subsequently 11 cycles of PCR amplification. Final libraries were then sequenced using a paired-end format (2 × 43nt) on the Illumina NextSeq, following standard manufacturer’s protocols. Approximately 50 million reads were acquired for ChIP samples, and 30 million reads for input controls.

#### Cloning and mutagenesis

iASPP (92–828) and iASPP (295–828) were obtained by PCR from pcDNA3.1(+)-iASPP and subsequently subcloned into the pcDNA3.1 vector by TA cloning. pcDNA3.1(+)-Myc-c-Fos, pcDNA3.1(+)-c-Jun, pcDNA3.1(+)-Myc-JunB and pcDNA3.1(+)-Myc-ΔNp63α were generated by subcloning of respective PCR products in a pcDNA3.1(+) vector with an N-terminal Myc-tag using BamHI and XhoI restriction sites. pcDNA3.1(+)-Myc-JunD was generated similarly but instead using BamHI and XbaI restriction sites. For recombinant expression in *E. coli*, respective PCR products were introduced in pET-15b-His10-TEV (N-terminal His_10_-tag followed by TEV protease cleavage site) or pET-15b-His10-Halo-TEV-3xGS (N-terminal His_10_-tag followed by Halo-tag, TEV protease cleavage site and GSGSGS linker) by subcloning using BamHI and XhoI restriction sites. The pET-15b-His10-Halo-TEV-3xGS vector was generated by subcloning Halo in pET-15b vector using NcoI and XhoI restriction sites. The His_10_-tag was added by the 5′ oligo and the TEV protease cleavage site, linker, BamHI site and stop codon by the 3′ oligo. All successive constructs carrying mutations were produced by site-directed mutagenesis. Primers used for cloning are listed in Table S1.

#### IP

Cell pellets were lysed in lysis buffer from NE-PER Nuclear and Cytoplasmic Extraction kit (ThermoFisher) following manufacturer’s instructions. Then, protein G agarose beads were blocked with 5% FBS for 1 h at 4°C. After blocking, the beads and the antibody were added to the lysates and incubated overnight at 4°C under rotation. The day after, the beads were washed 4 times with NP40 lysis buffer and eluted in 4x Laemmli buffer at 95°C for 10 min. The eluates were separated by SDS-PAGE.

#### Protein expression and purification

All expression plasmids were transformed in *E. coli* strain Rosetta DE3 (Novagen) for protein production. Cells were grown in 2xYT medium to an OD of ∼0.8. Expression was carried out for ∼18 h at 16°C. Cells were harvested, resuspended in ice-cold IMAC A buffer (25 mM Tris pH 7.8, 200 mM NaCl, 20 mM ß-ME, 5% Glycerol and 25 mM imidazole) supplemented with lysozyme (Sigma), RNAse (Sigma), DNAse (Sigma) and protease inhibitors (Carl Roth) and lysed by sonification. Lysate was cleared by centrifugation at 4°C. All subsequent purification steps were performed at 4°C using an ÄKTA Purifier chromatography system (Cytiva). All proteins were purified by Ni^2+^-affinity chromatography in the first step using HisTrap columns (Cytiva). Halo fusion proteins were then subjected to ion-exchange (IEX) chromatography. Before loading them on HiTrap Q columns (Cytiva), salt concentration was reduced to under 100 mM by dilution with IEX A buffer (25 mM Tris pH7.8, 50 mM NaCl; 20 mM ß-ME, 5% Glycerol). Protein bound to the IEX column was eluted with a gradient from 50 mM to 1,000 mM NaCl over 20 column volumes using IEX B buffer (25 mM Tris pH7.8, 1,000 mM NaCl, 20 mM ß-ME, 5% Glycerol). As a final purification step, Halo fusion proteins were loaded on a Superdex 200 size exclusion chromatography (SEC) column (Cytiva) equilibrated in the final storage buffer (25 mM HEPES pH 7.5, 150 mM NaCl; 0.5 mM TCEP; 10% Glycerol). His-tagged proteins were instead supplemented with His-tagged TEV protease for cleavage of the His_10_-Tag after Ni^2+^-affinity purification and dialysed over night at 4°C in IMAC A buffer. The cleaved His_10_-Tag and TEV protease were remove by reverse Ni^2+^-affinity purification. The flow-through containing the cleaved protein was then further purified by IEX chromatography, as for the Halo fusion proteins. In a final polishing step, proteins were loaded on a Superdex 75 SEC column (Cytiva) equilibrated in the final storage and assay buffer (25 mM HEPES pH 7.5, 150 mM NaCl; 0.5 mM TCEP). All proteins were concentrated by centrifugation, snap frozen in liquid nitrogen and stored at −80°C until use. Plasmids used in this study are listed in key resources table.

#### Halo pulldown

Myc-tagged AP1 family proteins and p63 were produced by *in vitro* translation (Promega) of pcDNA3.1(+) plasmids for 90 min at 30°C. After, reactions were supplemented with Benzonase (Merck Millipore) and incubated for 30 min at 30°C to digest DNA and RNA, followed by centrifugation for 10 min at 13,000 rpm to remove any aggregates. 100 μg of purified Halo fusion proteins were immobilized on 25 μL magnetic Halo beads slurry in pulldown buffer (50 mM HEPES pH7.5, 200 mM NaCl, 0.5 mM TCEP, 0.1% Surfactant P-20) for at least 4 h at 4°C. After removal of unbound protein, loaded beads were incubated with 20 μL *in vitro* translated protein in pulldown buffer for 3 h at 4°C under rotation. For displacement pulldown assays, JunD or PP1 peptides were added to a final concentration of 25 μM. After incubation, beads were washed four times with 400 μL ice-cold pulldown buffer and bound proteins were eluted by incubation in 1x LDS sample buffer supplement with DTT for 10 min at 70°C. Five μL of *in vitro* translated protein was mixed with 95 μL SDS-PAGE sample buffer serving as input sample. The samples were analysed by western blot using anti-Myc tag antibody. The signal intensities were quantified by densitometric analysis using ImageJ software. Relative pulldown efficiency was calculated by normalizing the pulldown signals to the corresponding input signal. Statistical significance was calculated by RM 1-way ANOVA.

#### Isothermal calorimetry

All isothermal calorimetry (ITC) experiments were performed on VP-ITC (MicroCal). Dissolved peptides as well as purified proteins were dialysed in ITC buffer (25 mM HEPES pH 7.5, 150 mM NaCl, 500 μM TCEP) overnight at 4°C. All measurements were performed with 25 titration steps of 10 μL each. 450 μM JunD or JunD pT71 peptide were titrated to 30 μM ASPP family CTDs at 12°C. Binding curves were analysed using NITPIC (Keller et al., 2012; Scheuermann and Brautigam, 2015) including subtraction of dilution heat measurement of each ligand. The thermodynamic parameters (ΔH and TΔS), the equilibrium dissociation constant (K_D_) and the incompetent fractions of A (incfA) and B (incfB) were determined with SEDPHAT (Houtman et al., 2007) assuming an AB hetero association model. Final ITC figures were generated by GUSSI (Brautigam, 2015).

#### Bioinformatic analyses

For both RNA-seq and ChIP-seq data, raw FASTQ files were assessed for quality and adapter content using FastQC (Andrews, 2010). Cutadapt (Martin, 2011) was used to remove adapters prior to alignment to the *Mus musculus* reference genome (mm10).

RNA-seq data were aligned using STAR v2.7.3a (Dobin et al., 2013) with the GENCODE vM25 primary assembly comprehensive gene annotation set (Frankish et al., 2019). Gene counts were then generated using featureCounts (Liao et al., 2013). Differential expression was conducted in R (R Core Team, 2019) using DESeq2 (Love et al., 2014). Briefly, DESeq2 was used to identify differentially expressed genes after iASPP knockout, with adjustment for batch-specific effects. Genes having an adjusted p < 0.05 were determined to be significant. Moderated log_2_ fold changes generated with the ‘ashr’ method (Stephens, 2016) were used for volcano plots and to rank genes for gene set enrichment analysis (GSEA) using FGSEA (Korotkevich et al., 2019). Gene set collections (Hallmark (Liberzon et al., 2015), Gene Ontology Biologic Process (The Gene Ontology Consortium, 2019), and TFT Legacy (Xie et al., 2005) curated by MSigDB were employed with FGSEA. For heatmaps, VST-normalized counts with batch-specific effects removed by limma (Ritchie et al., 2015) were used as input to the pheatmap package (Kolde, 2012). Further downstream visualization was done using EnhancedVolcano (Blighe et al., 2018) and tidyverse (Wickham et al., 2019).

ChIP-seq reads were aligned to mm10 using BWA-backtrack (Li and Durbin, 2009). Reads aligning to the major autosome and sex chromosome contigs were selected, and duplicates were removed using SAMtools (Li et al., 2009). MACS2 (Zhang et al., 2008) was used to call peaks with a significance threshold of q < 0.05, and to generate bigwig files normalized to signal per million reads for visualization. Peaks overlapping with ENCODE Blacklist (Amemiya et al., 2019) regions were discarded for downstream analysis. MAnorm (Shao et al., 2012) was then used to calculate the average amplitude (A) values for each peak across iASPP KO and WT conditions, as well as the normalized log fold-change (M) between the two conditions and the associated p-value of differential enrichment for each peak. A p-value threshold of 5⋅10^−3^ was selected to define significantly enriched peaks in either iASPP WT or iASPP KO. Sequences of enriched peak regions were extracted using bedtools getfasta. These sequences were used to generate the average p63 motif in both iASPP WT- and iASPP KO-enriched peaks using STREME (Bailey and Birol, 2021), with default arguments, except for increasing the maximum motif length to 25 and searching for a maximum of one motif.

For correlation of M values with the presence of TF motifs in each peak, FIMO (Buske et al., 2010) was used to find the top hits for each of the 579 TF motifs in the JASPAR 2018 CORE vertebrates non-redundant motif set (Khan et al., 2018). Briefly, options for FIMO were set to output all possible matches for each combination of motifs and peak sequences, and this output was filtered to select only the most significant match for each motif and peak sequence. Within results for each motif, adjustment of FIMO p-values across all peaks was performed using the Benjamini-Hochberg false discovery rate (FDR) procedure (Benjamini and Hochberg, 1995), and a FDR of 1⋅10^−3^ was used as a threshold to call the presence or absence of a motif in each peak region. We then calculated the Spearman correlation coefficient between M values and the FIMO score of the top-ranked hit for each of the 579 JASPAR motifs across all peaks, and ranked all motifs by this correlation coefficient.

A UCSC genome browser session was created for the visualization of the ChIP-seq data alongside the results from MACS2, MAnorm, and FIMO (for selected motifs). This genome browser session is publicly available at http://genome.ucsc.edu/s/CarrollTM/iASPP_keratinocyte_p63.

Peaks were then annotated to the transcription start site (TSS) of the nearest feature in the mm10 genome using ChIPpeakAnno (Zhu et al., 2010). For the purposes of this study, we considered all peaks within 2 kb upstream or downstream of the TSS to bind in the promoter region, while all peaks outside the promoter region within 20 kb upstream or downstream were considered to bind in the enhancer region. For purposes of integration with the RNA-seq data, only peaks annotated to genes passing DESeq2’s low count expression filter were considered. To give evidence as to whether membership of a gene in various subcategories of interest from this integrated dataset may play a role in its differential expression, we compared the proportions of differentially upregulated and downregulated genes in the subcategory to these proportions calculated from the full integrated dataset. A Pearson’s chi-squared test was performed between the two proportions, and the resulting p-value and odds ratio were used to evaluate the significance and magnitude of the effect that membership in these subcategories has on the probability of differential expression.

### Quantification and statistical analysis

All statistical analyses were performed in Prism 8 (GraphPad), with the exception of RNA-seq and ChIP-seq analyses, which were conducted in R. The logrank (Mantel-Cox) test was performed to determine the statistical significance of tumor-free survival of *Krt14*-iASPP mice in the DMBA/TPA cohort. T-testing was used in data on papilloma number per mouse and to compare epidermal features and cell composition between two groups (iASPP KO and WT). In case of multiple t-testing, p-values were corrected using the 2-stage Benjamini, Krieger, & Yekutieli (BKY) FDR procedure. For quantification of immunohistochemical staining, qPCR analyses and pulldown experiments, one-way or two-way/mixed ANOVA tests were used to determine significance of differences between multiple groups. Dunnett’s multiple-comparison tests (against control column only) were conducted to obtain p values for specific comparisons following one-way ANOVAs, and Šidák’s multiple comparison test was used following two-way/mixed-effect ANOVAs. Adjusted p values <0.05 were considered significant. Specific p-values for related figures are listed below: Figures 7C - *P* = 2 × 10^−6^ by logrank test test (WT vs KO); Figure 1D - *P* by multiple t-test (between WT and KO for each time point) with false discovery (BKY) correction for multiple testing; Figure 3C - Displayed adjusted *P* for expression were calculated by DESeq2; Figure 4A - *P* were calculated for differences between iASPP genotype at each timepoint by RM two-way ANOVA followed by Šidák’s correction for multiple comparison testing; Figure 4C - *P* by t-test with false discovery (BKY) correction for multiple testing; Figure 4D - *P* by t-test with false discovery (BKY) correction for multiple testing; Figure 5A - *P* by RM 1-way ANOVA followed by Dunnett’s multiple comparison test; Figure 6A - *P* by RM 1-way ANOVA was performed separately for EV, p53, TAp63, and ΔNp63 groups. *P* for differences between iASPP expression vectors and control were then calculated within each group using Dunnett’s multiple comparison test; Figure 6B - *P* by RM 1-way ANOVA (for each of cJun, JunB, and JunD groups). *P* was then calculated for differences in pulldown efficiency between ASPP family members and control using Dunnett’s post-hoc test for multiple testing; Figure 6H - *P* by mixed effects 2-way ANOVA, followed by calculation of *P* for differences in luciferase activity with or without iASPP-V5 for each JunD variant using Šidák’s correction for multiple comparison testing. Significance tests and thresholds used for RNA-seq and ChIP-seq analyses are stated in the related methods sections.

## Data Availability

• The sequencing data generated during this study is available at GEO under SuperSeries (GEO: GSE188448). A publicly accessible UCSC genome browser session to assist visualization of ChIP-seq results from this study is available at http://genome.ucsc.edu/s/CarrollTM/iASPP_keratinocyte_p63. Original western blots and microscopy images have been deposited to Mendeley (Mendeley Data: https://doi.org/10.17632/23yddhm5sn.1) and are publicly available as of the date of publication. • All original code has been deposited at Zenodo and is publicly available as of the date of publication (Zenodo: https://doi.org/10.5281/zenodo.7023228). Code to reproduce this analysis can be also found at GitHub: github.com/t-carroll/iASPP_keratinocyte_ChIPseq_RNAseq. • Any additional information required to reanalyse the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Mutant Ras and inflammation-driven skin tumorigenesis is suppressed via a JNK-iASPP-AP1 axis
**Source:** Cell Rep. 2022 Oct 18;41(3):111503. doi: 10.1016/j.celrep.2022.111503
**Supplement:** Document S1. Figures S1–S7 and Tables S1 and S2

**Supplemental information**

**Mutant Ras and inflammation-driven  
skin tumorigenesis is suppressed  
via a JNK-iASPP-AP1 axis**

**Khatoun Al Moussawi, Kathryn Chung, Thomas M. Carroll, Christian Osterburg, Artem Smirnov, Rebecca Lotz, Paul Miller, Zinaida Dedeić, Shan Zhong, Martin Oti, Evelyn N. Kouwenhoven, Ruth Asher, Robert Goldin, Michael Tellier, Shona Murphy, Huiqing Zhou, Volker Dötsch, and Xin Lu**

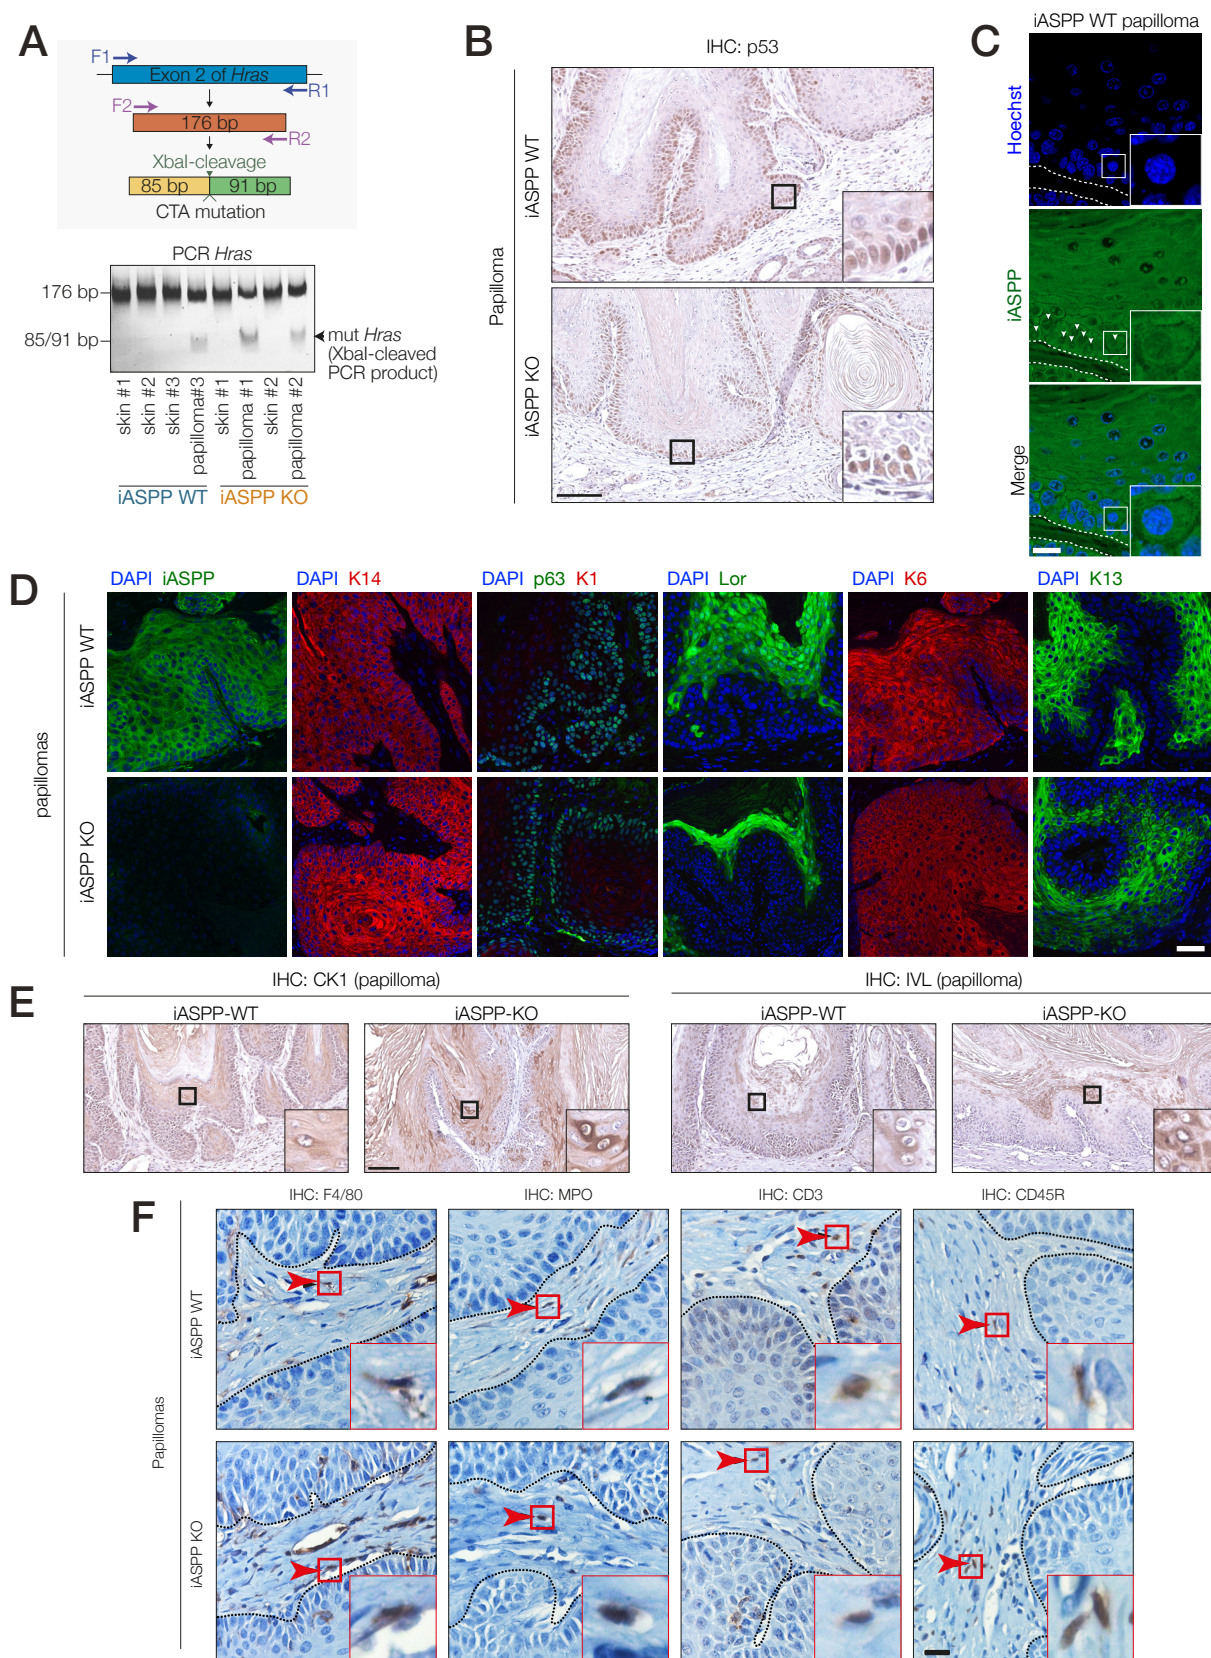

**Figure S1. iASPP suppresses skin tumorigenesis driven by chemically-induced mutant Ras and inflammation. Related to Figure 1** (A) (Top) Scheme showing the location of primers for detection of Hras mutation. (Bottom) PCR detection of Hras mutation in skin and papilloma samples from WT and iASPP KO mice. (B) IHC analysis of p53 expression in WT and iASPP-KO papilloma samples. Scale bar 100  $\mu$ m. (C) IF staining of iASPP expression in a WT papilloma sample. Scale bar 25  $\mu$ m. (D) Immunofluorescence staining of iASPP, cytokeratin 14, p63, cytokeratin 1, loricrin, cytokeratin 6, and cytokeratin 13 in papillomas from WT and KO mice. Scale bar 25  $\mu$ m. (E) IHC analysis of keratin 1 (CK1) and involucrin (IVL) expression in WT and iASPP-KO papilloma samples. Scale bar 100  $\mu$ m. (F) Immunohistochemical analysis of expression of F4/80 (macrophages), MPO (neutrophils), CD3 (T cells), and CD45R (B cells) in papillomas from WT and KO mice. Arrowheads indicate examples of stained immune cells. Dotted line shows boundary between epidermis and stroma. Scale bar 25  $\mu$ m.

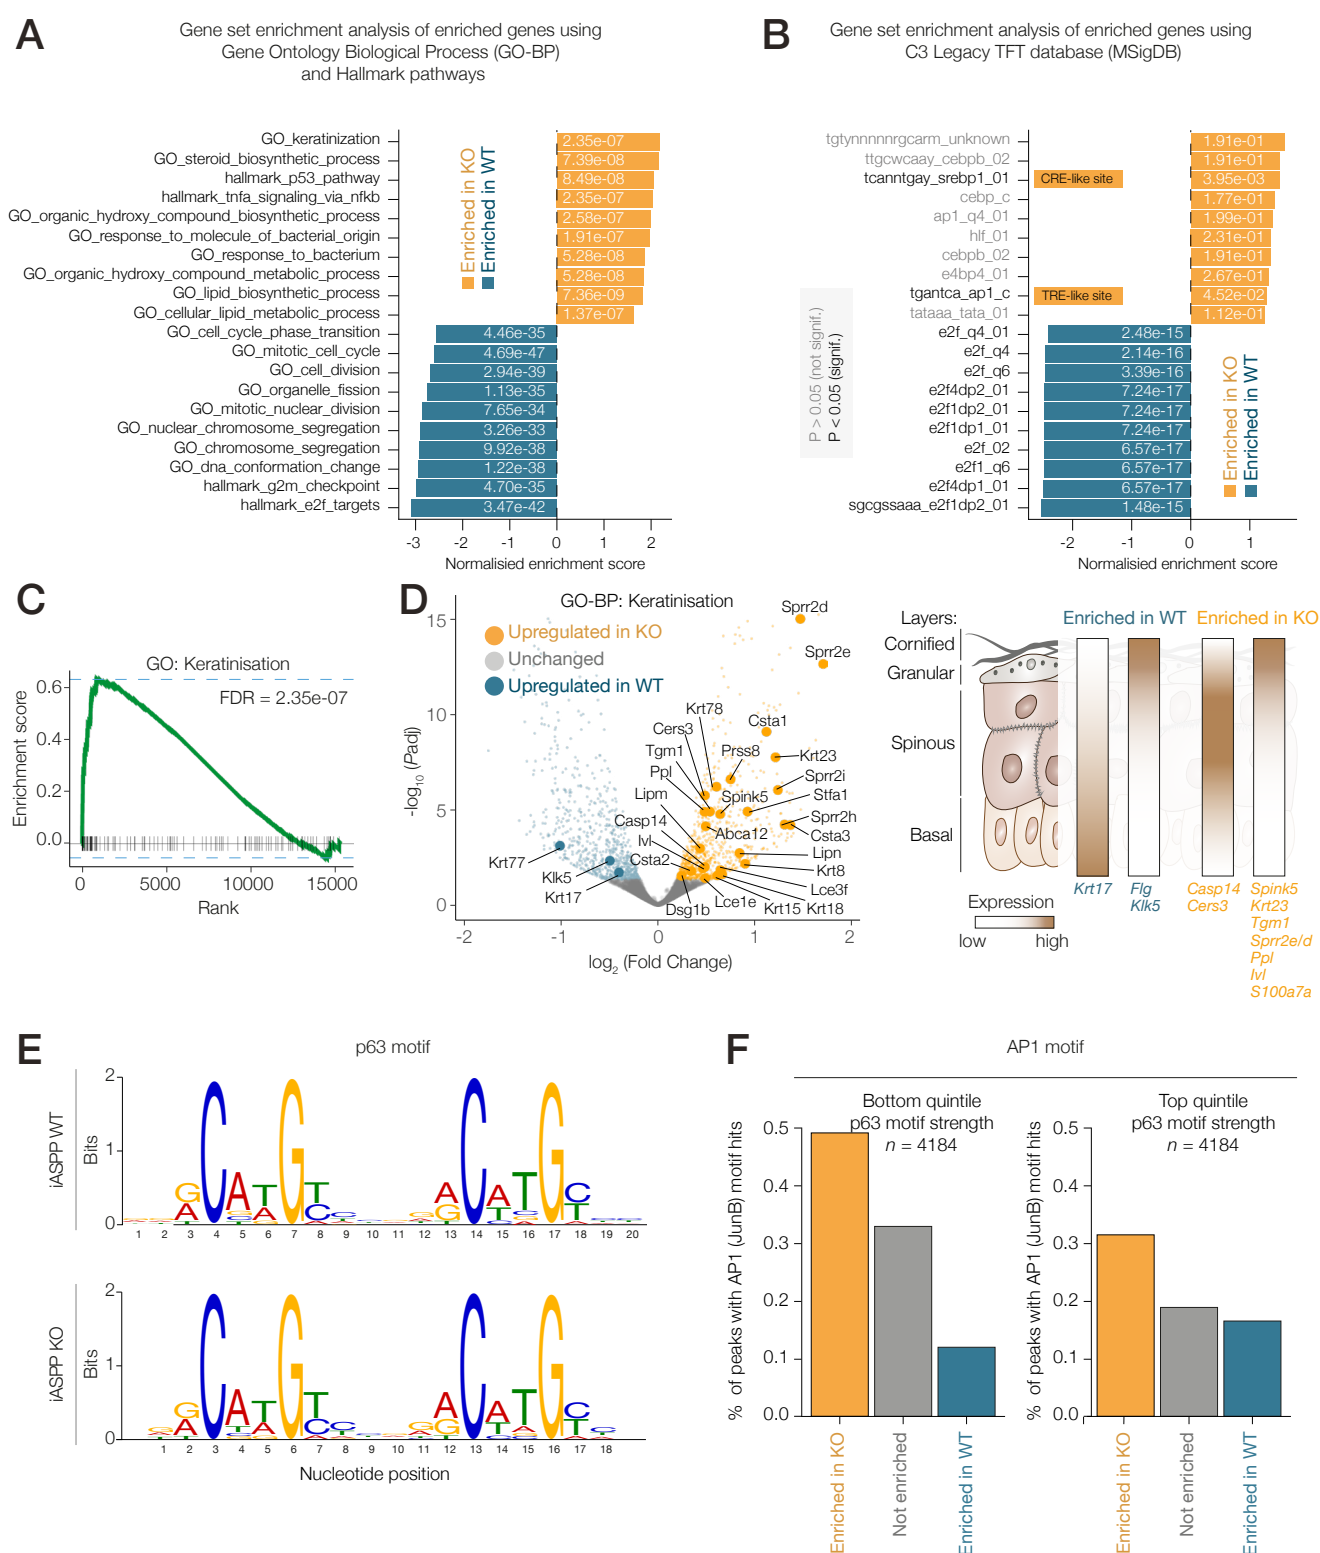

**Figure S2. Loss of iASPP selectively enhances p63 binding to regions that often contain AP1 motifs. Related to Figure 2 (A)** FGSEA pathway analysis using moderated fold changes to identify significantly enriched pathways within the Hallmark and Gene Ontology Biological Process pathway collections. The top 10 significant pathways in iASPP KO and WT were identified by the adjusted p-value, with the magnitude of the normalized enrichment score (NES) as tiebreaker if needed. For each pathway, the NES is represented by the length of the bar along the x-axis, and the adjusted p-value is displayed on top of the bar. **(B)** FGSEA pathway analysis as in A but using the C3 Legacy TFT database (MSigDB), which lists genes that have highly conserved instances of TF motifs in their promoter regions. Only two pathways reach significant enrichment in iASPP KO following p-value adjustment; these are in bold for emphasis. **(C)** FGSEA enrichment plot for GO-BP Keratinization pathway. **(D)** (Left) Genes from the GO Keratinization pathway with an adjusted p-value < 0.05 in differential expression analysis are highlighted on the RNA-seq plot. (Right) Schematic showing expression levels of modulated genes from GO keratinization pathway across the layers of human epidermis. **(E)** Consensus p63 motifs identified in iASPP WT-enriched and KO-enriched p63 peak regions (with MANORM  $p < 5e-3$ ), as determined by STREME analysis. **(F)** Peak sequences were scored for the presence or absence of the AP1 (JUNB) motif using an FDR threshold of  $1e-3$  with the representative MA0490.1/JUNB motif. The percentages of peaks containing this AP1 motif were calculated for the peak enrichment categories defined in (A), and the results are plotted in these barplots. The figure is faceted depending on the quintiles of the score assigned by FIMO to the top hit for a p63 motif in each sequence; on the left facet, the bottom quintile (weakest/absent p63 motifs) subset is shown, while the right facet shows the top quintile of peaks, with the highest similarity to the canonical p63 motif in JASPAR.

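The authors' comparison called 29 genes of the keratinization pathway, and all of them were tested here. In iASPP KO, 15 had significantly higher expression, among them *Csta3*, *Krt23*, *Csta1*, *Stfa1*, *Prss8*, *Spink5*, *Krt78* and *Abca12*. In iASPP WT, 2 had, *Krt77* and *Krt17*. Of the read-length windows of *Stfa1*, 36.1% also occur in other genes. With adjustment over the 29 alone the numbers were 25 and 3, which shows no stability because the genes are the authors' own calls on these libraries. Log2 fold changes ran from −1.33 for *Krt77* to 3.37 for *Csta2*, a gene that did not pass (adjusted p = 0.317 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and has 24.4% of its read-length windows in other genes. Each of the 29 changed in the same direction in all 3 batches. When a batch was left out, 7 to 23 of them passed upward and 0 to 1 downward. *Krt17*, 1 of the most abundant transcripts of these cells at 1.95% of all counts, had a log2 fold change of −0.57.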

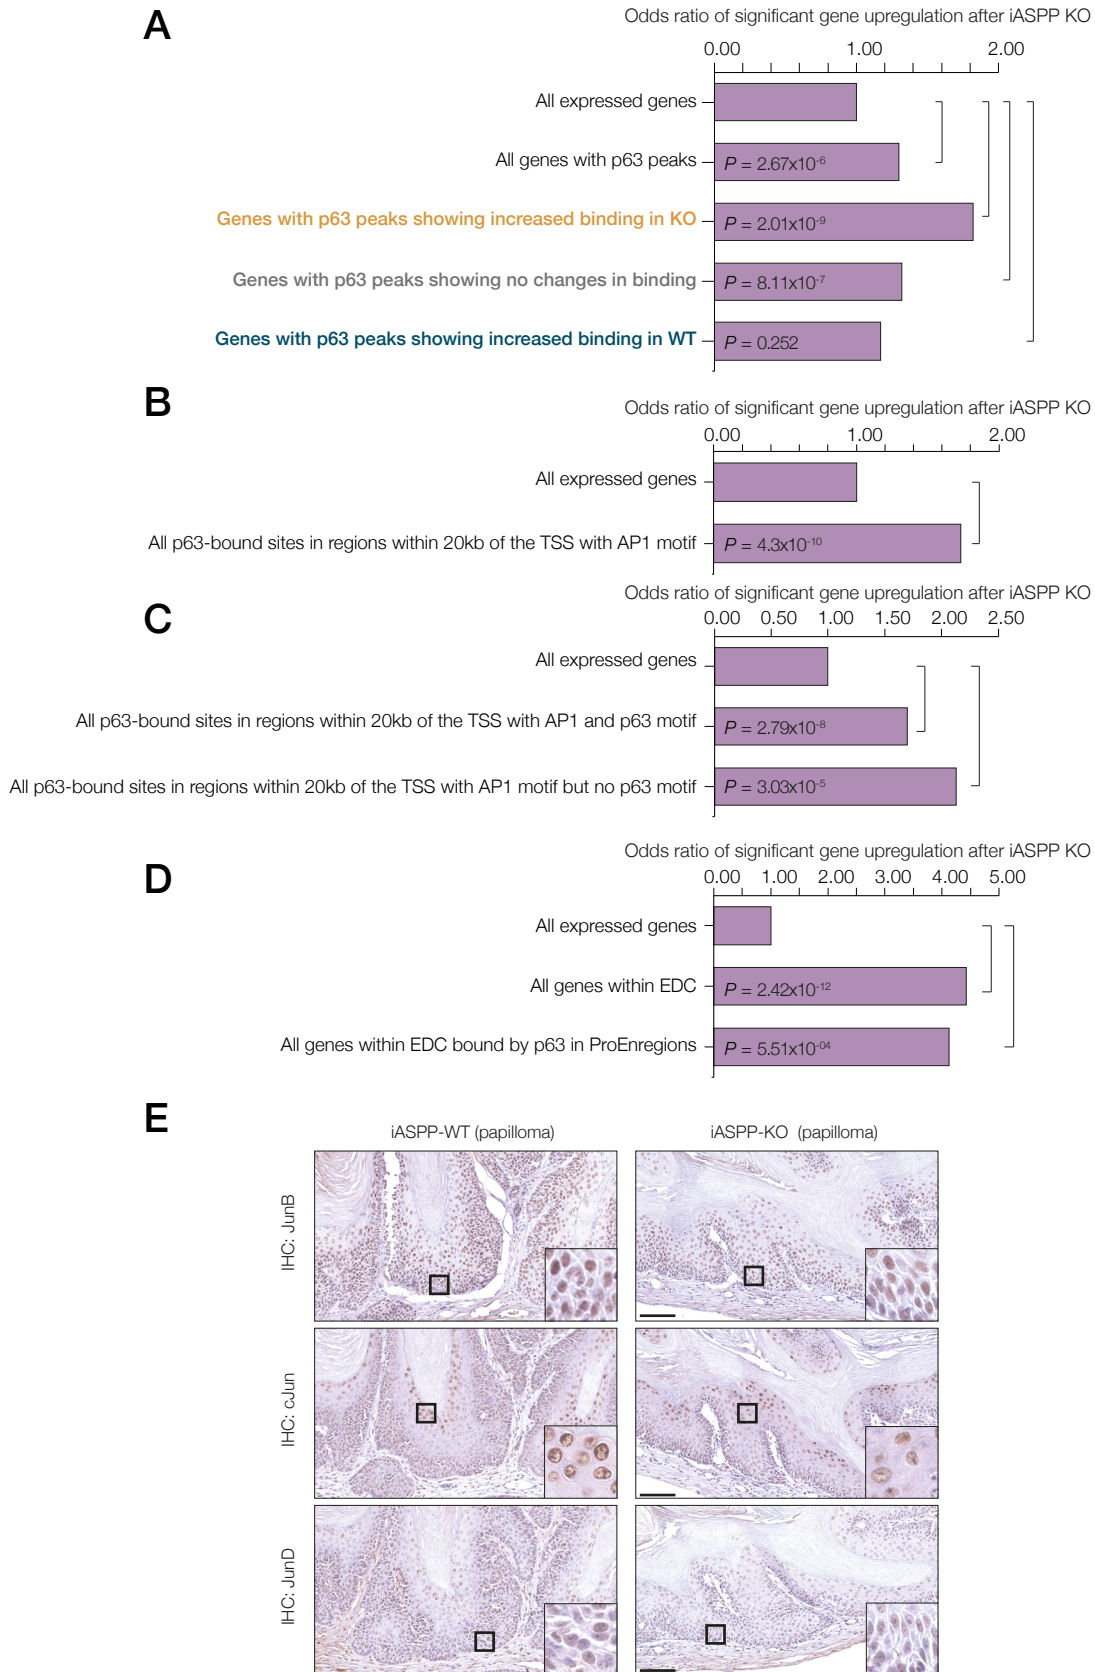

**Figure S3. iASPP depletion affects expression of epidermal differentiation genes. Related to Figure 3** (A) Barplots show the odds of significant gene upregulation after iASPP KO based on membership in categories defined from ChIP-seq data. In each case, we investigate the defined subsets in relation to the full reference set of 15,320 expressed genes, of which 969 (6.3%) are upregulated. For each bar, we provide the odds ratio, defined as the proportion of upregulated genes in the subset divided by the same proportion in the reference set, and the associated value as calculated by a Pearson's chi-squared test. In the top subplot, subcategories are defined by the presence or absence of AP1 or p63 motifs, with a FIMO FDR of 0.001 used as a threshold to call the presence of motifs in each peak region sequence. (B) Barplots as in A defined by the presence of AP1 motif. (C) Barplots as in A defined by the presence of AP1 motif and presence or absence of p63 motifs. (D) Odds ratios for significant gene upregulation and the associated p-value are shown for comparisons between all expressed genes in the EDC (n=68, 27.9% significantly upregulated) and the reference set of all expressed genes (n=15,320, 6.3% significantly upregulated). A comparison is also done with a subset of expressed EDC genes with a p63 binding site within 20kb of the TSS (n=23, 26.1% significantly upregulated). (E) IHC analysis of JunB, cJun, and JunD expression in WT and iASPP-KO papilloma samples. Scale bar 100  $\mu$ m.

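The set of expressed genes depends on how genes with few counts are left out. The authors' deposited table lists 15320 genes, with 8.52 as its lowest mean normalized count. Of the 323 genes called higher in iASPP KO here, 306 (94.7%) are significant in the same direction in the authors' deposited table, and of the 291 called higher in iASPP WT 288 (99.0%) are. Across the 14800 genes in both tables, the unadjusted p-values of edgeR and those in the authors' deposited table had a rank correlation of 0.990, computed over genes, which are not independent replicates. With DESeq2 run here on the same counts with a batch term, 12291 genes were left after its own filter, 480 higher in iASPP KO and 407 higher in iASPP WT.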

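Which genes count as the EDC sets the size of the group. Within the stretch from *Ilf2* to *S100a10*, the authors' deposited table lists 71 genes, of which 20 (28.2%) are significantly higher in iASPP KO and 4 significantly higher in iASPP WT. In the edgeR fit made here, starting the region at *S100a1* left 67 tested genes and a ratio of shares of 9.65, and choosing members by gene family left 61 and a ratio of 10.6. The same 14 genes were upregulated under each of these definitions.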

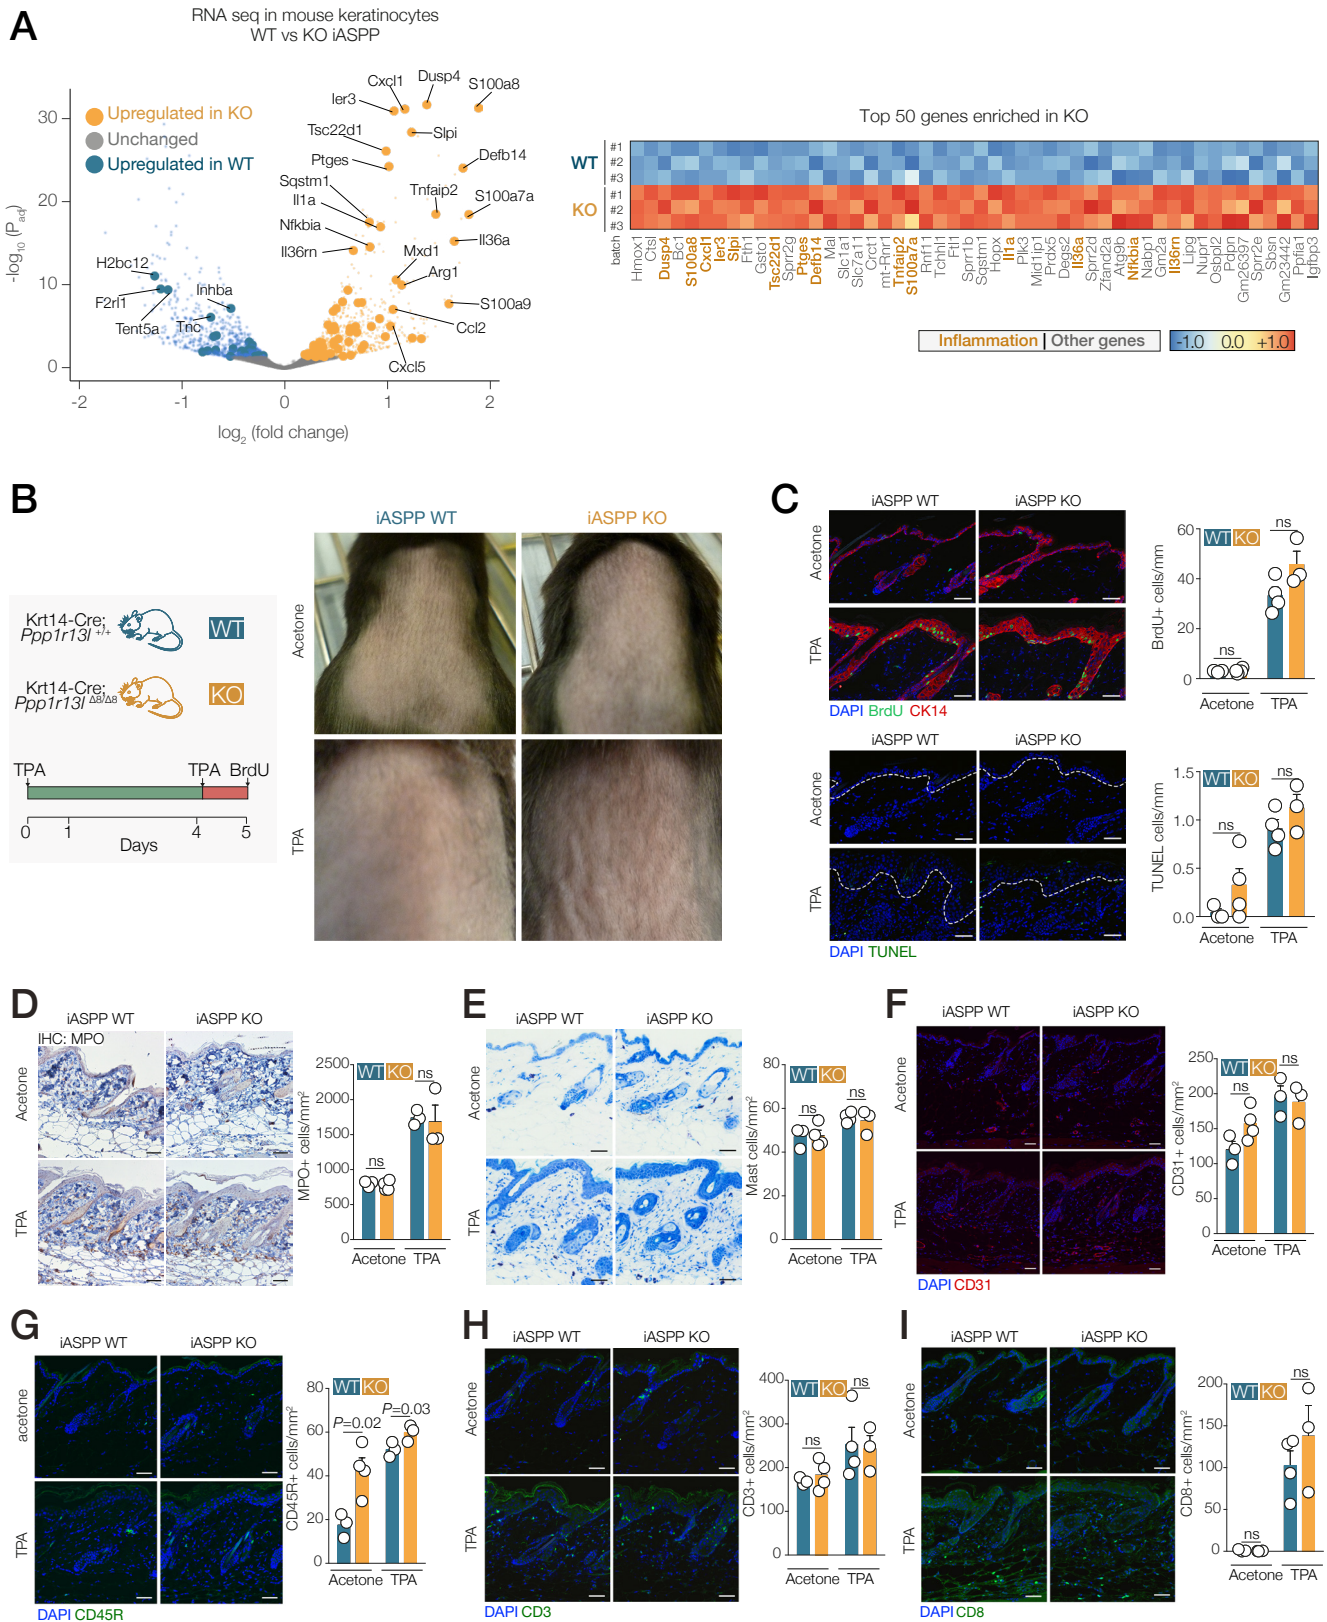

**Figure S4. iASPP deficient keratinocytes induce pro-inflammatory gene expression in vitro and attract macrophages in vivo. Related to Figure 4** (A) Volcano plot shows the moderated log fold changes and associated adjusted p-value after iASPP knockout. Genes are assigned a colour depending on whether they are determined to be as significant (adjusted p-value < 0.05) and in which condition they are significantly enriched in. Significantly differentially expressed genes in two inflammatory pathways (Hallmark: TNFA\_SIGNALING\_VIA\_NFKB and GO-BP: RESPONSE\_TO\_BACTERIUM) are labelled. On the right, heatmap showing the 50 genes most significantly enriched in iASPP KO. Genes belonging to these same two pathways are highlighted. (B) (Left) Schematic illustration of the TPA induction protocol. (Right) Representative images of treated skin in WT and iASPP KO mice. (C) Immunofluorescence analysis (left) and quantification (right) of BrdU-positive and TUNEL-positive cells in skin samples from WT and iASPP KO mice upon acetone or TPA treatment. Dashed line shows boundary between epidermis and dermis. n=3 (WT, acetone cohort), n=4 (KO, acetone cohort), n=4 (WT, TPA cohort), n=3 (KO, TPA cohort). (D) Immunohistochemical analysis (left) and quantification (right) of MPO-positive cells in skin samples from WT and iASPP KO mice upon acetone or TPA treatment. (E) Immunohistochemical analysis (left) and quantification (right) of mast cells in skin samples from WT and KO mice upon TPA treatment. (F) Immunofluorescence analysis (left) and quantification (right) of CD31-positive cells in skin samples from WT and KO mice upon TPA treatment. (G) Immunofluorescence analysis (left) and quantification (right) of CD45R-positive cells in skin samples from WT and KO mice upon TPA treatment. (H) Immunofluorescence analysis (left) and quantification (right) of CD3-positive cells in skin samples from WT and KO mice upon TPA treatment. (I) Immunofluorescence analysis (left) and quantification (right) of CD8-positive cells in skin samples from WT and KO mice upon TPA treatment. For C-I, P value was calculated by t-test with false discovery (BKY) correction for multiple testing. Scale bar 100  $\mu$ m.

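Genes of the TNF and bacterial response pathways that the authors' comparison called include *Il1f6*, *Defb14*, *Slpi*, *Arg1*, *Ptges*, *Dusp4* and *Ier3*. In the fit used here 25 such genes were tested, and all passed the threshold, 20 higher in iASPP KO and 5 higher in iASPP WT (highest adjusted p 0.0229 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). They are the authors' own calls on these libraries, so their passing shows no stability. *Defb14*, which encodes a beta-defensin, had a log2 fold change of 1.84, *Dusp4* of 1.42 and *Slpi* of 1.27. Those higher in iASPP WT were *H2bc12* (log2 fold change −1.37), *F2rl1* (−1.31), *Tent5a* (−1.23), *Tnc* (−0.76) and *Inhba* (−0.55). Reads of *H2bc12* are hard to place, since 74.7% of its read-length windows also occur in 17 other genes. When a batch was left out, 18 to 20 of the genes higher in iASPP KO and 3 to 5 of those higher in iASPP WT passed.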

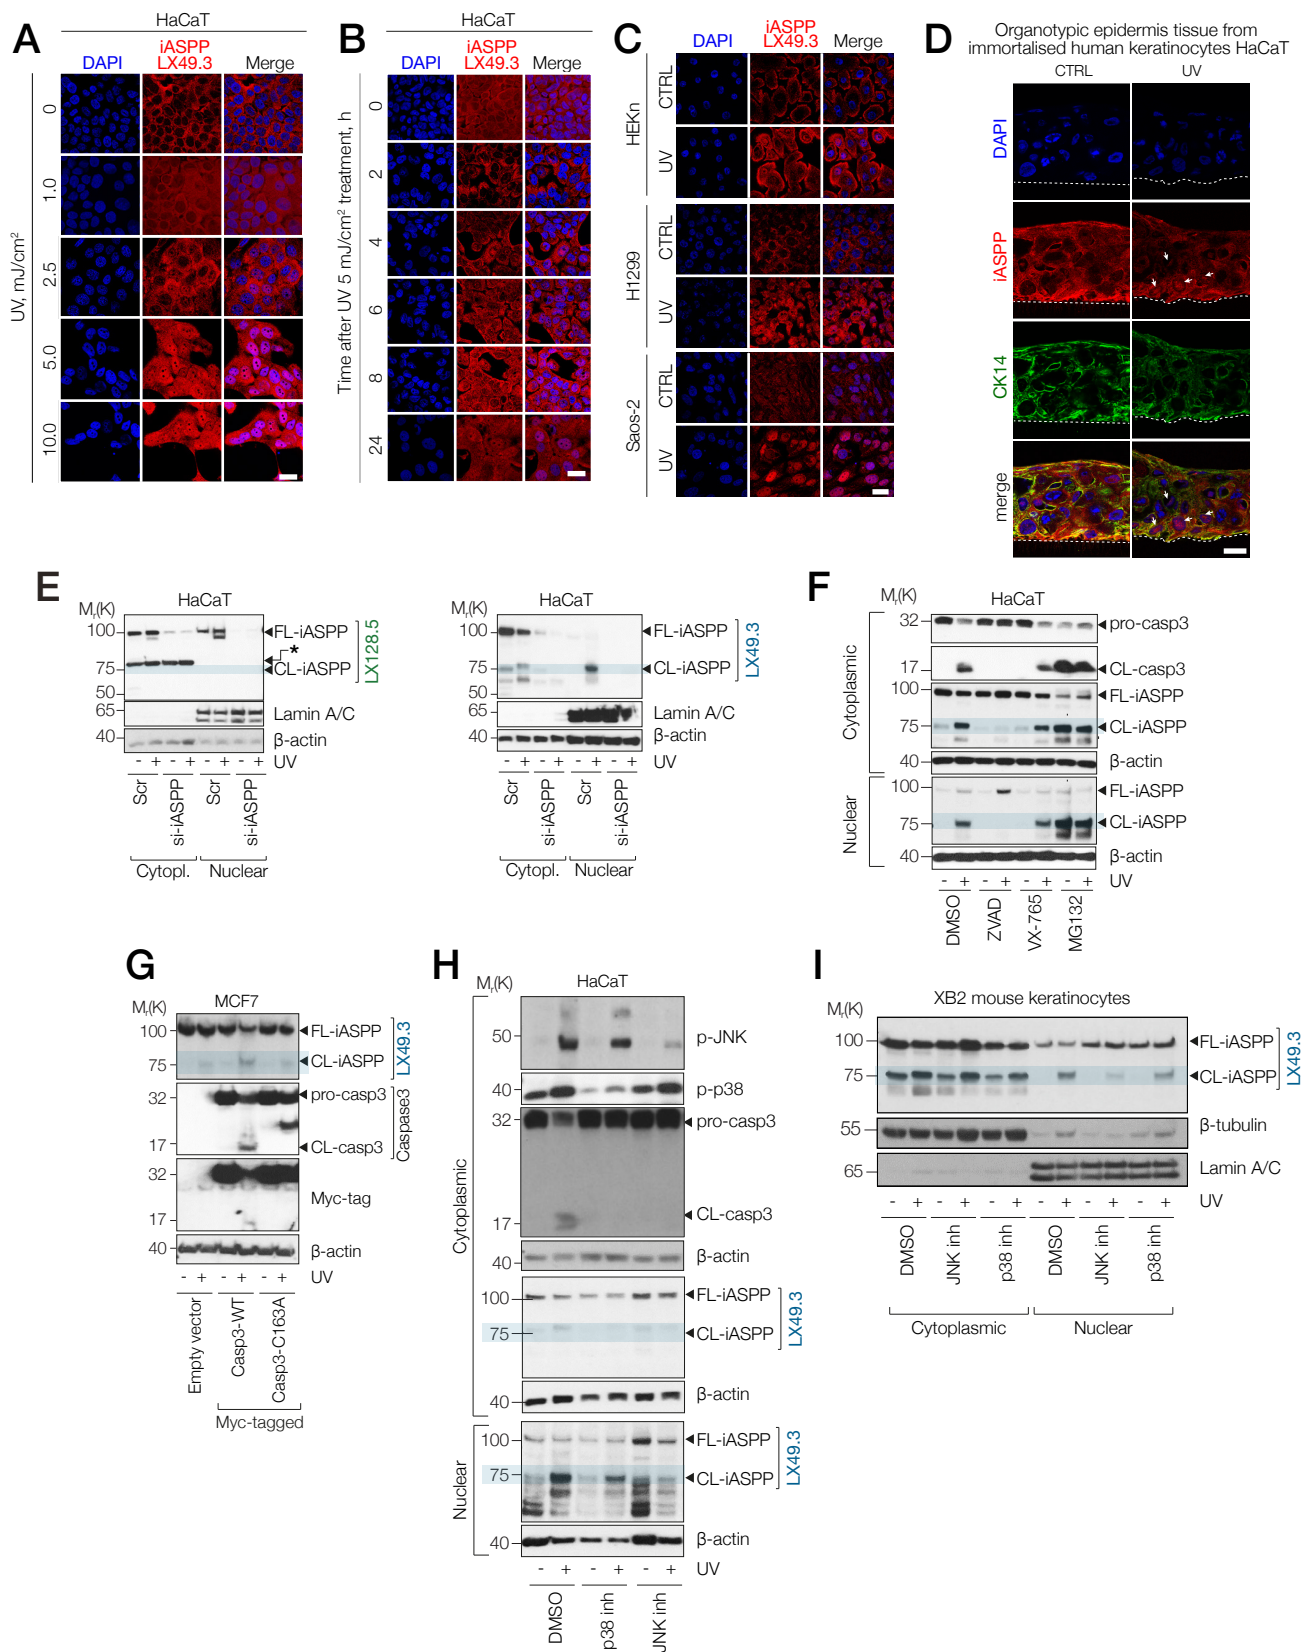

**Figure S5. Cross regulation between iASPP and JNK/AP1. Related to Figure 5** (A) Immunofluorescence analysis of iASPP colocalisation in HaCaT cells irradiated with increasing doses of UV. Cells were subjected to immunostaining 24h after UV irradiation. Scale bar 10  $\mu$ m. (B) Immunofluorescence analysis of iASPP localisation in HaCaT cells irradiated with 5 mJ/cm<sup>2</sup> UV. Cells were subjected to immunostaining at 2h, 4h, 6h, 8h, and 24h after UV irradiation. Scale bar 10  $\mu$ m. (C) Immunofluorescence analysis of iASPP localisation in HEK293, H1299, and Saos-2 cells irradiated with 5 mJ/cm<sup>2</sup> UV. Cells were subjected to immunostaining 24h after UV irradiation. Scale bar 10  $\mu$ m. (D) Immunofluorescence analysis of iASPP (LX49.3) and cytokeratin 14 (CK14) expression levels in organotypic epidermis tissue from HaCaT cells. Tissues were irradiated with 150 mJ/cm<sup>2</sup> UV. Sections were collected and subjected to immunofluorescence analysis 24h after UV irradiation. Scale bar 25  $\mu$ m. (E) Western blot analysis of iASPP expression levels in cytoplasmic and nuclear fractions of HaCaT cells upon 5 mJ/cm<sup>2</sup> UV irradiation after iASPP knock-down. Lamin A/C was used as a marker of nuclear fraction. iASPP was detected by either LX49.3 or LX128.5 anti-iASPP antibodies. \* refers to a non-specific band recognized by LX128.5 at around 78 kDa in the cytoplasmic fraction in the left panel of S5E. (F) Western blot analysis of iASPP and caspase-3 expression in cytoplasmic and nuclear fractions of HaCaT cells pre-treated with either pan-caspase inhibitor (ZVAD), caspase-1/4 inhibitor (VX-765) or proteasome inhibitor (MG132) for 1h and exposed to 5 mJ/cm<sup>2</sup> UV irradiation. Cells were collected 24h after UV irradiation. (G) Western blot analysis of iASPP, caspase-3, and myc-tag expression levels in MCF7 cells transfected with either wild-type (WT) or mutant (C163A) myc-tagged caspase-3 for 24h and then exposed to 5 mJ/cm<sup>2</sup> UV irradiation. Cells were collected 24h after UV irradiation. (H) Western blot analysis of iASPP, p-JNK, p-38, and caspase 3 expression levels in the samples from Figure 5H after subcellular fractionation. (I) Western blot analysis of iASPP expression levels in the same treatments after subcellular fractionation of XB2 mouse keratinocytes.  $\beta$ -tubulin and lamin A/C as fractionation controls.

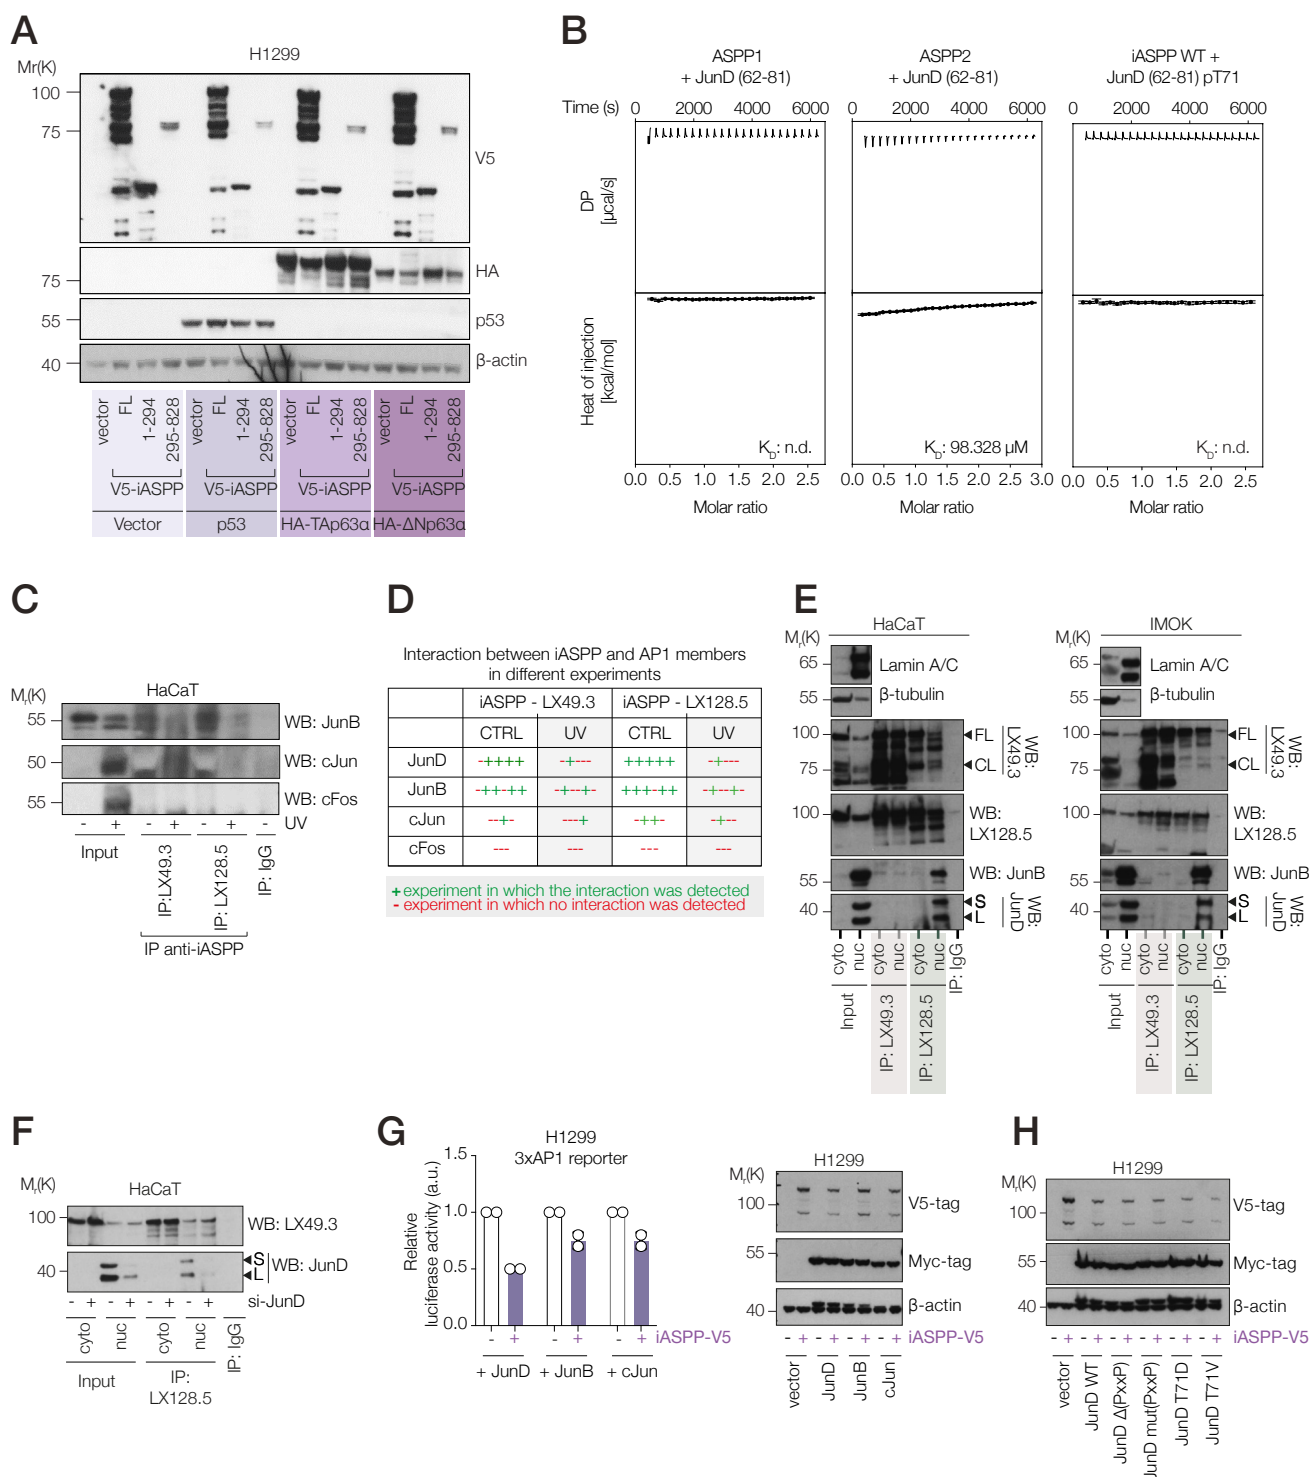

**Figure S6. iASPP SH3 domain interacts with JunD N-terminal PxxP motif to inhibit AP1 transcriptional activity. Related to Figure 6** (A) Western blot analysis of expression of p63, p53 and iASPP mutants in samples from Figure 6A. (B) ITC results of JunD peptide binding to either ASPP1 (left) or ASPP2 CTD (middle) and JunD pT71 peptide binding to iASPP CTD (right). Raw titration profiles are displayed in the top diagrams and integrated heat in the bottom diagram. Best fit of single-site binding model is shown as a solid black line with the resulting equilibrium binding constant ( $K_D$ ). All other fit parameters are provided in Table S2. (C) Co-immunoprecipitation using anti-iASPP antibodies in lysates from Figure 6F. Western blot for JunB, c-Jun, and c-Fos. (D) Table showing whether AP1 members were co-immunoprecipitated with iASPP using LX49.3 or LX128.5 anti-iASPP antibodies in different experiments (biological replicates). “+” (green) indicates that interaction was detected, while “-” (red) indicates that no interaction was detected. (E) Co-immunoprecipitation using anti-iASPP antibodies in lysates of HaCaT or IMOK cells subjected to subcellular fractionation. Western blot for JunB and JunD.  $\beta$ -tubulin and lamin A/C as fractionation controls. (F) Co-immunoprecipitation using anti-iASPP antibody LX128.5 in lysates of HaCaT cells subjected to subcellular fractionation after JunD knock-down (si-JunD). Western blot for JunD and iASPP. (G) (Left) Luciferase activity assay in H1299 cells using 3xAP1 reporter after overexpression of V5-tagged iASPP combined with Myc-tagged JunD, JunB or c-Jun. Luciferase luminescence was normalised over renilla luminescence. Values shown are mean fold change over empty vector  $\pm$  SD,  $n = 2$  (biological replicates). (Right) Western blot confirming the overexpression of V5-tagged and Myc-tagged proteins. (H) Western blot confirming the overexpression of V5-tagged and Myc-tagged proteins in the samples from the Figure 6H.

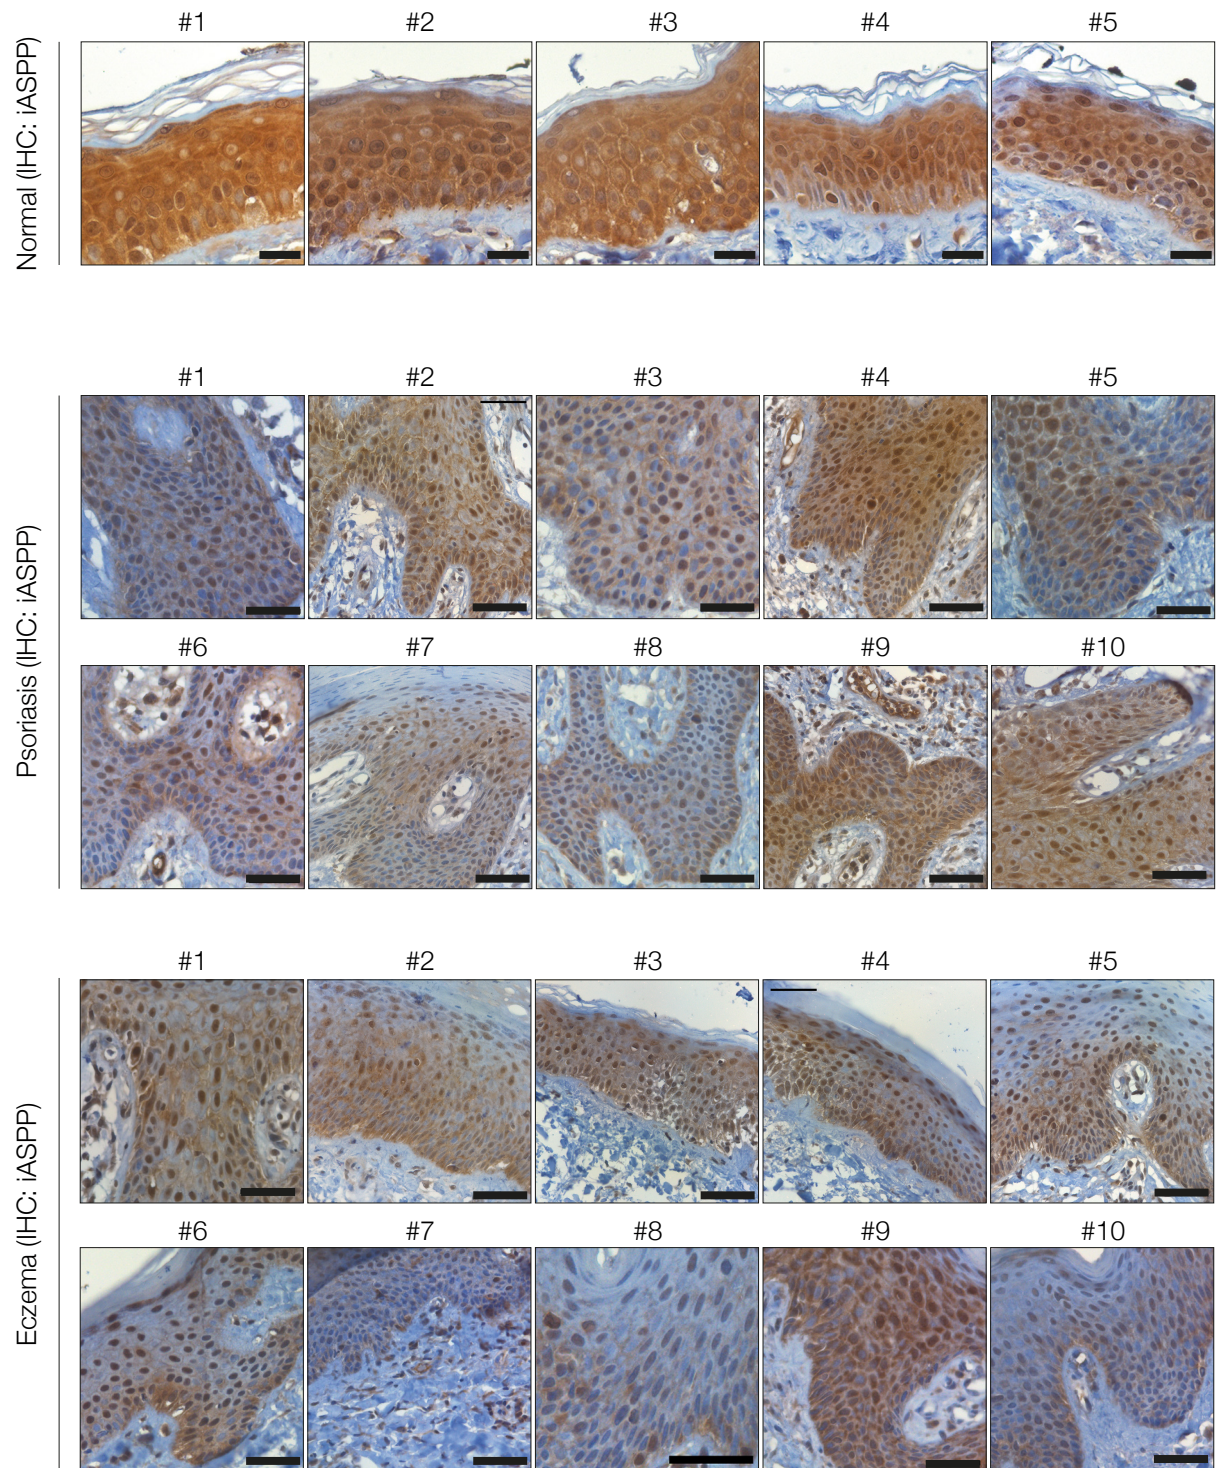

**Figure S7. iASPP expression in human skin samples. Related to Figure 5.** IHC analysis of iASPP expression on samples of normal human skin or skin from patients affected by psoriasis or eczema. Scale bar 100  $\mu$ m.

**Table S1. List of the primers used in the study, Related to "*Mouse Experiments and Genotyping*", "*mRNA extraction and qPCR*" and "*Cloning and mutagenesis*" sections of the STAR Methods**

| qPCR primers                    |                            |
|---------------------------------|----------------------------|
| Name                            | Sequence                   |
| Ppp1r13l - For                  | AGACTCCAGCACCTCAACAGA      |
| Ppp1r13l - Rev                  | GACCGTGCCTTCATCTGC         |
| S100a8 - For                    | CCTTTGTCAGCTCCGTCTTC       |
| S100a8 - Rev                    | TAGAGGGCATGGTGATTTC        |
| S100a9 - For                    | GCTGCATGAGAACAACCCAC       |
| S100a9 - Rev                    | TCCCTTTAGACTTGGTTGGGC      |
| IL1a - For                      | ATCAGCAACGTCAAGCAACG       |
| IL1a - Rev                      | AGGTGCTGATCTGGGTGGA        |
| Il36a - For                     | CCCACTCATTCTGACCCAAG       |
| Il36a - Rev                     | GAGAGAGTGCCACAGAGCAA       |
| Il36b - For                     | TGCCTGCTGTCATAACTTCG       |
| Il36b - Rev                     | CAAGATTGTGGAGGGAAAGC       |
| IL6 - For                       | AGAAGGAGTGGCTAAGGACCA      |
| IL6 - Rev                       | AACGCACTAGGTTTGCCGA        |
| IL1b - For                      | CATCTCGGAGCCTGTAGTGC       |
| IL1b - Rev                      | CGTGGACCTTCCAGGATGAG       |
| TNF - For                       | GGCAGGTCTACTTTGGAGTCATTGC  |
| TNF - Rev                       | ACATTTCGAGGCTCCAGTGAATTCGG |
| CXCL1 - For                     | CCAGAGCTGAAGGTGTTC         |
| CXCL1 - Rev                     | TCTCCGTTACTTGGGGACAC       |
| GAPDH - For                     | CAGCAAGGACACTGAGCAAGA      |
| GAPDH - Rev                     | GGCCCCCTCCTGTTATTATGG      |
|                                 |                            |
| PCR primers for mice genotyping |                            |
| Name                            | Sequence                   |
| iASPP exon8 - FLP2              | CCGAATTGGAGAAGTGAAGC       |
| iASPP exon8 - I8-2              | CCGAATTGGAGAAGTGAAGC       |
| iASPP exon8 - E8-2              | AGAGCAGCCTCAGAGCATGG       |
| loxP - FLP2                     | CCGAATTGGAGAAGTGAAGC       |
| loxP - FRANT9                   | GGGTAGGAAAAAGGGCTGAG       |
| K14-Cre - R                     | ATTCTCCCACCGTCAGTACG       |
| K14-Cre - 1                     | GCTCTCTGTCACCCTGGCTA       |
| Actin - For                     | GGTGTTCATGGTAGGTATGGGT     |
| Actin - Rev                     | CGCACAATCTCACGTTACG        |
| Cre+ERT - F                     | CATTTGGGCCAGCTAAACAT       |
| Cre+ERT - B                     | ATTCTCCCACCGTCAGTACG       |
|                                 |                            |

**Table S1. List of the primers used in the study (continued)**

| PCR primers for detection of mutant Ras |                                                                                                                      |
|-----------------------------------------|----------------------------------------------------------------------------------------------------------------------|
| Name                                    | Sequence                                                                                                             |
| Ras-Mut-1 - For                         | CTGTGAATTCTCTGGTCTGAGGAG                                                                                             |
| Ras-Mut-1 - Rev                         | TAGGTGGCTCACCTGTACTG                                                                                                 |
| Ras-Mut-2 - For                         | CTAAGCCTGTTGTTTTGCAGGAC                                                                                              |
| Ras-Mut-2 - Rev                         | GGAACCTGGTGTTGTTGATGGC                                                                                               |
|                                         |                                                                                                                      |
|                                         |                                                                                                                      |
| PCR primers for cloning                 |                                                                                                                      |
| Name                                    | Sequence                                                                                                             |
| ΔNp63 AA2 BamHI - For                   | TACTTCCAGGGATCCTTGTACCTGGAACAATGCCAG                                                                                 |
| p63α Stop XhoI - Rev                    | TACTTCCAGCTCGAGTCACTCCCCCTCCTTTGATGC                                                                                 |
| c-Fos AA3 BamHI - For                   | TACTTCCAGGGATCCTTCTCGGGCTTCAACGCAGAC                                                                                 |
| c-Fos Stop XhoI - Rev                   | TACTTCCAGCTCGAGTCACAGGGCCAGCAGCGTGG                                                                                  |
| c-Jun AA2 BamHI - For                   | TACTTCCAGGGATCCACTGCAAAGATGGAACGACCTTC                                                                               |
| c-Jun Stop XhoI - Rev                   | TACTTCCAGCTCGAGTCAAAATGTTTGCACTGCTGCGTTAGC                                                                           |
| JunB AA2 BamHI - For                    | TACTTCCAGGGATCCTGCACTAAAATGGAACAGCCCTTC                                                                              |
| JunB Stop XhoI - Rev                    | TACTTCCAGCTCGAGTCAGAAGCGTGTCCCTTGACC                                                                                 |
| JunD AA2 BamHI - For                    | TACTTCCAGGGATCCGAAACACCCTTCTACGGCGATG                                                                                |
| JunD Stop XbaI - Rev                    | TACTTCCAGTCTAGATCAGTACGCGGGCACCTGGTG                                                                                 |
| JunD ΔPxxP - For                        | CTGCGGCCGCGCCGGCCGACGGCGCCCC                                                                                         |
| JunD ΔPxxP - Rev                        | GGGGCGCCGTGCGCCGGCGCGGCCGCGAG                                                                                        |
| JunD mutPxxP - For                      | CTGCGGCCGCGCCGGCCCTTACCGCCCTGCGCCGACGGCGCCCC                                                                         |
| JunD mutPxxP - Rev                      | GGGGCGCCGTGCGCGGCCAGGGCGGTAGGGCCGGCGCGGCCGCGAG                                                                       |
| JunD T71D - For                         | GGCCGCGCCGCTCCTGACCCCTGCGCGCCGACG                                                                                    |
| JunD T71D - Rev                         | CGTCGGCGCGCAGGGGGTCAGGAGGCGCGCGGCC                                                                                   |
| JunD T71V - For                         | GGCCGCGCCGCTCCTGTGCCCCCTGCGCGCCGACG                                                                                  |
| JunD T71V - Rev                         | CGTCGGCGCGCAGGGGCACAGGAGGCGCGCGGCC                                                                                   |
| HisX Halo NcoI - For                    | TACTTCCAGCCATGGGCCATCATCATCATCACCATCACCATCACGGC<br>AGCGCAGAAATCGGTACTGGCTTTC                                         |
| Halo TEV 3xGS BamHI Stop<br>XhoI - Rev  | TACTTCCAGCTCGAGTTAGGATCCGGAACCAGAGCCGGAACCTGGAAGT<br>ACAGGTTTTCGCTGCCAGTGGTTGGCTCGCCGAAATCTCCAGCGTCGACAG<br>CCAGCGCG |
| ASPP1 CTD BamHI - For                   | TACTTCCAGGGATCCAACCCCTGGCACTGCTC                                                                                     |
| ASPP1 CTD Stop XhoI - Rev               | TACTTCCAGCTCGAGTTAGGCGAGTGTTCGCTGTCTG                                                                                |
| ASPP2 CTD BamHI - For                   | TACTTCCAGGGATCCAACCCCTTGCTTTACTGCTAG                                                                                 |
| ASPP2 CTD Stop XhoI - Rev               | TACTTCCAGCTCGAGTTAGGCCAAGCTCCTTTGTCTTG                                                                               |
| iASPP CTD BamHI - For                   | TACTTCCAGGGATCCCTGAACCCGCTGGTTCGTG                                                                                   |
| iASPP CTD Stop XhoI - Rev               | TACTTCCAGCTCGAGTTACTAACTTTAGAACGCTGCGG                                                                               |
| iASPP N813A Y814A - For                 | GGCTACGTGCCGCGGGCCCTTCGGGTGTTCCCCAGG                                                                                 |
| iASPP N813A Y814A - Rev                 | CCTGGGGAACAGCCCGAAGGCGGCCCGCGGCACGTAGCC                                                                              |

**Table S2. ITC fit parameters. Related to Figure 6**

| Component A (cell)    | Component B (syringe) | K <sub>D</sub> (95% CI) [μM] | ΔH (95% CI) [kcal/mol]    | IncfA (95% CI)         | IncfB (95% CI) |
|-----------------------|-----------------------|------------------------------|---------------------------|------------------------|----------------|
| iASPP CTD             | JunD peptide          | 4.575 (4.353 to 4.808)       | -9.277 (-9.443 to -9.120) | 0.079 (0.068 to 0.090) | 0              |
| ASPP1 CTD             | JunD peptide          | n.d.                         | n.d.                      | n.d.                   | n.d.           |
| ASPP2 CTD             | JunD peptide          | 98.328 (87.078 to 111.517)   | -4.334 (-4.674 to -4.041) | 0                      | 0              |
| iASPP CTD N813A Y814A | JunD peptide          | n.d.                         | n.d.                      | n.d.                   | n.d.           |
| iASPP CTD             | JunD pT71 peptide     | n.d.                         | n.d.                      | n.d.                   | n.d.           |

# Supplementary material for: Mutant Ras and inflammation-driven skin tumorigenesis is suppressed via a JNK-iASPP-AP1 axis
**Source:** Cell Rep. 2022 Oct 18;41(3):111503. doi: 10.1016/j.celrep.2022.111503
**Supplement:** Document S2. Article plus supplemental information

# Mutant Ras and inflammation-driven skin tumorigenesis is suppressed via a JNK-iASPP-AP1 axis

## Graphical abstract

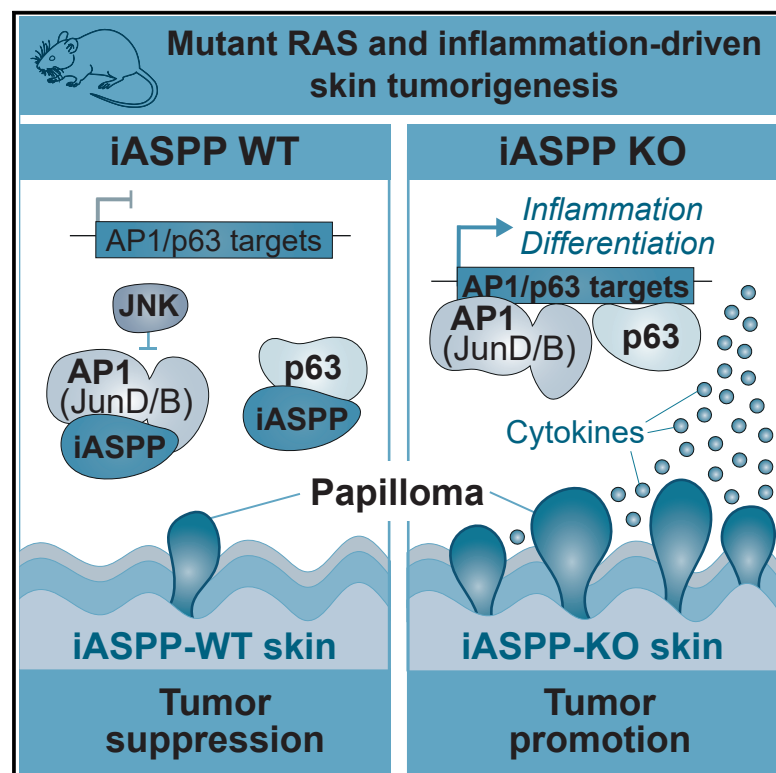

## Authors

Khatoun Al Moussawi, Kathryn Chung, Thomas M. Carroll, ..., Huiqing Zhou, Volker Dötsch, Xin Lu

## In brief

Al Moussawi et al. show that iASPP, a known p53 inhibitor, suppresses inflammation-driven skin tumorigenesis *in vivo*. Mechanistically, iASPP binds JunD via PxxP/SH3 interaction and forms a JNK-iASPP-AP1 axis that selectively represses the expression of a subset of AP1 and p63 target genes involved in skin differentiation and inflammation.

## Highlights

- iASPP is a tumor suppressor of DMBA/TPA-driven mouse skin tumorigenesis
- iASPP controls selective transcription of AP1 and p63 target genes in keratinocytes
- JNK activation disrupts iASPP-JunD complexes that are mediated by PxxP/SH3 binding
- iASPP is a regulator of the AP1 signaling pathway

## Article

# Mutant Ras and inflammation-driven skin tumorigenesis is suppressed via a JNK-iASPP-AP1 axis

Khatoun Al Moussawi,<sup>1,10</sup> Kathryn Chung,<sup>1,10</sup> Thomas M. Carroll,<sup>1,10</sup> Christian Osterburg,<sup>2,10</sup> Artem Smirnov,<sup>1,10</sup> Rebecca Lotz,<sup>2</sup> Paul Miller,<sup>1</sup> Zinaida Dedeić,<sup>1,9</sup> Shan Zhong,<sup>1</sup> Martin Oti,<sup>3</sup> Evelyn N. Kouwenhoven,<sup>3</sup> Ruth Asher,<sup>4,5</sup> Robert Goldin,<sup>6</sup> Michael Tellier,<sup>7</sup> Shona Murphy,<sup>7</sup> Huiqing Zhou,<sup>3,8</sup> Volker Dötsch,<sup>2</sup> and Xin Lu<sup>1,11,\*</sup>

<sup>10</sup>These authors contributed equally

<https://doi.org/10.1016/j.celrep.2022.111503>

## SUMMARY

Concurrent mutation of a RAS oncogene and the tumor suppressor p53 is common in tumorigenesis, and inflammation can promote RAS-driven tumorigenesis without the need to mutate p53. Here, we show, using a well-established mutant RAS and an inflammation-driven mouse skin tumor model, that loss of the p53 inhibitor iASPP facilitates tumorigenesis. Specifically, iASPP regulates expression of a subset of p63 and AP1 targets, including genes involved in skin differentiation and inflammation, suggesting that loss of iASPP in keratinocytes supports a tumor-promoting inflammatory microenvironment. Mechanistically, JNK-mediated phosphorylation regulates iASPP function and inhibits iASPP binding with AP1 components, such as JUND, via PXXP/SH3 domain-mediated interaction. Our results uncover a JNK-iASPP-AP1 regulatory axis that is crucial for tissue homeostasis. We show that iASPP is a tumor suppressor and an AP1 coregulator.

## INTRODUCTION

Acquisition of an activating RAS signaling pathway (EGFR, BRAF, KRAS) mutation and loss of tumor suppression, commonly caused by p53 mutation or deletion, is a central paradigm in carcinogenesis. Inflammation enables mutant RAS to bypass the requirement for loss of tumor suppression to drive tumorigenesis. In a well-established mouse skin tumor model, the chemical carcinogen 7,12-dimethylbenz(a)anthracene (DMBA) induces H-Ras mutation in keratinocytes, and the tumor-promoting agent TPA (12-O-tetradecanoylphorbol-13-acetate) induces inflammation to facilitate tumorigenesis. In this model, papillomas often occur without genetic alteration of the *TP53* (p53) gene. Surprisingly, wild-type (WT) p53 facilitates papilloma initiation, although loss of p53 promotes papilloma-to-carcinoma conversion (Kemp et al., 1993). The underlying mechanisms remain largely unknown.

The master transcription factor of squamous epithelium is p63, a member of p53 family, mainly expressed in the proliferative basal and supra-basal epithelial cells. Inherited point mutations in the p63 DNA binding domain cause human congenital disorders, such as ectrodactyly ectodermal dysplasia clefting and ankyloblepharon-ectodermal dysplasia-cleft lip/palate syndrome due to deregulated keratinocyte differentiation and abnormal squamous epithelium stratification (Brunner et al., 2002). Overexpression of  $\Delta$ Np63, an N-terminal truncated isoform of p63, often occurs in squamous epithelial cancers of the skin, head, and neck (Lo Muzio et al., 2005; Smirnov et al., 2019). Unlike p53, p63 mutations are a rare event in human cancers; the molecular cause for this remains unknown.

Although p63 shares high sequence similarity with p53 in the DNA binding domain, binding a similar consensus sequence (De Laurenzi et al., 2000), only a small group of genes (such as *CDKN1A* (p21)) are transcriptionally regulated by all p53 family

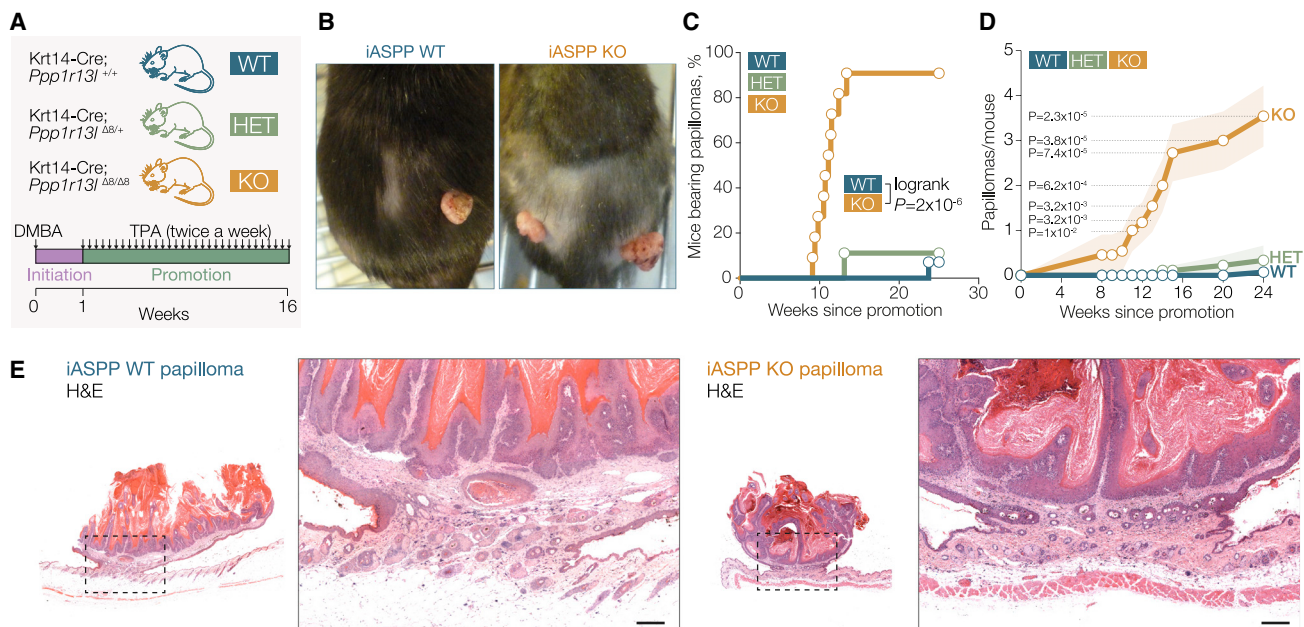

**Figure 1. iASPP suppresses skin tumorigenesis driven by chemically induced mutant Ras and inflammation**

(A) Diagram of the DMBA/TPA two-stage tumor induction protocol. *Krt14-Cre;Ppp1r13l<sup>+/+</sup>*, *Krt14-Cre;Ppp1r13l<sup>Δ8/+</sup>*, and *Krt14-Cre;Ppp1r13l<sup>Δ8/Δ8</sup>* mice are abbreviated as WT, HET, and KO, respectively. Arrows indicate treatment time points.

(B) Representative images showing a dorsal view of papillomas on WT and KO mice.

(C) Papilloma incidence represented as a percentage of mice bearing papillomas in iASPP WT (7%, n = 14), HET (11%, n = 9), and KO (91%, n = 11) mice.

(D) Mean number of papillomas per mouse in WT, HET, and KO mice during DMBA/TPA treatment. Line plot shows mean values, shading represents SEM.

(E) H&E staining of papillomas in iASPP WT and KO mice. Absence of invasion into dermis is shown on enlarged images. Scale bar, 200 μm.

For p calculations for (C) and (D), see STAR Methods.

members in cells and *in vivo*, with most targets specific to individual p53 family members (Osada et al., 2005; Testoni et al., 2006). Like many transcription factors influencing cell fate, transcriptional target selection by p53 family members is regulated by cellular factors that are cell context dependent. Many p53 binding proteins exist, and the evolutionarily conserved ASPP protein family (ASPP1, ASPP2, and iASPP) was identified as the first family able to regulate p53 target selection (Bergamaschi et al., 2003, 2004; Samuels-Lev et al., 2001). Due to its ability to bind the DNA binding domains of p63 and p73, iASPP is also one of the few identified common regulators of p53 family members (Robinson et al., 2008). Experimentally, iASPP deletion causes cellular senescence *in vitro* (Chikh et al., 2011; Notari et al., 2011). The importance of the iASPP/p63 complex is supported by *in vivo* results in animals and humans. iASPP deletion causes abnormal hair growth in mice and cattle, and skin abnormalities in humans (Dedeić et al., 2018; Falik-Zaccari et al., 2017; Herron et al., 2005; Simpson et al., 2009). *In vivo*, iASPP deletion in keratin 14-expressing keratinocytes causes mouse squamous epithelium abnormalities, and phenotypes such as open eyelids at birth and delayed wound healing (Dedeić et al., 2018). In normal human skin, nuclear iASPP co-localizes with p63 in human basal epithelial cells and abnormal skin develops in patients carrying defective *PPP1R13L* (encoding iASPP) (Falik-Zaccari et al., 2017; Notari et al., 2011; Robinson et al., 2019). We hypothesized that part of iASPP's function in skin may be mediated through its ability to bind p63 and regulate transcriptional target selection.

iASPP is an inhibitor of NF-κB (Ge et al., 2021; Herron et al., 2005; Hu et al., 2015; Yang et al., 1999); a key driver of inflammatory signaling pathways and a suppressor of skin tumorigenesis (Dajee et al., 2003). As iASPP is a known p53 inhibitor, an important regulator of p63 in skin homeostasis, and an inhibitor of NF-κB, we hypothesized that iASPP activity may affect how mutant RAS and inflammation drives tumorigenesis. Here, we identify a crucial role of iASPP in regulating selective transcription of p63 and AP1 targets, and show that iASPP coordinates crosstalk between TGFα/EGFR/JNK and p53/p63 pathways to maintain tissue homeostasis, leading to pathogenesis when dysregulated.

## RESULTS

### iASPP suppresses skin tumorigenesis driven by chemically induced mutant Ras and inflammation

iASPP was specifically deleted in keratinocytes by crossing *Ppp1r13l<sup>flloxΔ8/flloxΔ8</sup>* mice with cytokeratin 14 promoter-linked Cre-expressing mice (*Krt14-Cre*), as described previously (Dedeić et al., 2018). The resulting mutant mice, *Krt14-Cre;Ppp1r13l<sup>+/+</sup>*, *Krt14-Cre;Ppp1r13l<sup>Δ8/+</sup>*, and *Krt14-Cre;Ppp1r13l<sup>Δ8/Δ8</sup>*, are referred to as iASPP-WT, iASPP-HET, and iASPP-KO, respectively. These mice were treated with topical DMBA, followed by twice-weekly doses of TPA for 15 weeks (Figure 1A). DMBA induces specific and irreversible activating mutations in the *Hras* proto-oncogene, and TPA, an activator of protein kinase C (Arcoleo and Weinstein, 1985),

induces inflammation, promoting tumorigenesis. After treatment, we observed significantly more papillomas in iASPP-KO than in iASPP-WT animals (Figures 1B–1D) and *Hras* mutations were confirmed (Figure S1A). Almost all iASPP-KO mice developed exophytic papillomas, with higher incidence and earlier onset than iASPP-WT or heterozygous animals (Figures 1C and 1D). DMBA/TPA treatment induced nuclear p53 and iASPP at basal layers of papillomas (Figures S1B and S1C). All examined papillomas were benign, with no signs of epidermal invasion. Underlying muscle layers (Figure 1E) were well differentiated, expressing differentiation markers, such as loricrin, and were covered with extensive layers of keratin (Figure S1D). Of note, iASPP-KO papillomas showed increased numbers of cells strongly positive for differentiation markers keratin 1 (CK1) and involucrin (Figure S1E). Papillomas also showed infiltration of immune cells, such as macrophages (F4/80), neutrophils (MPO), T cells (CD3), and B cells (CD45R) (Figure S1F). These results show that, in contrast to its oncogenic property, iASPP is a paradoxical suppressor of tumorigenesis driven by mutant Ras and inflammation.

### Loss of iASPP selectively enhances p63 binding to regions containing AP1 motifs

To gain insight into how iASPP suppresses papilloma formation, we used primary mouse keratinocytes with tamoxifen-inducible iASPP deletion, derived from *Ppp1r13<sup>flox/flox</sup>; Cre<sup>+</sup>ER<sup>T</sup>* mice. Absence of iASPP expression after tamoxifen treatment was confirmed by IF staining (Figure 2A). Bulk RNA-sequencing was conducted from mouse primary keratinocytes with or without tamoxifen treatment. Using an adjusted p value threshold of 0.05, we identified 867 and 969 genes with significantly higher expression in iASPP-WT and in iASPP-KO keratinocytes, respectively, while expression of 13,484 genes remained unchanged (Figure 2B).

Gene set enrichment analysis (GSEA) using the gene ontology-biological process (GO-BP) and Hallmark collections showed that gene sets enriched in iASPP-KO cells were strongly associated with keratinization, inflammation, and metabolism, whereas gene sets related to cell division and E2F targets were among the top pathways enriched in iASPP-WT cells (Figure S2A). Given the potential link with E2F signaling, we also conducted GSEA using the C3 Legacy TFT database, which lists genes with highly conserved TF motifs in promoter regions (Figure S2B). Genes with E2F motifs in promoter regions were strongly enriched among iASPP-WT cells. Genes with AP1/bZip motifs, including a TRE (TPA responsive element)-like site (TGANTCA) and a CRE (cAMP response element)-like site (TCANNTGAY), were the only motifs significantly enriched among upregulated genes in iASPP KO. Genes with promoter motifs related to NF- $\kappa$ B, a transcription factor shown to be inhibited by iASPP (Yang et al., 1999), did not show significant upregulation following iASPP KO in this analysis.

The GO-BP keratinization gene set, and its parent ontology keratinocyte differentiation, contain many genes expressed in the upper epidermal layers. Many of these keratinocyte differentiation genes had significantly higher expression in iASPP-KO cells, including upper epidermal genes, such as *Sppr2d*, *Sppr2e*, and *S100a7a*, which were among the top 50 upregulated genes

in iASPP-KO cells (Figures 2B, S2C, and S2D). These findings emphasize iASPP's key role in negatively regulating the transcription of keratinization-related genes, consistent with previous studies showing that iASPP deficiency facilitates cell-cycle arrest and cellular senescence *in vitro* and enhances squamous differentiation *in vivo* (Chikh et al., 2011; Notari et al., 2011).

As the TF p63 is the master regulator of epidermal proliferation, differentiation, and homeostasis, and iASPP binds the DNA binding region of p63, we examined how iASPP may influence p63 genome binding and target regulation by performing p63 ChIP-seq in iASPP-WT and iASPP-KO keratinocytes (Figure 2A). We identified 20,922 p63-bound loci across both samples, most of which (17,160) were not affected by the presence or absence of iASPP (Figure 2C). However, using MANorm differential binding analysis with a significance threshold of  $5 \times 10^{-3}$ , we identified 1,877 and 1,885 loci with significantly enriched p63 binding in iASPP-WT and iASPP-KO cells, respectively (Figure 2C).

The p63 motifs found in iASPP-WT- and iASPP-KO-enriched peaks were highly similar (Figure S2E), suggesting that iASPP did not directly alter p63 sequence selectivity. We therefore tested whether iASPP affects p63 target selectivity by modulating interactions with other TFs. We extracted the DNA sequence from each p63-bound peak region and scored them for the presence of all 579 TF motifs in the JASPAR CORE 2018 database, based on the maximum similarity of each sequence to the canonical motifs in this database. Examining the association between TF motif scores and the changes in p63 binding signal for these same peak regions in iASPP KO cells showed that motif scores from the AP1 family had the greatest correlation with increased p63 binding in iASPP KO (Figure 2D). Motif scores from p53 family members and NF- $\kappa$ B were not strongly correlated with changes in p63 binding (Figure 2D). This suggested that p63-bound sequences containing AP1 motifs were most likely to show increased p63 binding following iASPP depletion.

We assessed whether the link between AP1 and p63 binding enrichment in iASPP KO keratinocytes was dependent on p63 motif strength (Figure S2F). Among peaks containing a weak underlying p63 motif (i.e., bottom quintile of p63 motif scores), iASPP-KO-enriched peaks were more likely than iASPP-WT-enriched peaks to have a significant AP1 (JUNB) motif (49% versus 12%). A similar trend was noted for peaks with p63 motifs scoring in the top quintile, but with substantially less difference between groups (31% of iASPP-KO peaks versus 17% of iASPP-WT peaks) (Figure S2F). Thus, AP1 may be important to help mediate p63 binding to target sequences containing weaker p63 motifs, and this mode of binding at weak p63 sites containing AP1 motifs is particularly sensitive to the presence or absence of iASPP.

### iASPP depletion affects expression of epidermal differentiation genes

To integrate the ChIP-seq and transcriptomic findings, we assigned each p63 peak to the nearest gene and examined the subset of peaks annotated to genes expressed in our mouse keratinocyte RNA-seq data. A small proportion of p63-bound peaks (12.4%) were located within 2 kb of a transcription start site

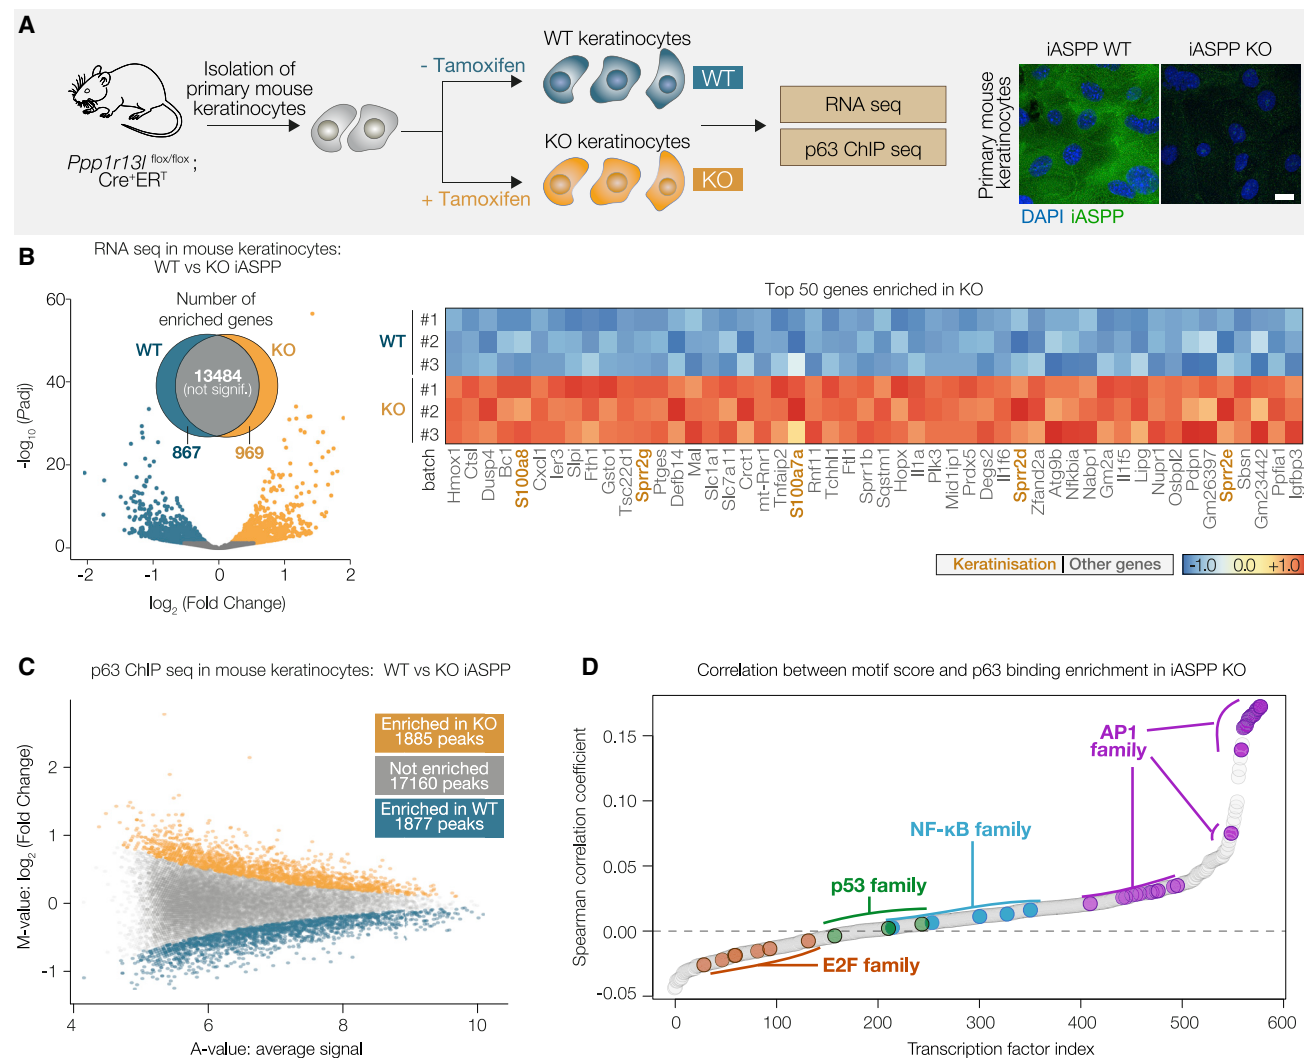

**Figure 2. Loss of iASPP selectively enhances p63 binding to regions containing AP1 motifs**

(A) Left, study workflow diagram. Right, IF staining of iASPP in WT and KO primary mouse keratinocytes. Scale bar, 10  $\mu$ m.

(B) Left, in the volcano plot, genes are assigned a color depending on whether they are determined to be significant (adjusted  $p < 0.05$ ) and in which condition they are significantly enriched. Right, heatmap showing scaled VST-normalized counts for the 50 genes most significantly enriched in iASPP KO. In orange: five genes from the GO-BP keratinocyte differentiation pathway.

(C) MA plot showing the average signal (A values) and  $\log_2$ -transformed fold changes (M values) for each p63 peak. Using MANorm-derived  $p$  with a significance threshold of  $5 \times 10^{-3}$ , we defined each peak as not enriched (gray) or significantly enriched in iASPP KO (orange) or WT (blue).

(D) Dot plot showing the correlation between TF motif scores (FIMO) and enhanced p63 binding in iASPP KO. Among all 579 JASPAR 2018 CORE vertebrate motifs, AP1 (MA0490.1/JUNB) and E2F1 motifs have the highest and lowest association scores, respectively. p53 and NF- $\kappa$ B show intermediate ranking.

(TSS), whereas 40.7% were in regions 2–20 kb from a TSS, and 46.9% were associated with distal elements located over 20 kb from the TSS (Figure 3A). Genes bound by p63 peaks were significantly more likely to be upregulated in iASPP KO cells than the reference set of all expressed genes (odds ratio [OR] = 1.3,  $p = 2.67 \times 10^{-6}$ ), suggesting that p63 targets were more likely to be upregulated by iASPP depletion (Figure S3A). Of these p63-bound genes, those associated with peaks showing significantly increased p63 binding ( $MA_{\text{norm}} p < 5 \times 10^{-3}$ ) after iASPP depletion had a particularly high likelihood of upregulation (OR = 1.82,  $p = 2.01 \times 10^{-9}$ ) (Figure S3A). Genes with p63 peaks without differential p63 binding had a

weaker, but still significant link with upregulation after iASPP depletion (OR = 1.32,  $p = 8.11 \times 10^{-7}$ ), whereas genes with p63 peaks that increased in iASPP-WT cells were not significantly linked with transcriptional upregulation (OR = 1.17,  $p = 0.252$ ) (Figure S3A).

Genes with p63 peaks within 20 kb of the TSS that contained an AP1 motif in the peak region were significantly more likely to be upregulated after iASPP KO (OR = 1.73,  $p = 4.32 \times 10^{-10}$ ) (Figure S3B). In addition, genes with p63 peaks within 20 kb of the TSS containing an AP1 motif but no detectable p63 motif were strongly associated with increased gene expression (OR = 2.13,  $p = 3.03 \times 10^{-5}$ ) (Figure S3C). In these regions,

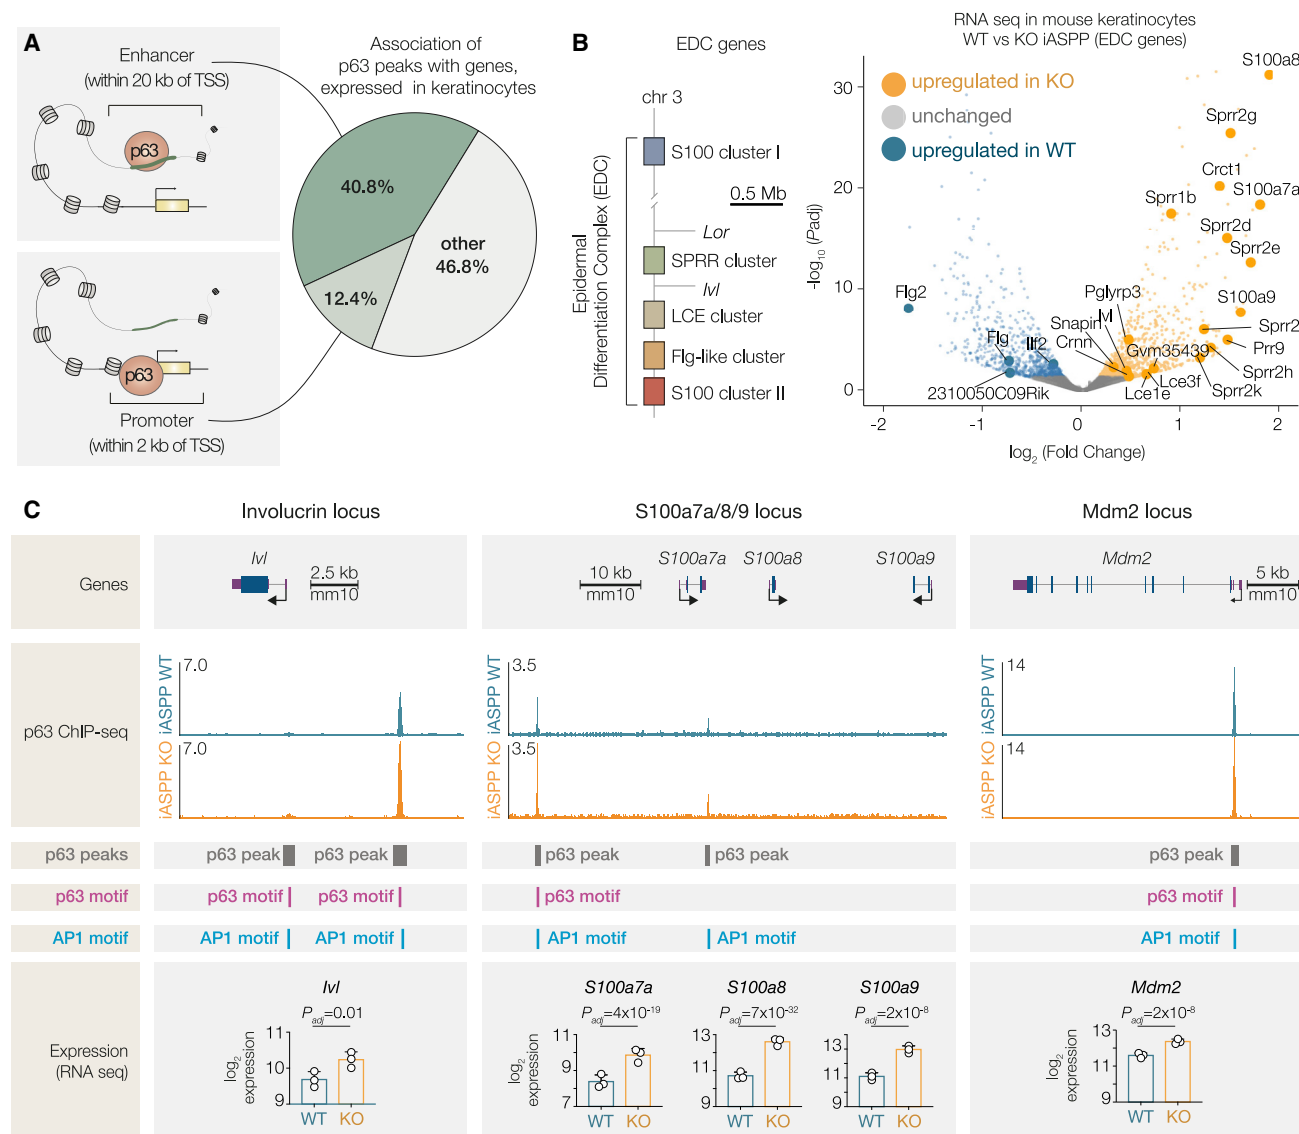

**Figure 3. iASPP depletion affects expression of epidermal differentiation genes**

(A) Peaks annotated to expressed genes were categorized in regions according to their distance from TSS: promoter region (within 2 kb either side of TSS), enhancer region (outside of promoter but within 20 kb upstream or downstream), or other. Pie chart shows the percentage of peaks in each region. (B) Left, diagram of the mouse EDC. Right, volcano plot with significantly differentially expressed EDC genes after iASPP KO labeled. (C) p63 binding (by ChIP-seq) and TF motifs (FIMO) at example peak regions as indicated. ChIP-seq signal values are presented as signal per million reads. VST-transformed RNA-seq expression values for the highlighted genes are shown below the genome schematic. Adjusted p values for expression were calculated by DESeq2 (see STAR Methods for calculation).

p63 may bind to a non-canonical p63 motif that did not meet the significance thresholds used in this study, or p63 binding may be indirect, presumably through interaction with other TFs, such as AP1. Therefore, similarly to the ChIP-seq analysis, the presence of iASPP showed the greatest transcriptional impact on gene targets bound by p63 at sites that contained AP1 motifs but not strong p63 motifs.

Notably, several genes in the epidermal differentiation complex (EDC), a gene-rich locus on chromosome 3 containing a number of genes controlling epidermal development, were strongly upregulated in iASPP-KO keratinocytes (Figure 3B).

Genes within the EDC were much more likely to be upregulated upon iASPP depletion compared with all genes ( $OR = 4.42$ ,  $p = 2.42 \times 10^{-12}$ ) (Figure S3D), and we found similar results for the subset of EDC genes bound by p63 within 20 kb of the TSS ( $OR = 4.12$ ,  $p = 5.51 \times 10^{-4}$ ; Figure S3D), suggesting that iASPP may interfere in particular with p63 transactivational activity in the EDC. For two exemplar EDC regions bound by p63 (enhancers of genes encoding involucrin [*Il*] and the S100-family members *S100a7a*/*S100a8*/*S100a9*), iASPP deletion resulted in both significantly increased p63 binding and significantly increased gene expression (Figure 3C). For both targets, AP1

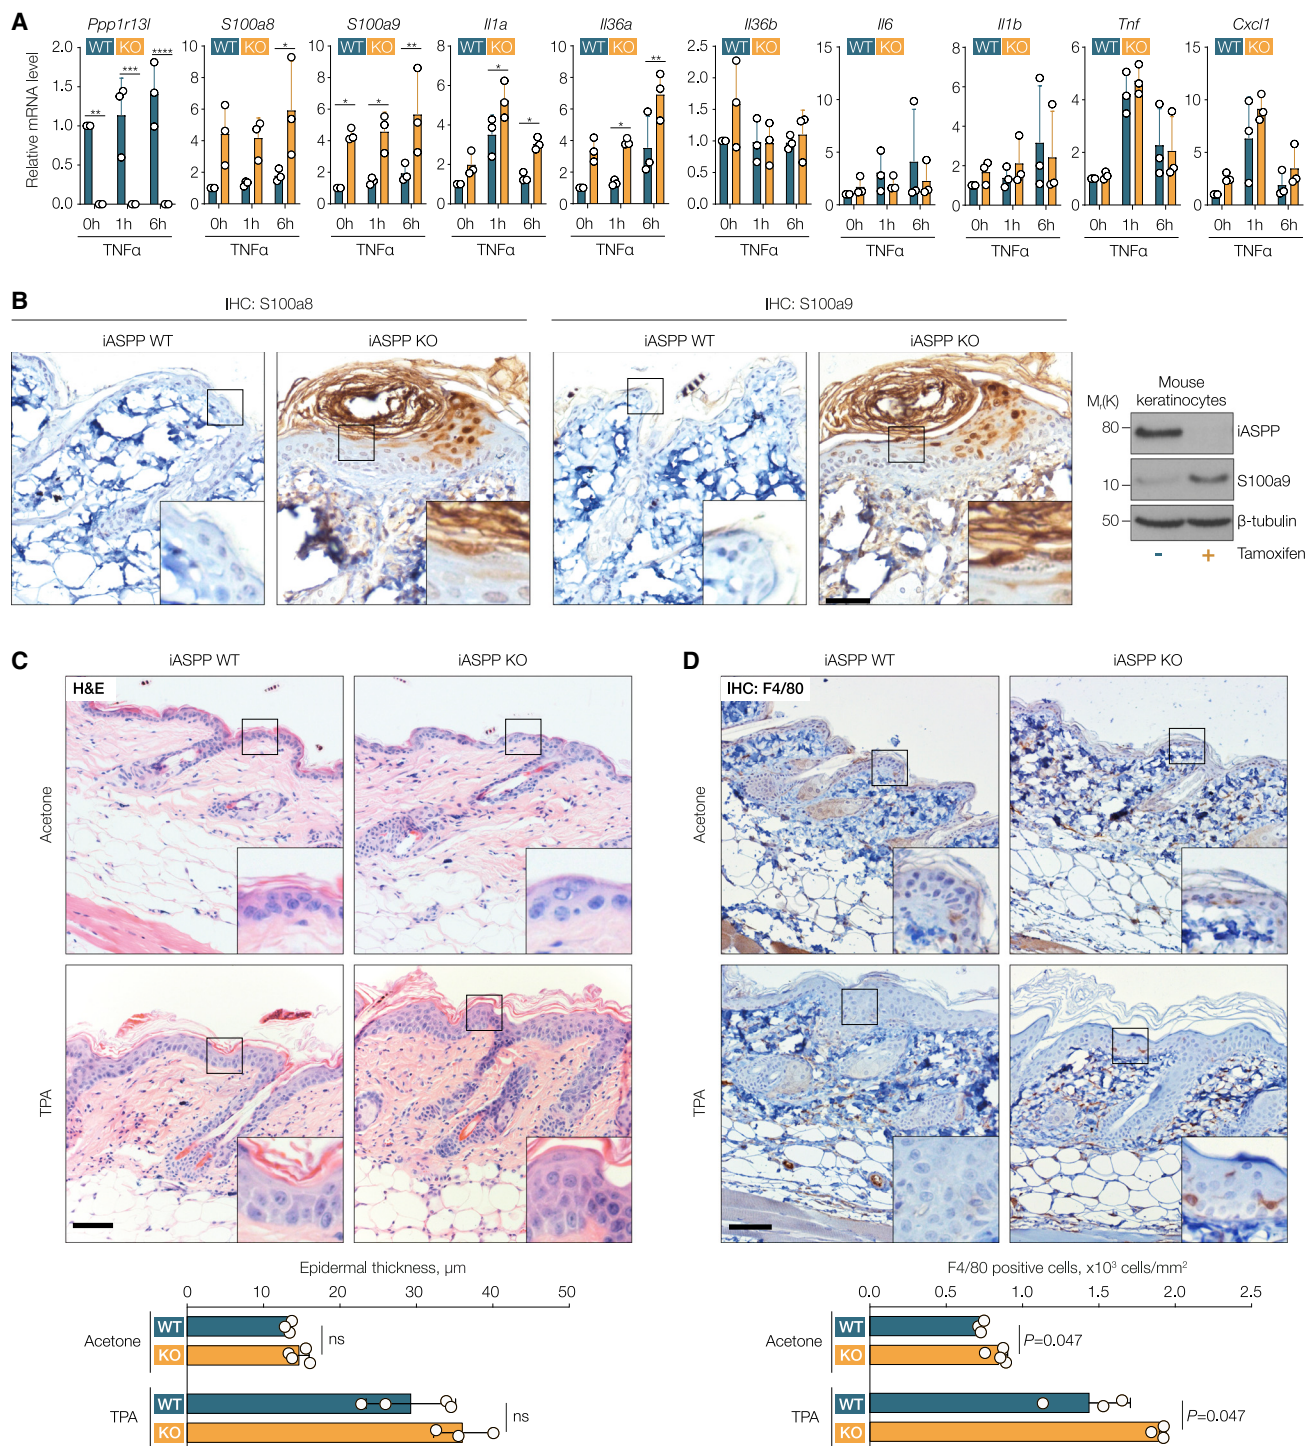

**Figure 4. iASPP deficient keratinocytes induce pro-inflammatory gene expression *in vitro* and attract macrophages *in vivo***

(A) qPCR analysis of mRNA expression levels of inflammatory genes (and iASPP gene *Ppp1r13l*) in iASPP WT and KO primary keratinocytes at 0, 1, and 6 h after treatment with  $\text{TNF-}\alpha$ . Values are mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ;  $n = 3$  biological replicates.

(B) Left, IHC staining of S100a8 and S100a9 in untreated skin sections from iASPP WT and KO mice (adjacent sections). Scale bar, 50  $\mu\text{m}$ . Right, IB of iASPP and S100a9 expression levels in iASPP WT (–tamoxifen) and KO (+tamoxifen) primary keratinocytes.

(legend continued on next page)

motifs are present in the p63 binding region. By contrast, for *Mdm2*, a target of p53 family members that is not involved in keratinocyte differentiation, no impact on p63 genome occupancy at the *Mdm2* promoter peak was observed, despite upregulation of RNA expression of this gene. To assess whether the AP1 pathway is also activated in the DMBA/TPA model used in our study, we tested expression of AP1 members JunB, cJun, and JunD in papilloma samples by immunohistochemistry (IHC) and confirmed strong nuclear staining of all three proteins (Figure S3E). Together, iASPP depletion generally results in enrichment of p63 genome occupancy at binding sites containing AP1 motifs, leading to increased expression of target genes around these loci. In keratinocytes, this modulation of p63 genome binding by iASPP particularly impacts the EDC, which likely contributes to the previously reported role of iASPP in modulating squamous differentiation.

### iASPP-deficient keratinocytes induce pro-inflammatory gene expression *in vitro* and attract macrophages *in vivo*

*S100a8* and *S100a9* are well-known pro-inflammatory genes (Wang et al., 2018), and inflammatory gene sets were among the most upregulated following iASPP depletion (Figure S2A). Several genes in inflammatory pathways were among the top 50 upregulated genes following iASPP depletion, including key inflammatory mediators, such as *S100a8*, *Cxcl1*, *Il1a*, and *Il1f6/Il36a* (Figure S4A). To validate a link between iASPP status and inflammation, we treated iASPP-WT and iASPP-KO keratinocytes with TNF- $\alpha$ , a potent pro-inflammatory cytokine, for 1 or 6 h. The levels of mRNA for *Il1a*, *Il36a*, *S100a8*, and *S100a9* were significantly higher in iASPP-KO cells compared with WT at 6 h after TNF- $\alpha$  stimulation, whereas there were no significant changes in expression levels of *Il36b*, *Il6*, *Il1b*, *Tnf*, and *Cxcl1*. In addition, the *S100a9* expression level was significantly increased in iASPP-KO cells, even in the absence of TNF- $\alpha$  treatment (Figure 4A). Greater expression of *S100a9* protein in iASPP-KO cells was shown by immunoblotting (IB) of iASPP-WT and iASPP-KO keratinocytes (Figure 4B). IHC staining of adjacent sections from untreated iASPP-KO skin sections with anti-S100a8 and anti-S100a9 antibodies showed increased expression in certain skin regions. In contrast, *S100a8* and *S100a9* were hardly detectable in iASPP-WT mouse skin sections (Figure 4B). These data support the idea that iASPP impedes the expression of a subset of pro-inflammatory genes, including *S100a8* and *S100a9*, in mouse keratinocytes *in vitro* and *in vivo*.

*S100a8* and *S100a9* affect keratinocyte proliferation and influence the skin microenvironment *in vivo* when secreted by keratinocytes (Nukui et al., 2008). In our model, iASPP is only deleted in keratin-14-expressing keratinocytes, thus we can examine how iASPP may influence skin homeostasis and inflammatory responses in a cell-intrinsic or -extrinsic manner. iASPP-WT and iASPP-KO mice were treated with TPA or acetone (solvent

control for TPA) (Figure S4B). Histological examination of H&E-stained mouse skin sections showed no significant difference in dermal cellularity and interfollicular epidermis (IFE) thickness between acetone-treated iASPP-WT and iASPP-KO skin (Figure 4C). In the TPA-treated cohort, epidermal hyperplasia was clearly visible, indicating cutaneous inflammation. A small increase in IFE thickness was observed in TPA-treated iASPP-KO skin versus TPA-treated iASPP-WT mouse skin. However, the difference was not statistically significant (iASPP-WT mean = 29.3  $\mu$ m versus iASPP-KO mean = 36.0  $\mu$ m,  $p$  = 0.145, Figure 4C). To measure the impact of iASPP depletion on skin cell proliferation *in vivo*, BrdU was injected into acetone- or TPA-treated iASPP-WT and iASPP-KO mice 1 h before termination. IF staining of BrdU on skin sections showed similar numbers of BrdU-positive cells per length of the keratin-14-positive IFE (number/mm) in acetone-treated iASPP-WT and iASPP-KO mice. An increase in BrdU incorporation within the IFE was detected upon TPA treatment. TPA-treated iASPP-deficient IFE showed a slightly higher, but not statistically significant, frequency of BrdU-positive cells per length of basal IFE than the WT (Figure S4C). Terminal deoxynucleotidyl transferase dUTP nick end labeling to detect apoptotic events on these skin sections (Figure S4C) showed no significant difference per length of IFE (number/mm) in WT versus iASPP-KO in acetone- or TPA-treated groups.

To investigate whether iASPP status in keratin-14-expressing keratinocytes influences the tissue microenvironment, mouse skin sections after TPA treatment were stained with a panel of immune cell markers. Short-term TPA treatment of iASPP-WT mice dorsal skin induced an infiltration of macrophages (F4/80) and neutrophils (MPO) (Figures 4D and S4D), and a smaller increase in the number of mast cells (toluidine blue) and blood vasculature (CD31) (Figures S4E and S4F). iASPP-KO mice showed increased infiltrating F4/80+ macrophages in both acetone- and TPA-treated groups (Figure 4D). iASPP status had no significant effect on neutrophil infiltration or distribution of blood vasculature. IF staining to examine the infiltration of adaptive immune cell populations showed that iASPP-deficient skin contained an increased number of CD45R+ B cells per skin area (number/mm<sup>2</sup>) relative to WT acetone-treated skin, and a smaller increase relative to WT in TPA-treated skin (Figure S4G). iASPP status did not seem to affect numbers of infiltrating CD3+ T or CD8+ T cells per skin area in acetone- or TPA-treated skin (Figures S4H and S4I). Together, this suggests that iASPP depletion leads to upregulation of a subset of pro-inflammatory genes, such as *S100a8* and *S100a9*, *in vitro* and *in vivo*. iASPP status alone has minimal impact on skin homeostasis. However, in response to inflammatory stimuli, iASPP deficiency in keratinocytes significantly enhances infiltrating innate immune cells, especially macrophages. These data are consistent with TPA as a potent inducer of AP1 and *S100a8* and *S100a9* being transcriptional targets of AP1 (Zenz et al., 2007).

(C) H&E analysis of acetone- or TPA-treated skin sections from iASPP WT and KO mice. Scale bar, 50  $\mu$ m. Histograms below show epidermal thickness in the same samples. Values are mean  $\pm$  SD.  $n$  = 3 (WT) and  $n$  = 4 (KO) mice in acetone cohort;  $n$  = 4 (WT),  $n$  = 3 (KO) mice in TPA cohort.

(D) IHC staining of F4/80-positive macrophages in acetone- or TPA-treated skin sections from iASPP WT and KO mice. Scale bar, 50  $\mu$ m. Histograms below show quantification of the same samples. Values are mean  $\pm$  SD. Same cohort as in (C).

See STAR Methods for  $p$  calculations for (A), (C), and (D).

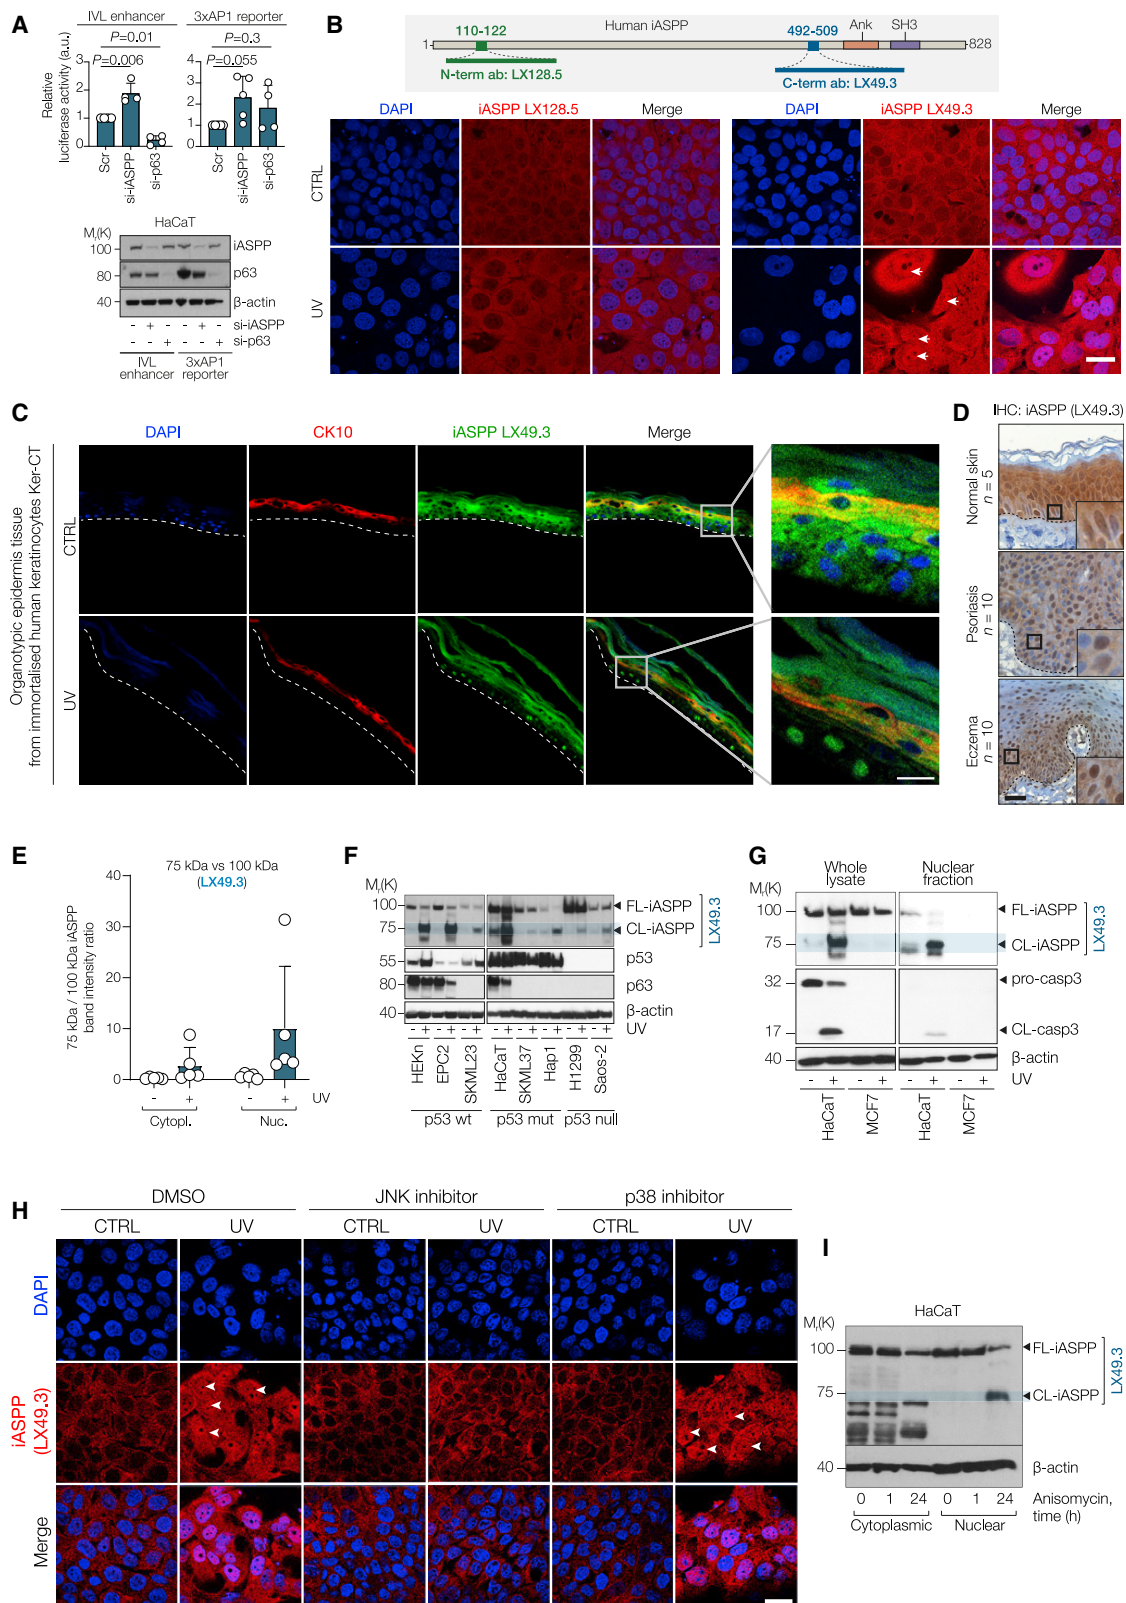

(legend on next page)

Hence, iASPP may influence skin inflammatory responses via alteration of the microenvironment *in vivo*.

### Cross-regulation between iASPP and JNK/AP1

To investigate how iASPP influences p63 and AP1 transcriptional activity at their co-regulated targets, we used a p63-bound region from the enhancer of the involucrin gene (*lv*) containing both a p63 and an AP1 motif. We subcloned the 600 bp region around the p63 peak, located 5.8 kb upstream of the *lv* TSS, into a pGL3-promoter luciferase vector containing a minimal SV40 promoter, generating a reporter to measure enhancer activity at this region upstream of involucrin (iLV-luc). In a human keratinocyte cell line, HaCaT, iASPP depletion by RNAi enhanced iLV-luc luciferase activity; whereas, under the same conditions, knockdown of p63 resulted in repressed iLV-luc activity (Figure 5A). Further, using a well-known AP1 reporter containing three repeated AP1 binding motifs (3xAP1-luc) in HaCaT cells, we observed a 2.3-fold increase in 3xAP1-luc luciferase after iASPP knockdown compared with scrambled control on average, although this increase was not significant after correction for multiple testing (adjusted  $p = 0.055$ ). Under the same conditions, si-p63 showed a less significant increase in 3xAP1-luc activity (Figure 5A).

In both mouse and human keratinocytes, iASPP is mainly detected in the cytoplasm. Our previous studies showed that N-terminal truncated iASPP enters the nucleus via the RaDAR nuclear import pathway (Lu et al., 2014; Slee et al., 2004) and that nuclear iASPP is associated with metastasis (Lu et al., 2013). We thus tested whether AP1 signaling pathways influence iASPP's cellular localization and function. UV is one of the most important natural inducers of N-terminal Jun kinase (JNK) and AP1 signaling and a potent skin carcinogen. We treated HaCaT cells with increasing doses of UV and examined iASPP expression by IF staining at various time points (Figures S5A and S5B). Nuclear iASPP was detected by LX49.3 anti-iASPP antibody, which recognizes amino acids 492–509 near the iASPP C terminus. A dose-response and kinetics study showed that nuclear iASPP is present in most cells 24 h post UV exposure at 5 mJ/cm<sup>2</sup> or above (Figures S5A and S5B). Interestingly, an anti-iASPP antibody, LX128.5, which recognizes a dephosphorylated region within the 110–122 aa epitope at the N terminus of iASPP (Lu

et al., 2013), mainly detected cytoplasmic iASPP 24 h after 5 mJ/cm<sup>2</sup> UV exposure (Figure 5B). Similar results were found in primary human keratinocytes (HEKn) and two p53 null human cancer cell lines, H1299 (non-small cell lung carcinoma) and Saos-2 (osteosarcoma) (Figure S5C). UV also induced nuclear localization of iASPP in basal layer cells of organotypic epidermal tissue derived from immortalized keratinocytes (Ker-CT) (Figure 5C) and HaCaT cells (Figure S5D). We also analyzed iASPP localization in human keratinocytes affected by inflammation using skin sections from healthy donors, or psoriasis or eczema patients. While high levels of iASPP expression were detected in both the cytoplasm and nucleus of keratinocytes in all normal skin sections, keratinocytes in psoriasis and eczema samples mainly expressed nuclear iASPP. This expression pattern was common to all affected skin biopsies examined (Figures 5D and S7).

To understand how UV induces nuclear iASPP, we subfractionated HaCaT cells with or without the indicated treatments and immunoblotted them with LX128.5 and LX49.3 antibodies (Figure S5E). UV only had a small impact on the level of full-length iASPP (~100 kDa, detected by both LX128.5 and LX49.3 antibodies). UV mostly induced the accumulation of a shorter 75 kDa fragment, detected by LX49.3 but not LX128.5. In all nuclear fractions tested, the iASPP 75 kDa/100 kDa ratio is >1, often >5, after UV irradiation (Figure 5E). In contrast, in cytoplasmic fractions, the 75/100 kDa ratio is close to 1 or less. IB of lysates of HaCaT cells depleted of iASPP by RNAi confirmed the specificity of both antibodies (Figure S5E). UV can induce 75 kDa nuclear iASPP in a panel of eight cell lines, irrespective of their p63 expression level and p53 mutation status (Figure 5F) indicating that UV induces 75 kDa nuclear iASPP independent of p63 and p53.

iASPP is a known substrate of effector caspases, such as caspase-3, with a molecular weight of around 75 kDa for cleaved iASPP product (Hu et al., 2015). In addition, UV activates caspase-3 activity (Park and Jang, 2014). HaCaT cells were thus treated with ZVAD, a pan-caspase inhibitor, or VX-765, a selective inhibitor of caspase-1/4, in the presence or absence of UV. ZVAD but not VX-765 was able to prevent UV from inducing 75 kDa iASPP. Detection of 75 kDa iASPP is associated with the intensity of cleaved activated caspase-3, and is

### Figure 5. Cross-regulation between iASPP and JNK/AP1

- (A) Upper, luciferase assay in HaCaT cells using involucrin enhancer reporter and 3xAP1 reporter after knockdown of iASPP or p63. Luciferase luminescence was normalized over renilla luminescence. Values are mean fold change over scramble  $\pm$  SD. For p calculation, see STAR Methods. Lower, IB of iASPP and p63 expression in the same samples.
- (B) Upper, diagram of iASPP structure and epitopes of anti-iASPP antibodies LX49.3 and LX128.5 as indicated. Lower, IF staining of iASPP in HaCaT cells  $\pm$  5 mJ/cm<sup>2</sup> UV irradiation, stained with either LX49.3 or LX128.5 as indicated. Arrow indicates nuclear iASPP. Scale bar, 10  $\mu$ m.
- (C) IF staining of iASPP (LX49.3) and cytokeratin 10 (CK10) in organotypic epidermis tissue from immortalized Ker-CT cells. Tissues were collected 24 h post 150 mJ/cm<sup>2</sup> UV irradiation. Scale bar, 25  $\mu$ m.
- (D) IHC analysis of iASPP expression in a sample of human skin from healthy donors or patients with psoriasis or eczema. Scale bar, 50  $\mu$ m.
- (E) Barplot showing ratio of intensity of 75/100 kDa iASPP bands determined by IB using LX49.3 antibody in HaCaT cells upon UV irradiation and subjected to subcellular fractionation. Values are mean ratio  $\pm$  SD,  $n = 5$  biological replicates.
- (F) IB of iASPP, p53, and p63 expression levels in p53 wild-type (HEKn, EPC2, SKML23), p53 mutant (HaCaT, SKML37, Hap1), or p53 null (H1299, Saos-2) cell lines upon UV irradiation. FL-iASPP and CL-iASPP refer to full-length and cleaved iASPP, respectively.
- (G) IB of iASPP and caspase-3 expression levels in whole lysates or nuclear fractions of HaCaT and MCF7 cells 24 h  $\pm$  5 mJ/cm<sup>2</sup> UV irradiation.
- (H) IF staining of iASPP localization in HaCaT cells pre-treated with either JNK inhibitor or p38 inhibitor for 1 h and collected 24 h  $\pm$  5 mJ/cm<sup>2</sup> UV irradiation as indicated. Arrow heads indicate nuclear iASPP. Scale bar, 10  $\mu$ m.
- (I) IB of iASPP expression in cytoplasmic and nuclear fractions of HaCaT cells treated with JNK activator anisomycin for 1 or 24 h.

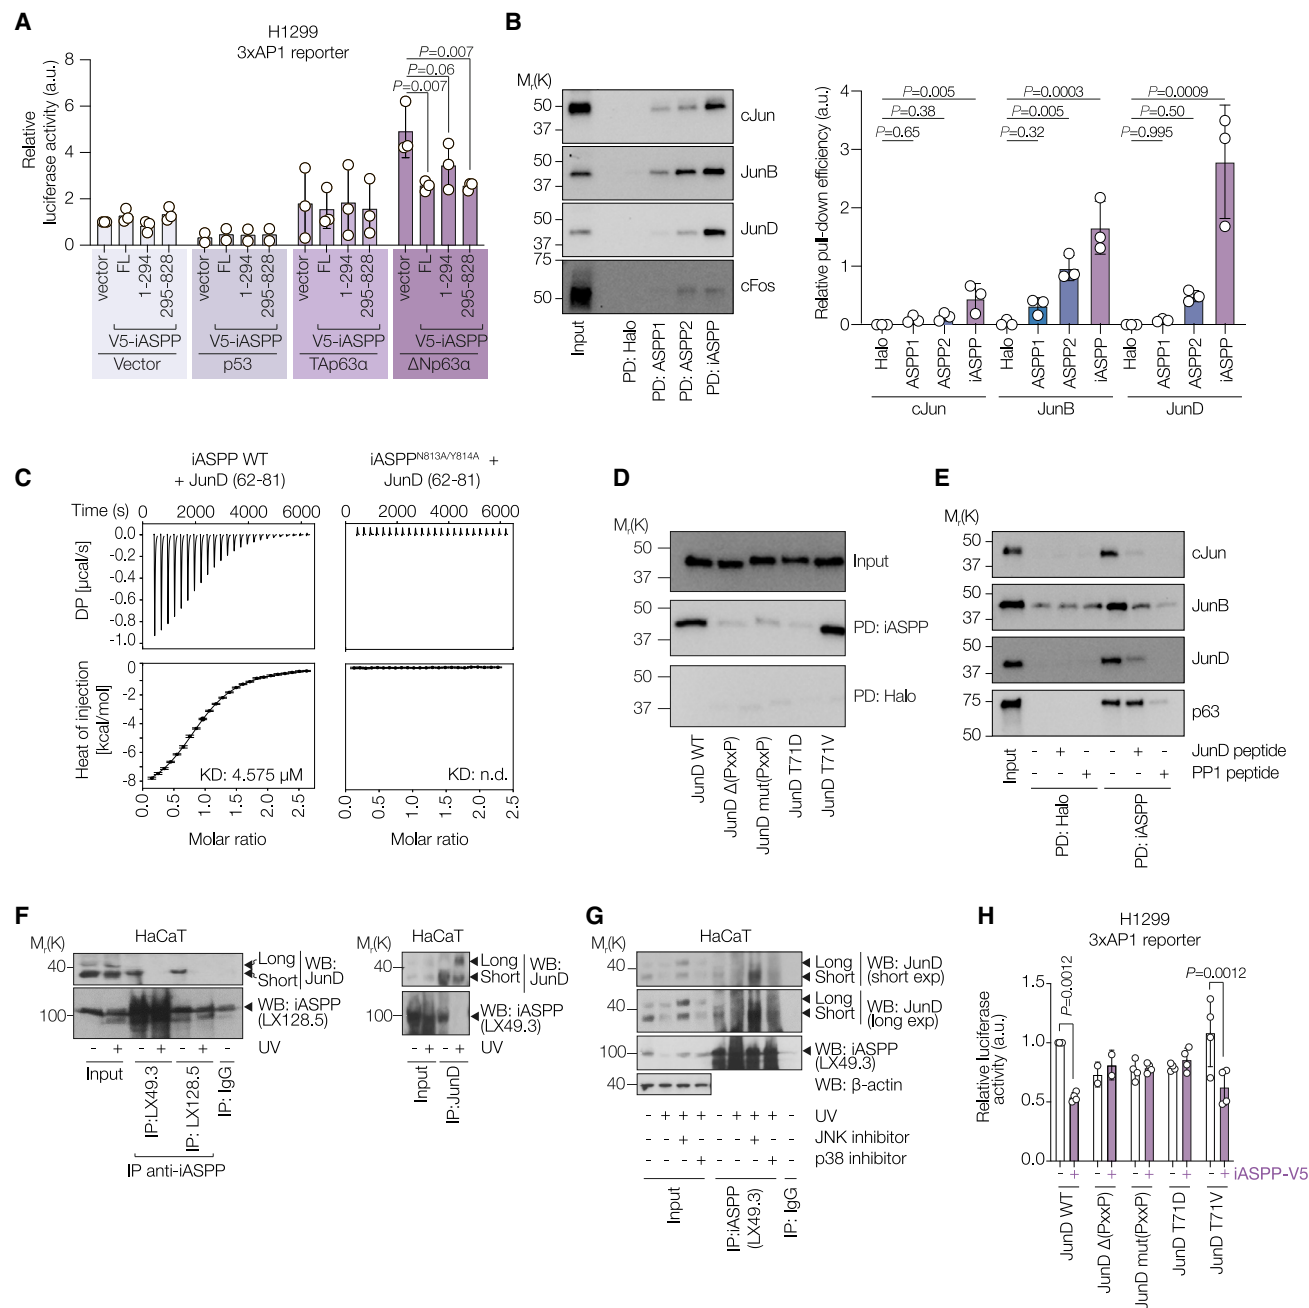

**Figure 6. iASPP SH3 domain interacts with JunD N-terminal PxxP motif to inhibit AP1 transcriptional activity**

(A) Luciferase activity assay in H1299 cells using 3xAP1 reporter after overexpression of FL-tagged (1–295) or V5-tagged (295–828) iASPP combined with p53, HA-tagged TAp63 $\alpha$ , or HA-tagged  $\Delta$ Np63 $\alpha$ . Luciferase activity was normalized over renilla activity. Values are mean fold change over empty vector  $\pm$  SD.

(B) Left, IB of pull down assay using immobilized Halo-tagged ASPP CTDs to pull down *in vitro* translated (IVT) Myc-tagged AP1 proteins. PD, pull down. Right, barplot showing the mean PD efficiency relative to input determined by densitometric quantification of the IB from left panel. Values are mean  $\pm$  SD.  $n = 3$  biological replicates.

(C) Isothermal titration calorimetry (ITC) results of JunD peptide binding to WT iASPP CTD (left) or iASPP CTD N813A/Y814A mutant (right). Top diagrams show raw titration profiles and bottom diagrams show integrated heat. Best fit of single-site binding model is shown as a solid black line with the resulting equilibrium binding constant (KD). Fit parameters are found in Table S2.

(D) IB of pull down assay using Halo-tagged iASPP CTD to pull down IVT Myc-tagged JunD WT and mutants.

(E) IB of pull down assay using Halo-tagged iASPP CTD to pull down IVT Myc-tagged cJun, JunB, JunD, or p63  $\pm$  of either JunD peptide or PP1 peptide.

(F) Left, co-IP using anti-iASPP antibodies in lysates of control or UV-irradiated HaCaT cells. IB for JunD. Right, co-IP using anti-JunD antibody in lysates of control or UV-irradiated HaCaT cells. IB for iASPP (LX49.3). Short and Long refer to short and long forms of JunD, respectively.

(legend continued on next page)

amplified in the presence of proteasome inhibitor MG132 (Figure S5F). Unlike HaCaT and other cell lines examined above, UV did not lead to the accumulation of 75 kDa iASPP in cytoplasmic or nuclear fractions in MCF7 cells, a caspase-3-deficient human breast cancer cell line (Figure 5G). Expression of myc-tagged WT caspase-3 but not the catalytically dead caspase-3 (C163A) mutant in MCF7 cells produced detectable amounts of 75 kDa iASPP (Figure S5G). These data demonstrate that UV induces a caspase cleaved 75 kDa product, which we call CL-iASPP.

To test the potential involvement of JNK activity in UV-induced nuclear accumulation of cleaved CL-iASPP, HaCaT cells were pre-treated with DMSO, a JNK inhibitor (JNK inhibitor VIII), or p38 kinase inhibitor (SB-202190) before UV exposure. Treatment with the JNK inhibitor but not p38 inhibitor prevented UV-induced nuclear iASPP (Figure 5H). IB confirmed that pre-treatment with the JNK but not p38 inhibitor significantly impaired UV induction of 75 kDa CL-iASPP (Figure S5H). A JNK activator, anisomycin, induced the accumulation of 75 kDa CL-iASPP (Figure 5I). JNK-induced iASPP cleavage is not human specific as similar results were also obtained in a mouse keratinocyte cell line XB2 (Figure S5I). These results suggest a regulation loop between iASPP and the JNK/AP1 pathway.

### iASPP SH3 domain interacts with JunD N-terminal PxxP motif to inhibit AP1 transcriptional activity

iASPP may inhibit the transcriptional activity of AP1 directly by binding to AP1 components or indirectly via iASPP's ability to bind and inhibit the transcriptional activity of p63, since a p63-JunB complex has been reported previously (Sundqvist et al., 2020). Full-length p63 (TAp63 $\alpha$ ), expressed in skin at low levels, is inactive due to its dimeric structure and closed conformation (Deutsch et al., 2011), whereas the most expressed p63 isoform is an active N-truncated  $\Delta$ Np63 $\alpha$ , featuring an alternative trans-activation domain to TAp63 $\alpha$ . We previously showed that D294 is the caspase-3 cleavage site that generates a 75 kDa iASPP fragment (Hu et al., 2015). We tested the ability of overexpressed full-length iASPP or iASPP fragments containing amino acids 1–294 or 295–828 to inhibit AP1 activity in H1299 cells using a 3xAP1 luciferase reporter. H1299 is null for p53 and the p63 expression level is low (Sethi et al., 2015) or undetectable (Figure 5F), but it has WT endogenous iASPP (note: it is not possible to generate iASPP null cell lines). Expression of full-length or fragments of iASPP, p53, or TAp63 $\alpha$  had minimal impact on 3xAP1 luciferase reporter activity, while expression of  $\Delta$ Np63 $\alpha$ -induced 3xAP1 luciferase activity. Co-expression of full-length or truncated iASPP reduced  $\Delta$ Np63 $\alpha$ -induced 3xAP1 activity (Figures 6A and S6A). These observations suggest that iASPP may directly inhibit AP1 activity.

Several AP1 components, such as JunD, contain a PxxP motif at their N terminus and iASPP contains a classic SH3 domain in its C-terminal domain (CTD) that interacts with PxxP motifs. We

incubated recombinant iASPP CTD fused to Halo-Tag with *in vitro* translated JunD, JunB, c-Jun, and c-Fos (Figure 6B). All three Jun family members but not c-Fos were pulled down with iASPP CTD. Based on the amount of input, the proportion of JunD in complex with iASPP was higher compared with JunB and c-Jun. Under the same conditions, ASPP1 and ASPP2 CTD were less effective at binding to Jun family members (Figure 6B).

The JunD N terminus contains a classic PxxP motif, whereas JunB and c-Jun N-terminal regions do not. Unlike iASPP, ASPP1 and ASPP2 contain an atypical SH3 domain (Bergamaschi et al., 2006), suggesting that iASPP may form a complex with JunD via classic SH3/PxxP motif binding. To test this, we purified the isolated CTDs of ASPP1, ASPP2, and iASPP, including their SH3 domains, and synthesized a peptide with the PxxP motif of JunD (62–81 aa). A direct interaction between iASPP and JunD was confirmed by isothermal titration calorimetry (Figure 6C), whereas ASPP1 or ASPP2 CTDs failed to bind JunD (Figure S6B). Y814 in the iASPP SH3 domain is a highly conserved classic SH3 domain residue known to contact proline in PxxP motifs, and is absent in ASPP1 and ASPP2 (Bergamaschi et al., 2006). Mutation of Y814 and its adjacent residue N813 prevented iASPP-JunD binding (Figure 6C), confirming the importance of the SH3 domain. To investigate the specificity of the interaction for the JunD PxxP motif, we generated a series of full-length JunD mutants: deleted PxxP motif (69–74 aa;  $\Delta$ -xxP); mutated PxxP (P69A, P72A, R74A; mutPxxP); phosphomimetic T71D; and a non-phosphorylatable T71V mutation, as T71 is within the PxxP motif and is predicted to be a potential JNK site (Figure 6D). The PxxP and phosphomimetic JunD mutants failed to bind iASPP, whereas JunD T71V bound as effectively as the WT, supporting a direct SH3-PxxP binding between iASPP and non-phosphorylated JunD. We also tested whether the iASPP-JunD interaction can be competed with either a JunD peptide or a well-characterized PxxP-containing high-affinity binding peptide derived from the phosphatase PP1, able to bind iASPP SH3 domain (Bertran et al., 2019). The PP1 peptide effectively inhibited interactions between iASPP and p63, JunD, JunB, or c-Jun (Figure 6E). The JunD peptide significantly reduced iASPP binding to JunD, JunB, and c-Jun but not to p63 (Figure 6E), suggesting that iASPP may have a higher binding affinity for p63 than Jun family members, or have a second interaction site with p63.

The iASPP/JunD complex was detected in untreated HaCaT cells using two different anti-iASPP antibodies, LX49.3 and LX128.5 (Figure 6F, left). Importantly, iASPP failed to complex with JunD in UV-treated HaCaT cells, and this was not due to reduced iASPP or JunD expression (Figure 6F). Similarly, using an anti-JunD antibody, the iASPP/JunD complex was only detected in untreated HaCaT cells (Figure 6F, right). Both anti-iASPP antibodies pulled down JunB in untreated HaCaT cells,

(G) Co-IP using LX49.3 in lysates of control or UV-irradiated HaCaT cells treated with DMSO, JNK inhibitor, or p38 inhibitor. IB for JunD. Short and Long refer to short and long forms of JunD respectively.

(H) Luciferase activity of WT JunD and indicated JunD mutants  $\pm$  iASPP in H1299 cells using 3xAP1 reporter as a readout. Luciferase activity was normalized over renilla activity. Values are mean fold change over empty vector  $\pm$  SD. n = 4 biological replicates.

For p calculation for (A), (B), and (H), see STAR Methods.

while less JunB was pulled down in UV-treated cells, possibly due to a lower level of JunB or a change in interactions. UV caused a large increase in levels of c-Jun and c-Fos (Figure S6C). In the same experiment as that shown for iASPP/JunB and iASPP/JunD, the anti-iASPP antibody LX49.3 but not LX128.5 pulled down some c-Jun protein in UV-treated cells. However, c-Jun pull down was highly variable among experiments (see the table in Figure S6D for a summary). c-Fos failed to co-immunoprecipitate with iASPP under all conditions tested (Figure S6C). Lysates from subcellular fractionation of both human and mouse keratinocytes, HaCaT and IMOK, respectively, were used to immunoprecipitate iASPP using LX49.3 and LX128.5. LX128.5 robustly co-immunoprecipitated JunD or JunB in the nuclear fractionation lysates in both cell lines, whereas LX49.3 was less effective (Figure S6E), in agreement with our result from unfractionated lysates (Figure 6F). The specificity of JunD binding was confirmed by JunD knockdown (Figure S6F).

To test whether JNK activation may inhibit the iASPP/JunD complex, we treated HaCaT cells with a JNK inhibitor or a p38 inhibitor with or without UV treatment. iASPP failed to pull down JunD in UV-treated cells in the presence of p38 kinase inhibitor or the control agent DMSO. Importantly, addition of JNK inhibitor enabled detection of the iASPP/JunD complex in UV-treated cells (Figure 6G). These data demonstrate that JNK activation prevents iASPP/JunD interaction, explaining why the iASPP/JunD complex is not detected in UV-irradiated cells.

We tested the ability of iASPP to influence the transcriptional activities of JunD, JunB, and c-Jun using a 3xAP1 luciferase reporter in H1299 cells (Figure S6G). Consistent with our biochemical findings, iASPP had a greater inhibitory effect on the transcriptional activity of JunD compared with JunB and c-Jun, whereas the transcriptional activity of JunD with a mutated PxxP motif or phosphomimic T71D (as used in Figure 6D) was not repressed by iASPP (Figures 6H and S6H). Activity of JunD with the T71V mutation was repressed by iASPP. Together, our results suggest that iASPP inhibits AP1 activity directly by forming a complex with JunD through SH3/PxxP motif binding.

## DISCUSSION

Our findings reveal two key functions for iASPP: as a tumor suppressor and as an AP1 coregulator (Figures 7A and 7B). The discovery that iASPP can act as a tumor suppressor is in contrast to previous findings that iASPP is an oncogene: (1) iASPP is an inhibitor of p53-induced apoptosis (Bergamaschi et al., 2003); (2) iASPP is required for cell proliferation as iASPP deficiency causes cellular senescence (Chikh et al., 2011); (3) iASPP inhibits keratinocyte differentiation (Notari et al., 2011); (4) iASPP is overexpressed in various cancer cells *in vitro* and *in vivo*, and nuclear iASPP associates with cancer metastasis (Lu et al., 2013); and (5) iASPP deletion induces p53-mediated cell death in cancer cells *in vitro* or reduced tumor growth *in vivo* in a xenograft mouse model (Lin et al., 2011; Wang et al., 2015).

Prior studies were mainly focused on cell-intrinsic roles of iASPP. In the *in vivo* skin tumor model here, interactions between

keratinocytes and the tissue microenvironment are either tumor promoting or tumor suppressive. Skin has been called a second immune system, as keratinocytes can secrete cytokines, such as IL1- $\alpha$  and S100a8/S100a9 (Jiang et al., 2020). A subset of iASPP-repressed targets are pro-inflammatory genes, such as *Il1a*, *Il1f6*, *S100a8*, and *S100a9*, so, compared with iASPP WT, iASPP KO keratinocytes may secrete more pro-inflammatory cytokines, such as S100a8 and S100a9, attracting immune cells, including myeloid-derived suppressor cells, to form a tumor-promoting microenvironment (Cheng et al., 2008). Thus, iASPP depletion in keratinocytes may influence the microenvironment, which in turn has an effect on keratinocyte growth (e.g., promoting papilloma formation) (Figure 7A). While the loss of iASPP increased the papilloma onset and burden, iASPP-KO papillomas showed higher expression of differentiation markers (e.g., involucrin), suggesting a more “benign” tumor phenotype. This can be partially explained by activation of the p53 pathway in the absence of iASPP. Future studies are needed to establish whether the tumor-suppressive function of iASPP is p53 dependent or not.

AP1 was first identified as a TPA-activated transcription factor (Angel et al., 1987) and is also an important regulator of epidermal differentiation and skin tumor development (Eckert et al., 2013), consistent with iASPP being an inhibitor of AP1 and a suppressor of DMBA/TPA-induced tumorigenesis in mouse skin (Figure 7B). Given that NF- $\kappa$ B is also a key regulator in skin homeostasis and inflammation, and that iASPP was firstly identified as a binding partner of RelA and an inhibitor of NF- $\kappa$ B (Yang et al., 1999), it is interesting that, in our analysis, AP1 target genes were more affected than NF- $\kappa$ B targets by iASPP depletion and that iASPP affects p63 genome occupancy surrounding AP1 motifs rather than NF- $\kappa$ B targets. These findings suggest that iASPP-AP1 interactions may have distinct importance in p63-regulated squamous lineages, whereas iASPP-NF- $\kappa$ B may be important in other contexts.

Several AP1 components are expressed in the skin. For example, in epidermis, JunD is expressed in all cell layers, whereas c-Jun and JunB are more restricted, with expression levels changing during differentiation (Mehic et al., 2005). AP1 complexes, particularly those involving c-Jun or cFos, influence the transcriptional activity and function of p53 and its family members (Schreiber et al., 1999; Subramanian et al., 2015). Previous analysis of ChIP and expression data predicted that JunD cooperates with p63, modulating its ability to bind transcriptional targets in human keratinocytes (Sethi et al., 2014) by an unknown mechanism. Our findings that JunD is the Jun member that iASPP binds most robustly in human keratinocytes and that iASPP deficiency results in profound upregulation of a subset of p63 and AP1 target genes, suggest that iASPP may be a missing link connecting p63 and JunD (Figure 7B). p63 was recently reported to form a complex with JunB (Sundqvist et al., 2020), and we also observed that iASPP can bind JunB. Hence, iASPP may alter multiple p63/AP1 co-regulatory complexes.

Mechanistically, our evidence suggests that iASPP regulates expression of a subset of AP1 target genes via direct binding to AP1 components, particularly to JunD. Interaction is via a type II SH3 domain interacting peptide (PxxP) in an AP1 subunit

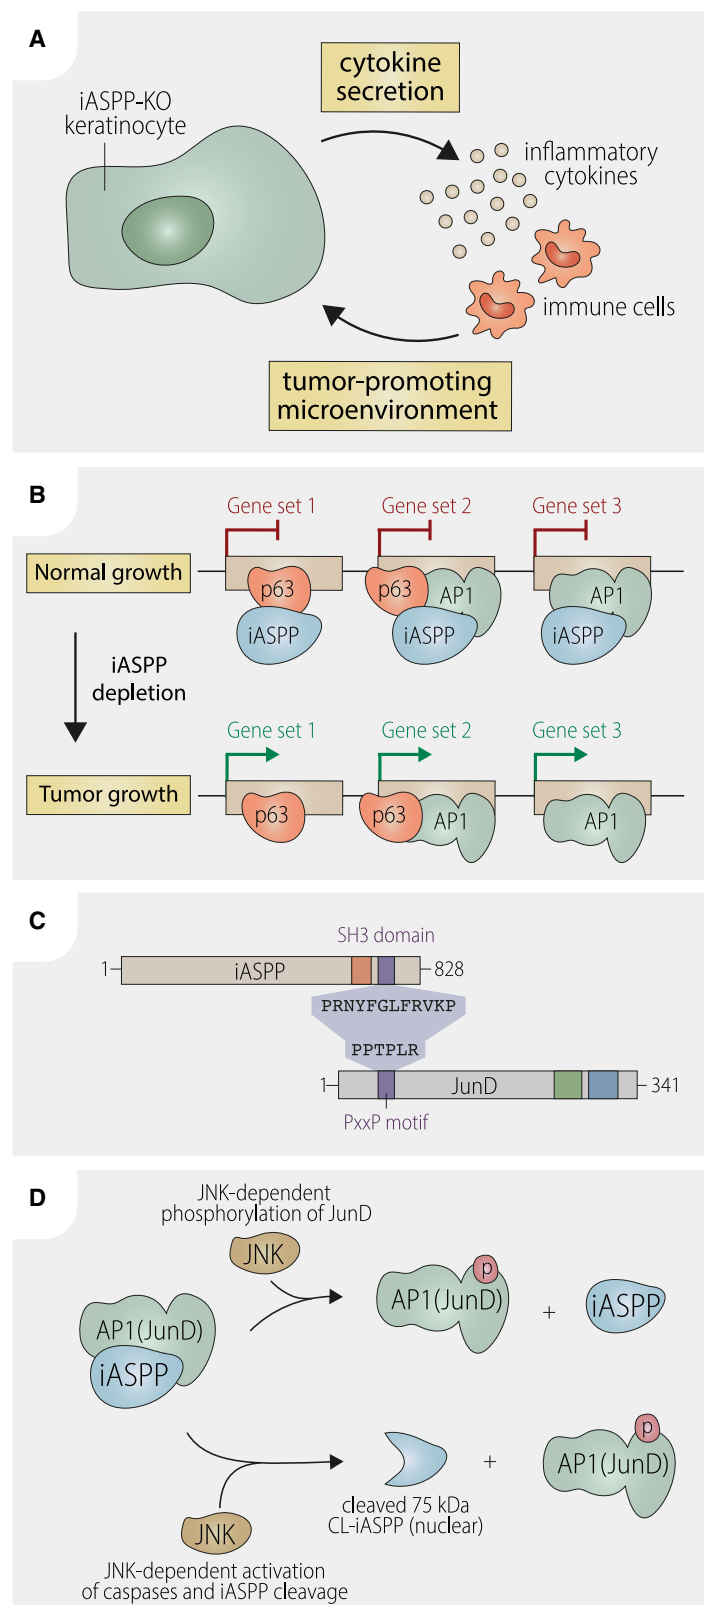

**Figure 7. Proposed models of iASPP-mediated regulation of tumorigenesis and the JNK-iASPP-AP1 axis**

Diagrams to show (A) how loss of iASPP in keratinocytes may enhance inflammation and create a pro-tumorigenic microenvironment; (B) how iASPP may regulate selective transcription of p63 and AP1 targets either alone or in combination; (C) iASPP SH3 domain and JunD PxxP motif mediate iASPP-JunD interaction; (D) regulatory loop of JNK/iASPP/AP1 axis.

and the SH3 domain of iASPP (Figure 7C). In JunD, the PxxP sequence is located N-terminal to the transactivation domain (Hirai et al., 1989). As the DNA binding domain of JunD and the leucine zipper dimerization domains are at the C-terminal end, transcriptional inhibition by iASPP is unlikely to be via block of DNA binding or dimerization. Instead, the proximity of iASPP binding to the transactivation domain suggests that steric hindrance of the transcriptional machinery or cofactors may be the relevant mechanism.

JunD is expressed in a wide range of cell types in addition to keratinocytes, so the iASPP/JunD interaction is likely to influence the target selectivity of other transcription factors that cooperate with JunD. Interestingly, JunD is generally considered a tumor suppressor, but has been reported as an inhibitor of p53-induced cellular senescence *in vitro* (Weitzman et al., 2000) and as an oncogene *in vivo* through its ability to cooperate with mutant RAS to drive lung tumorigenesis (Ruiz et al., 2021). Thus, the ability of iASPP to bind and inhibit JunD activity may contribute to iASPP's tumor-suppressive function in mutant RAS and inflammation-driven tumorigenesis. Environmental stimuli that induce JNK/AP1 and inflammation stimulate a tumor-promoting microenvironment and JNK is required for mutant RAS-driven tumorigenesis (Cellurale et al., 2011). Our finding that JNK activation can inhibit the iASPP/JunD interaction (Figure 7D) suggests that part of the tumor-promoting function of these stimuli and JNK activation may be achieved via the JNK-iASPP-AP1 axis, by preventing iASPP binding to JunD to suppress tumor growth.

In untreated keratinocytes, most iASPP is cytoplasmic but some can be detected in the nucleus. Shuttling of iASPP to the nucleus can be increased by cyclin B/CDK1 at G2M under normal physiological conditions (Lu et al., 2013). JNK activation can induce caspase-mediated cleavage of iASPP, and CL-iASPP enters the nucleus. Consistent with a role of iASPP in transcriptional regulation, our cellular fractionation data showed that iASPP/JunD and iASPP/JunB complexes can occur in the nucleus in untreated human and mouse keratinocytes. Phosphorylation of JunD mediated by JNK may prevent iASPP binding (Figure 7D), but further work is required to assess the extent to which this modulates transcriptional inhibition *in vivo*. We cannot exclude the possibility that a small amount of JunB and JunD may form complexes with iASPP in the cytoplasm, possibly being retained there. Monomeric Jun proteins can shuttle between the nucleus and cytoplasm (Malnou et al., 2007).

Finally, our discovery of a connection between iASPP and the JNK/AP1 pathways explains the previous observation that two spontaneous iASPP mutant mice (Wa3 and Woe2) (Herron et al., 2005; Toonen et al., 2012) have highly similar phenotypic features (eyelids open at birth, wavy hair) to TGF- $\alpha$  (Wa1), EGFR (Wa2), and JNK1/2 double-deficient mice (Luetteke et al., 1993, 1994; Weston et al., 2004). Since TGF $\alpha$  is the ligand of EGFR, and that JNK1/2 proteins are the downstream effectors of TGF- $\alpha$ /EGFR/RAS signaling, it is understandable that deficiency in any pathway component may result in overlapping phenotypes, and our results now link iASPP to this axis. The physical and functional interactions between p63 and the JNK/iASPP/AP1 axis are of great biological importance in tissue homeostasis and skin inflammation. Dysregulation of the JNK/iASPP/AP1 axis

is likely to impact on many other pathological conditions beyond the skin.

### Limitations of the study

This study has several limitations. First, due to restrictions of permitted animal experiments, it was impossible to assess the impact of iASPP on the conversion from benign papilloma to malignant cutaneous carcinomas. Second, some *in vivo* observations in the DMBA/TPA model may not reflect a human skin tumor setting, as mouse and human skin are not identical. Third, some of the iASPP/p63 targets identified in this study may be mouse specific, as only 40% of the human genome aligns to the mouse genome. Furthermore, promoter and enhancer regions are more diverse than coding regions. Combined RNA-seq and p63 ChIP-seq studies performed in human keratinocytes with or without iASPP expression will help identify evolutionarily conserved p63/iASPP targets between mouse and human.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mouse experiments and genotyping
  - DMBA/TPA treatment
  - Primary keratinocytes culture
  - Cell culture and treatments
  - Human epidermal organotypic culture
  - Human samples
- METHOD DETAILS
  - Western blot (IB)
  - IF and confocal microscopy
  - Luciferase activity assay
  - RNA interference
  - cDNA overexpression
  - Immunohistochemistry
  - Haematoxylin and eosin (H&E) staining
  - Toluidine blue staining for mast cells
  - mRNA extraction and qPCR
  - Library preparation and sequencing
  - Cloning and mutagenesis
  - IP
  - Protein expression and purification
  - Halo pulldown
  - Isothermal calorimetry
  - Bioinformatic analyses
- QUANTIFICATION AND STATISTICAL ANALYSIS

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.celrep.2022.111503>.

## ACKNOWLEDGMENTS

This research was mainly funded by the Ludwig Institute for Cancer Research. X.L. is partly funded by NIHR-Oxford Biomedical Research Centre (BRC). Deutsche Forschungsgemeinschaft, the Netherlands Organisation for Scientific Research, and the Wellcome Trust funded V.D., H.Z., and S.M., respectively. The views expressed are those of the author(s) and not necessarily those of the NHS, the NIHR, or the Department of Health. For the purpose of Open Access, the author has applied for a CC BY public copyright license to any Author Accepted Manuscript version arising from this submission.

## AUTHOR CONTRIBUTIONS

K.C., Z.D., P.M., and S.Z. carried out animal experiments, K.A.M. carried out cell line experiments. A.S. performed organotypic tissue experiments, C.O. and R.L. performed biochemical experiments. Z.D., K.C., M.O., and E.N.K. performed RNA-seq and ChIP-seq experiments. T.M.C. and M.T. did bioinformatics analysis. R.A. sourced human skin samples. K.C. and R.G. analyzed histopathology. H.Z. and S.M. supervised E.N.K. and M.T., respectively. X.L. supervised the study. A.S., C.O., K.A.M., T.M.C., M.T., V.D., and X.L. wrote the manuscript and all authors read and approved the manuscript.

## DECLARATION OF INTERESTS

X.L. is a scientific advisory board member of Oxford SimCell. T.M.C. is a founder, employee, and shareholder of a diagnostics company (Cleancard).

Received: December 26, 2021

Revised: June 29, 2022

Accepted: September 22, 2022

Published: October 18, 2022

## REFERENCES

Amemiya, H.M., Kundaje, A., and Boyle, A.P. (2019). The ENCODE blacklist: identification of problematic regions of the genome. *Sci. Rep.* 9, 9354. <https://doi.org/10.1038/s41598-019-45839-z>.

Andrews, S. (2010). FastQC: A Quality Control Tool for High Throughput Sequence Data. <https://GitHub.com/s-andrews/FastQC>.

Angel, P., Imagawa, M., Chiu, R., Stein, B., Imbra, R.J., Rahmsdorf, H.J., Jonat, C., Herrlich, P., and Karin, M. (1987). Phorbol ester-inducible genes contain a common cis element recognized by a TPA-modulated trans-acting factor. *Cell* 49, 729–739. [https://doi.org/10.1016/0092-8674\(87\)90611-8](https://doi.org/10.1016/0092-8674(87)90611-8).

Arcoleo, J.P., and Weinstein, I.B. (1985). Activation of protein kinase C by tumor promoting phorbol esters, teleocidin and aplysiatoxin in the absence of added calcium. *Carcinogenesis* 6, 213–217. <https://doi.org/10.1093/carcin/6.2.213>.

Bailey, T.L., and Birol, I. (2021). STREME: accurate and versatile sequence motif discovery. *Bioinformatics* 37, 2834–2840. <https://doi.org/10.1093/bioinformatics/btab203>.

Benjamini, Y., and Hochberg, Y. (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J. Roy. Stat. Soc. B* 57, 289–300.

Bergamaschi, D., Samuels, Y., Jin, B., Duraisingham, S., Crook, T., and Lu, X. (2004). ASPP1 and ASPP2: common activators of p53 family members. *Mol. Cell Biol.* 24, 1341–1350. <https://doi.org/10.1128/mcb.24.3.1341-1350.2004>.

Bergamaschi, D., Samuels, Y., O'Neil, N.J., Trigiante, G., Crook, T., Hsieh, J.-K., O'Connor, D.J., Zhong, S., Campargue, I., Tomlinson, M.L., et al. (2003). iASPP oncoprotein is a key inhibitor of p53 conserved from worm to human. *Nat. Genet.* 33, 162–167. <https://doi.org/10.1038/ng1070>.

Bergamaschi, D., Samuels, Y., Sullivan, A., Zvelebil, M., Breyssens, H., Bisso, A., Del Sal, G., Syed, N., Smith, P., Gasco, M., et al. (2006). iASPP preferentially binds p53 proline-rich region and modulates apoptotic function of codon 72-polymorphic p53. *Nat. Genet.* 38, 1133–1141. <https://doi.org/10.1038/ng1879>.

Bertran, M.T., Mouilleron, S., Zhou, Y., Bajaj, R., Uliana, F., Kumar, G.S., van Drogen, A., Lee, R., Banerjee, J.J., Hauri, S., et al. (2019). ASPP proteins discriminate between PP1 catalytic subunits through their SH3 domain and the PP1 C-tail. *Nat. Commun.* 10, 771. <https://doi.org/10.1038/s41467-019-08686-0>.

Blighe, K., Rana, S., and Lewis, M. (2018). EnhancedVolcano: publication-ready volcano plots with enhanced colouring and labeling. <https://github.com/kevinblighe/EnhancedVolcano>.

Brautigam, C.A. (2015). Calculations and publication-quality illustrations for analytical ultracentrifugation data. In *Analytical Ultracentrifugation*, pp. 109–133. <https://doi.org/10.1016/bs.mie.2015.05.001>.

Brunner, H.G., Hamel, B.C.J., and Van Bokhoven, H. (2002). The p63 gene in EEC and other syndromes. *J. Med. Genet.* 39, 377–381. <https://doi.org/10.1136/jmg.39.6.377>.

Buske, F.A., Bodén, M., Bauer, D.C., and Bailey, T.L. (2010). Assigning roles to DNA regulatory motifs using comparative genomics. *Bioinformatics* 26, 860–866. <https://doi.org/10.1093/bioinformatics/btq049>.

Cellurale, C., Sabio, G., Kennedy, N.J., Das, M., Barlow, M., Sandy, P., Jacks, T., and Davis, R.J. (2011). Requirement of c-Jun NH2-terminal kinase for Ras-initiated tumor formation. *Mol. Cell Biol.* 31, 1565–1576. <https://doi.org/10.1128/mcb.01122-10>.

Cheng, P., Corzo, C.A., Luetke, N., Yu, B., Nagaraj, S., Bui, M.M., Ortiz, M., Nacken, W., Sorg, C., Vogl, T., et al. (2008). Inhibition of dendritic cell differentiation and accumulation of myeloid-derived suppressor cells in cancer is regulated by S100A9 protein. *J. Exp. Med.* 205, 2235–2249. <https://doi.org/10.1084/jem.20080132>.

Chikh, A., Matin, R.N.H., Senatore, V., Hufbauer, M., Lavery, D., Raimondi, C., Ostano, P., Mello-Grand, M., Ghimenti, C., Bahta, A., et al. (2011). iASPP/p63 autoregulatory feedback loop is required for the homeostasis of stratified epithelia. *EMBO J.* 30, 4261–4273. <https://doi.org/10.1038/emboj.2011.302>.

Coutandin, D., Osterburg, C., Srivastav, R.K., Sumyk, M., Kehrloesser, S., Gebel, J., Tuppi, M., Hannewald, J., Schäfer, B., Salah, E., et al. (2016). Quality control in oocytes by p63 is based on a spring-loaded activation mechanism on the molecular and cellular level. *Elife* 5, e13909. <https://doi.org/10.7554/eLife.13909>.

Dajee, M., Lazarov, M., Zhang, J.Y., Cai, T., Green, C.L., Russell, A.J., Marinovich, M.P., Tao, S., Lin, Q., Kubo, Y., and Khavari, P.A. (2003). NF- $\kappa$ B blockade and oncogenic Ras trigger invasive human epidermal neoplasia. *Nature* 421, 639–643. <https://doi.org/10.1038/nature01283>.

Levrero, M., De Laurenzi, V., Costanzo, A., Gong, J., Wang, J.Y., and Melino, G. (2000). The p53/p63/p73 family of transcription factors: overlapping and distinct functions. *J. Cell Sci.* 113, 1661–1670.

Dedeić, Z., Sutendra, G., Hu, Y., Chung, K., Slee, E.A., White, M.J., Zhou, F.Y., Goldin, R.D., Ferguson, D.J.P., McAndrew, D., et al. (2018). Cell autonomous role of iASPP deficiency in causing cardiocutaneous disorders. *Cell Death Differ.* 25, 1289–1303. <https://doi.org/10.1038/s41418-017-0039-6>.

Deutsch, G.B., Zielonka, E.M., Coutandin, D., Weber, T.A., Schäfer, B., Hannewald, J., Luh, L.M., Durst, F.G., Ibrahim, M., Hoffmann, J., et al. (2011). DNA damage in oocytes induces a switch of the quality control factor TAp63 $\alpha$  from dimer to tetramer. *Cell* 144, 566–576. <https://doi.org/10.1016/j.cell.2011.01.013>.

Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21. <https://doi.org/10.1093/bioinformatics/bts635>.

Eckert, R.L., Adhikary, G., Young, C.A., Jans, R., Crish, J.F., Xu, W., and Rorke, E.A. (2013). AP1 transcription factors in epidermal differentiation and skin cancer. *J. Skin Cancer*, 537028. <https://doi.org/10.1155/2013/537028>.

Falik-Zaccari, T.C., Barsheshet, Y., Mandel, H., Segev, M., Lorber, A., Gelberg, S., Kalfon, L., Ben Haroush, S., Shalata, A., Gelernter-Yaniv, L., et al. (2017). Sequence variation in PPP1R13L results in a novel form of cardio-cutaneous syndrome. *EMBO Mol. Med.* 9, 319–336. <https://doi.org/10.15252/emmm.201606523>.

How the deposited data were processed for this re-analysis (not part of the article)

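RNA from primary mouse keratinocytes of *Ppp1r13l* floxed, Cre-ERT mice was sequenced in 6 libraries, 3 of iASPP KO (with tamoxifen) and 3 of iASPP WT (without). Samples were grouped by the labels and the paper's methods. The pairing by batch comes from the replicate numbers in the labels and from the paper's statement that batch-specific effects were adjusted for. The p63 ChIP-seq experiment was not analysed here.

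The authors removed adapters with Cutadapt, aligned the reads to GRCm38 with STAR v2.7.3a and the GENCODE vM25 annotation, and deposited the count of reads per gene name from featureCounts v2.0.0, counted on exons and on the gene's strand, without normalization. Exons with the same gene name were summed, so 7 of the 55367 names pool exons on several chromosomes. The authors also deposited a table of their DESeq2 v1.26.0 comparison with log2 fold changes moderated by ashr. The p-values in this deposited table are DESeq2's, unadjusted and with Benjamini-Hochberg adjustment. That table was used only to set its calls beside those made here. All columns of counts were used.

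Library totals ran from 20202517 to 25157117 counts, and 20187 to 22621 genes had at least 1 count in a library. The 20 most abundant genes took 19.4% to 23.5% of the counts. The precision that depth gives covers counting error only, since molecules were not tagged before PCR. In a chi-square comparison of the counts of cultures of one condition, the statistic per gene was 40.1 to 169, far above sampling noise, so no library was taken for a copy of another.

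Counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr by condition, TMM normalization, glmQLFit and glmQLFTest with batch and condition in the model, and Benjamini-Hochberg adjustment with a threshold of 0.05. The common dispersion was 0.0627, with 2 residual and 8.17 prior degrees of freedom. The standard error of a log2 fold change is its absolute value divided by the square root of F. Within-batch log2 fold changes are differences of log2 CPM with a prior count of 2. Gene lists were tested with fgsea 1.28.0 on the log2 fold changes (10000 permutations for the first estimate, at least 3 tested members), adjusted over 6 lists written down in advance and over a second family of 9. The Hallmark, GO-BP and C3 TFT collections were not used here. EDC shares were compared with Pearson's chi-squared test as the supplement describes.

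Gene positions are those of the authors' count table (GRCm38). Gene types, GC content and transcript sequences come from GENCODE vM21 on the same build, to which 53365 names matched, or 53772 with RefSeq synonyms. Of the single-copy names, 53229 overlapped their vM21 position and 23 did not. A read-length window is a stretch of 42 bases of a gene's longest transcript, and a window that also occurs in a transcript of another gene was counted as shared. Scoring promoters for motifs needs the genome sequence, which was not used here, so the 4 motif sets and 2 alternatives for them were not run.

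The steps were tested on simulated data: counts drawn from the means, dispersion trend and sizes of these libraries with random batch differences, and with 200 genes changed by a log2 fold change of 1.5 among 15046 tested. The changed genes were drawn from those with ample expected counts, and every gene took the dispersion of the trend. The edgeR fit with a batch term recovered 79% of the changed genes, and 6% of its calls were false. Without the batch term it recovered 66.5% with 0% false calls. The real data gave 0 genes without the batch term, so the simulation is not like them in this respect. DESeq2 recovered 81.5% of the changed genes with 7.9% false calls, over 15909 tested genes. With batch 1 left out, 71.5% were recovered.

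The genes named are those the paper's text names for this experiment or measures again by qPCR in these cells, those labelled in Fig. 2B, 3B, S2D and S4A, the AP1 subunits and p53 family, and the 5 genes with the largest change in each direction among those past the threshold and changed the same way in every batch. Other genes were named as members of a list or region reported here after their values were seen, among them *Krt10*, *Csf1r* and the sex-linked genes.

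The alternatives set in advance were no batch term, DESeq2 1.42.0 in place of edgeR, DESeq2's size factors and upper-quartile scaling in place of TMM, no filter beyond 1 count and at least 10 counts in every library in place of filterByExpr, each batch left out in turn, edgeR's robust dispersion, protein-coding genes only, a minimum absolute log2 fold change of 1, a loess correction of each batch for GC content and gene length with a span of 0.3, 2 other definitions of the EDC, Fisher's exact test for it, and for the lists camera (limma 3.58.1) and a ranking by the signed square root of F. Added later were DESeq2 with a local dispersion trend and a fit without short structured RNA genes. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, statsmodels 0.14.6 and matplotlib 3.10.9.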

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

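Each test in this part was turned on its result only after that result had been seen, although the histone, lysosome and NRF2 lists, the correction for GC content and length, the scalings and the splits had been set earlier. The gap between a list's median and that of all genes replaced an earlier test of scaling, whose labels had already been changed once, and its limit of 0.1 was set with the values known.

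Small nucleolar RNAs, which the paper does not discuss although some appear in its Fig. 2B heatmap, had higher counts in iASPP KO. Of 140 tested snoRNA genes, 40 passed the threshold upward and 124 had a positive log2 fold change. Their median log2 fold change was 0.90, with 1.25, 0.38 and 0.96 in batches 1, 2 and 3. The number past the threshold was 70 without a filter on low counts, 18 to 66 with a batch left out, 10 after the correction for GC content and gene length, and 0 without the batch term, where 53 had an unadjusted p under 0.05. After the correction the median was 0.25. With DESeq2's size factors or upper-quartile scaling the snoRNA median stayed at least 0.898 above that of all tested genes, a gap that a scaling, which moves all genes alike, cannot make. Of the 40, 30 share no read-length window with another gene, which leaves little room for reads split between copies. Among the 32 tested host genes, in whose introns or exons 35 of the 40 lie, the median log2 fold change was −0.0269, from −0.37 to 0.54, and 0 passed upward (1 at an unadjusted p under 0.05), so the hosts' own mRNA did not rise with them. Other short structured RNAs rose as well, with medians of 0.60 for snRNA, 0.289 for scaRNA (negative in batch 2, at −0.14) and 0.63 for mitochondrial tRNA genes, and after the correction for GC content and gene length the snRNA median was −0.07, with 20 of 41 positive. The other short classes had smaller medians, 0.19 for misc_RNA (0.52, 0.11 and 0.04 in the batches, 3 of 26 past the threshold upward), 0.16 for miRNA, 0.09 for 5 ribozyme and 0.22 for 3 rRNA genes, the last 3 negative in batch 2 as for scaRNA (−0.15, −0.23 and −0.80). Protein-coding genes under 1000 bp, 307 in number, had medians of 0.24, 0.11 and 0.0965 in the batches, small but all positive. Of the 4 splits of the libraries that part every pair, 1, the real one, called as many snoRNA genes, a comparison without weight because the other 3 called 0 genes of any class (144 to 424 at an unadjusted p under 0.05). The snoRNA, snRNA, scaRNA and mitochondrial tRNA genes have median lengths of 130, 141, 140 and 69 bp, and the paper's libraries were selected by size. How evenly RNA extraction and size selection kept such short RNAs was not tested. A candidate explanation is that several kinds of short structured RNA, though not all, were recovered better from the tamoxifen-treated cultures. A trend with transcript length could not be set aside either. The pattern cannot be told apart from these, and a change in snoRNA level itself stays a hypothesis.

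Histone genes, which the paper does not discuss, had lower expression in iASPP KO. The list of 53 tested genes scored −2.31 (adjusted p = 2.6e-07 by fgsea with Benjamini-Hochberg adjustment over 9 lists), with a median log2 fold change of −0.81, 18 genes significantly lower and 1 higher, *H2bc1*, singled out after its value was seen. Over the alternatives the adjusted p ran from 1.8e-16 to 0.0024 by fgsea or camera. It was 1.9e-09 after the correction for GC content and length, which does not account for it. With the other scalings the list's median lay at least 0.813 from that of all tested genes, a gap that a scaling cannot make. Of the 4 splits that part every pair, 1, the real one, scored as far from 0. With 4 splits a share under 0.05 is out of reach, so they cannot decide whether a chance arrangement of the libraries gave the pattern. How far histone genes share reads was not tested over the list. For its member *H2bc12*, 74.7% of the read-length windows also occur in 17 other genes. The list passed with each batch left out (adjusted p 9.8e-09 to 9.8e-05 by fgsea), a p computed over genes and not cultures. The mitosis and DNA replication lists moved the same way, and fewer cells in S phase may be behind both, a hypothesis for which no measure of the cell cycle was analysed here.

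Lysosome genes, which the paper does not discuss, had higher expression in iASPP KO. The list of 49 tested genes scored 1.65 (adjusted p = 0.0193 by fgsea with Benjamini-Hochberg adjustment over 9 lists), with a median log2 fold change of 0.23, 43 genes positive and 6 past the threshold. Over the alternatives the adjusted p ran from 2.1e-08 to 0.278, and the list did not pass without a filter on low counts (0.179) or without batch 3 (0.278). After the correction for GC content and length it was 0.0092 with a median of 0.24, so the trends that the correction could fit did not carry the rise. With the other scalings the list's median lay at least 0.226 from that of all tested genes, a gap that a scaling cannot make. Of the 4 splits that part every pair, 1, the real one, scored as far from 0, and 4 splits cannot exclude a chance arrangement of the libraries. The control cultures had no tamoxifen, so effects of the drug, of active Cre and of iASPP loss cannot be told apart here.

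Targets of NRF2, a regulator of the oxidative stress response that the paper does not discuss, had higher expression in iASPP KO. The list of 32 tested genes scored 1.69 (adjusted p = 0.0193 by fgsea with Benjamini-Hochberg adjustment over 9 lists), with a median log2 fold change of 0.48, 31 genes positive and 10 past the threshold. Over the alternatives the adjusted p ran from 2.9e-10 to 0.483, and the list did not pass without a filter on low counts (0.483) or without batch 1 (0.125). After the correction for GC content and length it was 0.0133, so GC content and length do not account for the rise. With the other scalings the list's median lay at least 0.471 from that of all tested genes, a gap that a scaling cannot make. Of the 4 splits that part every pair, 2 scored as far from 0, the real one and 1 other (1.82), which keeps the real direction in batches 1 and 2 and reverses batch 3. That split carries much of the real contrast, so it does not show what chance gives, and a chance arrangement was not excluded. Whether iASPP loss, tamoxifen or active Cre raises these genes was not tested.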

How the results depend on the processing

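The tests of other splits of the libraries were set before the data were examined, as were the comparison, the gene lists and 18 alternatives, while DESeq2 with a local dispersion trend and the fit without short structured RNA genes were chosen after seeing the data. The 2 motif alternatives and 4 motif sets were not run. No test in this part was chosen only after its result was seen, apart from these added alternatives.

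The numbers of genes past the threshold depended most on the batch term. With it, 323 genes were higher in iASPP KO and 291 in iASPP WT, and in the fit with no replicate block 0 and 0 (360 and 331 at an unadjusted p under 0.05). The pairing that the block assumes is borne out by same-batch correlations of at least 0.302. Without a filter on low counts the numbers were 624 and 491, with an absolute log2 fold change of at least 1 they were 125 and 140, and with the local dispersion trend 961 and 874. They ran from 169 to 793 and from 117 to 662 across the 3 fits that each left out one batch. DESeq2 gave 480 and 407, and the other alternatives that kept the block and all batches gave 283 to 383 and 289 to 359. Of the main calls, 310 of 323 and 288 of 291 were shared with DESeq2, and 149 and 135 with the fit without batch 1. Batch 3 lies apart on the first principal component, and why leaving it out raises the numbers was not tested. The share of calls that were higher in iASPP KO was 52.6%, and 47.2% to 59.8% over the alternatives.

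All 9 other splits of the 6 libraries into 3 and 3 gave 0 genes in both directions at the adjusted threshold, with 144 to 990 genes at an unadjusted p under 0.05 against 2498 in the real split. Of the 4 splits that part every same-batch pair, 1, the real one, gave as many genes higher in iASPP KO, as many higher in iASPP WT and as many lists past the threshold. The other 3 of these exchange the libraries of 1 batch and keep the real direction in the rest. With no gene past the threshold in them their EDC ratio is undefined, so the splits do not test it. The remaining 6 splits part 1 pair each, so with the block they test iASPP KO against iASPP WT in 1 batch alone and say nothing about chance. With 4 splits that part every pair a share under 0.05 is out of reach, so this bears on the results without settling them.

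The EDC ratio of 9.24 ran from 7.02 to 17.0 with a batch left out. It was 18.8 with an absolute log2 fold change of at least 1, 6.98 with DESeq2 and 4.52 with the local dispersion trend, and undefined with no replicate block, where no EDC gene passed (8 at an unadjusted p under 0.05). In each fit that gave a ratio, the EDC held a larger share of upregulated genes than all tested genes.

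The DNA replication, mitosis and TNF and NF-kB lists kept their direction and passed under all alternatives run for them, with adjusted p by fgsea or camera from 5.5e-31 to 8.5e-09, 2.2e-46 to 3.7e-13 and 7.4e-09 to 0.0240. The cornification score ran from 1.33 to 1.98 with a batch left out (adjusted p up to 0.0854, from 3.2e-09 over all alternatives). Sterol synthesis did not pass without a filter on low counts (score 1.46, adjusted p 0.051, range 5.8e-09 to 0.0513). The p53 list, not past the threshold in the design set in advance, passed in these alternatives: with no replicate block (1.46), with DESeq2 (1.62), with at least 10 counts in every library (1.47), after the GC content and length correction (1.45), with the local dispersion trend (1.41), ranked by the signed square root of F (2.12) and with camera (a mean shift of 0.20). With a batch left out its score ran from 0.95 to 1.53, and it passed without batch 2 (1.53, adjusted p 0.0206 by fgsea). Over all alternatives its adjusted p ran from 5.6e-06 to 0.997. The cause was not tested for any of these changes.

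Of 37 named genes in 514 comparisons with an alternative, 454 kept direction and side of the threshold, 42 lost and 13 gained significance, and 5 changed sign. The sign changes were in genes that did not pass the threshold, each with a batch left out: *Tnf* ran from −0.058 to 0.89, *Trp53* from −0.15 to 0.32, *Ppp1r13b* from −0.015 to 0.036 and *Fosb* from −0.90 to 0.023. The cause was not tested. Over all 50 further results, these genes included, in 687 comparisons, 592 were the same, 46 weaker, 15 stronger, 5 reversed and 29 moved. With no replicate block 24 of the 50 were weaker and 9 moved, and with DESeq2's size factors or upper-quartile scaling all 50 were the same.

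The depth of 20202517 to 25157117 counts leaves *Il6*, with 0 to 10 counts in a library, and *Il1b*, with 0 to 17, below the filter, so a change of either was not detectable. With 3 cultures per condition, the simulated data showed 79% of changes of 1.5 on the log2 scale recovered. Those changes were planted in genes with ample counts and without spread around the dispersion trend, so the real share may be lower. Some genes with changes of that size may thus be missing from the calls, and smaller changes were not simulated.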

Differences from the paper's values

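The paper reports 969 genes with higher expression in iASPP KO and 867 with higher expression in iASPP WT, against 323 and 291 here. Of the alternatives set before the data were examined, leaving out batch 3 (793 and 662) came within 1.5 times of the paper's numbers. The others did not, DESeq2 (480 and 407) and no filter on low counts (624 and 491) included. Without batch 3 the totals came near but the genes less so. Of those calls, 67.6% and 71.1% are significant in the same direction in the authors' deposited table, against 94.7% and 99.0% of the main calls. DESeq2 with a local dispersion trend, chosen after seeing the values, gave 961 and 874. The paper's text does not state the type of dispersion trend.

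The share of all genes upregulated in iASPP KO is 6.3% in the paper and 2.17% here. Of the alternatives set before the data were examined, leaving out batch 3 (5.20%) came within 1.5 times and the others did not. The calls of that fit overlap less with the authors' calls than the main calls do. With a local dispersion trend in DESeq2, chosen after seeing the values, the share was 6.83%.

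The paper's ratio for the EDC is 4.42 with p = 2.4e-12, against 9.24 with p = 5.6e-22 here (Pearson's chi-squared test in both). The chi-squared p is approximate with so few upregulated genes expected, and Fisher's exact test gave p = 2.4e-10 here. None of the alternatives set before the data were examined closed the gap. With a local dispersion trend in DESeq2, chosen after seeing the values, the ratio was 4.52 and p was 4.5e-14 by the same chi-squared test.

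For single genes of Fig. 3C the paper's adjusted p was read by eye and is given as its negative log10, so that 2 stands for an adjusted p of 0.01. For *Ivl* the paper's value is about 2 in Fig. 3C, read by eye, against 1.00 here by edgeR. None of the alternatives set before the data were examined closed the gap, though *Ivl* passed 0.05 with DESeq2 (1.32), with no filter on low counts (2.30) and without batch 3 (5.45). For *S100a7a* it is about 18 in Fig. 3C, read by eye, against 2.91 here by edgeR and 13.3 with DESeq2. For *S100a8* it is about 31 in Fig. 3C, read by eye, against 2.96 here by edgeR and 28.0 with DESeq2. For *S100a9* it is about 7.7 in Fig. 3C, read by eye, against 2.96 here by edgeR and 24.7 with DESeq2. For *Mdm2* it is about 7.7 in Fig. 3C, read by eye, against 1.93 here by edgeR, 5.52 with DESeq2 and 7.10 with no filter on low counts. None of the alternatives set before the data were examined closed the gap for *S100a7a*, *S100a8*, *S100a9* or *Mdm2*. Some went beyond the paper's value. With no filter on low counts and without batch 3 the numbers were 22.4 and 36.0 for *S100a7a*, 45.6 and 40.9 for *S100a8*, and 45.2 and 44.3 for *S100a9*. With a local dispersion trend in DESeq2, chosen after seeing the values, the numbers were 2.24 for *Ivl*, 21.2 for *S100a7a*, 36.3 for *S100a8*, 7.76 for *S100a9* and 8.49 for *Mdm2*, and that of *S100a9* reached the paper's.

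Of the genes that Fig. 3B and Fig. S2D label as significant, 18 did not pass here. An alternative set before the data were examined called 13 of them. Leaving out batch 3 called *Gm35439*, *Ivl*, *Lce1e*, *Lce3f*, *Sprr2k*, *Casp14*, *Dsg1b*, *Krt18*, *Lipm* and *Lipn*. The fit with no filter on low counts called *2310050C09Rik*, *Gm35439*, *Ivl*, *Sprr2k*, *Casp14*, *Klk5*, *Krt15*, *Krt18*, *Lipm* and *Lipn*. DESeq2 called *2310050C09Rik*, *Ivl*, *Sprr2k*, *Casp14*, *Krt18*, *Lipm* and *Lipn*. DESeq2's size factors in edgeR called *Sprr2k*, *Lipm* and *Lipn*, upper-quartile scaling *Sprr2k* and *Lipn*, at least 10 counts in every library *Sprr2k* and *Lipm*, and the robust dispersion *Sprr2k*, *Lipm* and *Lipn*. The GC content and length correction called *Klk5* and *Lipm*, leaving out batch 1 *Krt18* and leaving out batch 2 *Casp14*. The local dispersion trend in DESeq2, chosen after seeing the values, called 16 of the 18, all except *2310050C09Rik* and *Csta2*, and was the sole setting to call *Crnn*, *Ilf2*, *Snapin* and *Krt8*. The fit without short structured RNA genes, also chosen after seeing the values, called *Sprr2k*. *Csta2* (log2 fold change 3.37, adjusted p 0.317 by edgeR) passed in none.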

Other observations

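The tests in this part were chosen before the result each measures was seen, except that the wording for lists whose call varied between alternatives was settled after their values were seen.

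Technical sources of the numbers of genes past the threshold were tested one by one. After the correction for GC content and gene length, fitted for 99.41% of tested genes, 309 and 307 genes passed, within 1.5 times of 323 and 291, and 263 and 273 of them were shared with the latter. Without the 20 most abundant genes, whose share was larger in iASPP KO in 2 of 3 batches, the median log2 fold change moved by −0.000221 and 321 and 291 genes passed. With each pair thinned to equal totals, 353 and 327 genes passed, and the iASPP-KO library was the larger in 2 of 3 batches. The lowest same-batch correlation was 0.302. *Ddx3y*, a Y-linked gene, had 6 and 1 counts in the iASPP-KO and iASPP-WT cultures of batch 1, 778 and 1195 in batch 2 and 1357 and 1155 in batch 3, a pattern by batch and not by condition, looked up after the pairing had been tested. None of these sources accounts for the numbers.

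The rise of EDC genes was set against other explanations. Without the *Sprr2* and *Lce* families, whose paralogs share reads, 8 of 40 genes were upregulated and the ratio was again 9.24 (p = 1.1e-12, chi-squared test). Of 13369 blocks of 70 neighbouring tested genes outside the EDC, 0% held as many upregulated genes (at most 9, mean 1.49). Of 10000 random sets matched on mean expression, 0% did (at most 8, mean 1.43). Position, level and shared reads thus leave the rise unexplained. The ratio exists in 1 of the 4 splits that part every pair, the real one, and is undefined in the others, which called no gene at the adjusted threshold. Late differentiation as a whole was tested with 24 tested late cornified envelope genes (*Lor*, *Flg*, *Flg2*, *Hrnr* and *Lce*). Their median log2 fold change was −0.183, from −2.16 to 1.25, with 0 past the threshold upward (4 at an unadjusted p under 0.05), and with *Flg2* (adjusted p = 0.0071 by edgeR) and *Flg* (0.0428) past it downward, while 13 *Sprr* genes had a median of 1.08 and 7 passed. *Flg2* and *Flg* passed with any batch left out (adjusted p up to 0.014 and 0.046 by edgeR) and not with no replicate block, and *Flg* also not after the correction for GC content and length (0.106) or with robust dispersion (0.066). The late median was −0.58 without batch 2 but 0.25 without batch 3 and 0.047 with no replicate block, so whether late genes fall as a group cannot be settled. That the *Sprr* genes rose apart from late differentiation may hold, a hypothesis that these cultures leave open.

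*S100a8* and *S100a9* are also expressed by macrophages. The list of 6 tested macrophage markers had an adjusted p of 0.155 (fgsea with Benjamini-Hochberg adjustment over 9 lists) and passed in 1 of 9 alternatives with the block and all batches (0.013 to 0.66), and it also passed without batch 1 (0.021). *Lyz2* had 108, 50 and 1392 counts in iASPP KO and 61, 27 and 1113 in iASPP WT. *S100a8* had 5997, 9459 and 4164 counts in iASPP KO and 1204, 3829 and 823 in iASPP WT, so it was highest in batch 2, where *Lyz2* was lowest, a comparison made after the list result was seen that does not bear on the change within a batch. There *Lyz2* was higher in iASPP KO each time (log2 fold changes 0.73, 0.96 and 0.25, adjusted p = 0.179 by edgeR), and all 6 markers had a positive log2 fold change, of which *Csf1r* passed (1.11, adjusted p = 0.0206 by edgeR, up to 0.112 with a batch left out). RNA from macrophages was neither shown nor excluded as a source of the rise.

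Sterol synthesis genes rose together with lysosome genes (adjusted p of the lysosome list 0.0193 by fgsea). The lysosome list passed in 8 of 9 alternatives with the block and all batches (2.1e-08 to 0.179), and did not pass without batch 3 (0.278). Accumulation of a cationic amphiphilic drug such as tamoxifen could give this pair of changes. With no tamoxifen-treated culture without floxed alleles analysed here, this explanation remains beside loss of iASPP.

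The rise of *Hmox1*, *Slc7a11*, *Fth1*, *Ftl1*, *Sqstm1* and *Gsto1* may reflect NRF2 activity. The NRF2 targets outside Fig. 2B had an adjusted p of 0.142 by fgsea. They passed in 4 of 9 alternatives with the block and all batches, the local dispersion trend not counted (1.0e-05 to 0.998 by fgsea or camera). They also passed with that trend (0.0019), with no replicate block (0.031), without batch 2 (0.044) and without batch 3 (4.5e-04), but not without batch 1 (0.421). The calls vary, so the test leaves the hypothesis open. The p53 targets without *Mdm2* and the genes of Fig. 2B likewise had an adjusted p of 0.142 by fgsea. They passed in 3 of the same 9 alternatives (2.0e-04 to 0.998 by fgsea or camera) and without batch 2 (0.044). Whether the *Mdm2* rise comes with a wider p53 response is open. *Cdkn1a*, which encodes an inhibitor of the cell cycle, rose in all 3 batches (log2 fold changes 0.71, 0.55 and 0.66, adjusted p = 0.0138 by edgeR's quasi-likelihood test, up to 0.0725 with a batch left out). Its rise is in line with the lower replication and mitosis lists, and which comes first was not tested.

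Genes of the AP1 subunits were tested as a source of AP1-linked changes. Of 7, 1 passed, *Junb* (log2 fold change 0.50, adjusted p = 0.0296 by edgeR's quasi-likelihood test), which rose in all batches. Its adjusted p ran from 3.9e-04 to 0.973 over the alternatives set in advance and was 5.6e-07 with DESeq2's local dispersion trend. *Fos* had 0.66 (adjusted p = 0.0767 by edgeR, 0.0024 to 0.973 over the alternatives, past the threshold without a filter on low counts, without batch 3 and with DESeq2's local dispersion trend), and *Jun* was lower at −0.55 (adjusted p = 0.120 by edgeR, 0.0027 to 0.973 over the alternatives, past the threshold with DESeq2 and without a filter). *Jund* (0.37, adjusted p = 0.233 by edgeR) passed without batch 3 (0.0088), and *Fosl2* (0.24, adjusted p = 0.294 by edgeR) with the local dispersion trend (0.038). In each of these fits 3 of the 7 were higher in iASPP KO. With adjustment over the 7 alone, 2 were higher in iASPP KO and 1 in iASPP WT. The list of 7 did not pass (score 0.81, adjusted p = 0.794 by fgsea). Higher *Junb* mRNA may take part in AP1-linked expression, and promoters were not scored for AP1 motifs here.

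In these cultures without added TNF-α, *Il1f8* (*Il36b*) had a log2 fold change of 0.55 (adjusted p = 0.149 by edgeR), from 0.39 to 0.71 with a batch left out. It passed without batch 3 (adjusted p = 0.0036 by edgeR) and with DESeq2's local dispersion trend (0.019), and in no other alternative. *Tnf* had a log2 fold change of 0.43 (adjusted p = 0.579 by edgeR, −0.42, 0.30 and 1.49 in the batches). *Il6* and *Il1b* had too few counts to test. *Cxcl1* had a log2 fold change of 1.20, where the paper states no significant change by qPCR in its TNF-α experiment. That experiment also measured cells without TNF-α, after serum-free medium by the methods, unlike the cultures sequenced. For cells without TNF-α the paper's text names *S100a9* as significantly higher and does not name *Cxcl1*. *Trp63* (−0.17, adjusted p = 0.566 by edgeR) and *Trp53* (0.13, adjusted p = 0.815 by edgeR) did not pass, and *Trp73* did (−1.67, adjusted p = 0.0399 by edgeR, up to 0.208 with a batch left out). Of 8 tested E2F family genes 0 passed (2 at an unadjusted p under 0.05), with a median log2 fold change of −0.34.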
